# Cellular reactions to long-term volatile organic compound (VOC) exposures

**DOI:** 10.1038/srep37842

**Published:** 2016-12-01

**Authors:** Johanna M. Gostner, Johannes Zeisler, Mohammad Tauqeer Alam, Peter Gruber, Dietmar Fuchs, Kathrin Becker, Kerstin Neubert, Markus Kleinhappl, Stefan Martini, Florian Überall

## Abstract

Investigations of cellular processes initiated by volatile organic compounds (VOCs) are limited when modelling realistic long-term exposure scenarios at low concentrations. Exposure to indoor VOCs is associated with a range of adverse effects, but data on molecular changes at regulatory threshold limits are lacking. Activity analysis of VOC *in vitro* can be a valuable complement to inhalation toxicological evaluations. We developed an exposure platform that generates a stable VOC atmosphere and allows the exposure of cells for longer periods. Using formaldehyde as a model analyte, air-liquid interface cultured A549 lung epithelial cells were exposed to critical concentrations of 0.1 and 0.5 ppm for 3 days. Owing to the lack of known exposure biomarkers, we applied a genome-wide transcriptional analysis to investigate cellular responses at these sublethal concentrations. We demonstrate a minor overlap of differentially expressed transcripts for both treatment concentrations, which can be further analyzed for their use as exposure biomarkers. Moreover, distinct expression patterns emerge for 0.1 and 0.5 ppm formaldehyde exposure, which is reflected in significant enrichment of distinct biological processes. More specifically, metabolism of specific compound classes, lipid biosynthesis and lung-associated functions are affected by lower exposure levels and processes affecting proliferation and apoptosis dominate the higher exposure levels.

In recent years, special attention has been paid to volatile organic compounds (VOC) present in indoor environments and their impact through a variety of adverse effects^1^. Health effects associated with poor indoor air quality (IAQ) are most likely driven by chronic low-level exposure to some of these compounds, including gases such as ozone and carbon monoxide, but most importantly also to chemicals with high vapor pressure at room temperature, named VOCs^2^. VOCs originate from a variety of natural and anthropogenic sources and belong to different chemical classes, thus exhibiting distinct modes of action. Direct or acute toxicity is typically observed in only a few specific VOCs at concentrations occurring in indoor environments. More frequently observed effects include respiratory irritation, and certain VOCs have been suggested to be responsible for long-term health effects associated with the development of allergy and asthma^3^ and neuropsychoimmunological manifestations, such as “sick building syndrome”^4^.

Among these compounds, formaldehyde (HCHO) is of particular importance as it is a widely applied chemical. Formaldehyde toxicity can affect all organ systems in particular those which get into direct contact. The exerted effects range from carcinogenicity to irritation and allergy and depend from the concentration, the duration and the route of exposure. Owing to its hazardous potential, formaldehyde was included in the Community Rolling Action Plan for continuous evaluation.

Formaldehyde is readily soluble in water and is classified as a very volatile organic compound (vVOC)^5^. Formaldehyde gas is colorless, with a pungent, suffocating odor at room temperature. Olfactometrically determined thresholds for formaldehyde range from 0.04 to 0.4 ppm with some variation depending on the experimental setup and study groups^6^. Building materials and home furnishings are sources of indoor formaldehyde. Koeck *et al*. reported that approximately 20% of nearly 800 Austrian apartments reached concentrations above 0.1 ppm^7^, and concentrations in newly manufactured or mobile homes can be even higher^6^,^8^.

Exposure to high levels of airborne formaldehyde impairs lung function, though already lower levels can cause sensory irritation and favor asthma development^9^,^10^,^11^. Hence, minimal risk levels for airborne formaldehyde have been established, and the lowering of these exposure limits by legislation is the subject of ongoing debate. In the European Union, regulatory threshold limit values (TLV) are set at the national level. In Austria, 0.5 ppm is currently considered an occupational exposure level (OEL), and emission levels for building products are set at 0.1 ppm.

Our understanding of the effects of VOCs on human health is limited because of analytical difficulties in measuring real ambient air concentrations and in the evaluation of personal exposure as well as due to poor knowledge regarding the toxicity from multiple compounds^10^,^11^,^12^,^13^. In addition to the limitations of epidemiological studies, there is a substantial lack of basic molecular information on the mode of VOC action. Investigating the molecular effects of VOCs *in vitro* entails the resolution of two main challenges: (i) the need for a suitable exposure device that can generate a stable atmosphere continuously over a longer period and (ii) the knowledge gap about common key response genes or mechanisms perturbed at sublethal concentrations.

To test volatile compounds in the gas phase, a special exposure device that allows close contact between cultured cells and volatile substances with a precise control of gas concentration and without an interfering medium is necessary^14^. There are few systems available commercially^15^,^16^,^17^,^18^, also some groups assembled individual devices. Most systems are designed to be used with air-liquid interface (ALI) cultures of epithelial cells, where the test atmosphere is applied directly to the apical culture surface from the top of the exposure chambers. Thus, only low gas flow can be used, to avoid cell stress owing to increased gas pressure. Dehydration may occur as gas streams are not fully humidified, so exposure periods of only a few hours are recommended^18^,^19^,^20^. The almost exclusive usage of such systems may lead to a publication bias in the field of *in vitro* VOC activity assessment because short exposure time is a limiting factor when investigating effects at low level concentrations. Important mechanisms of adaptation and/or changes in metabolism that lateron trigger adverse effects are ignored.

The high humidity in the atmosphere is important for cell viability in prolonged exposures, but condensation must be avoided because absorption effects of the analyte in pipes, fittings and on other surfaces may become critical, in particular with low concentrations and stationary atmospheres or low flow rates. The exposure platform presented in this study provides humidification of the gas stream to ≥95% and a continuous high gas exchange rate and thus generates a stable atmosphere with a defined analyte concentration at optimal culture conditions. These conditions allowed the exposure of A549 cells at ALI to airborne formaldehyde at regulatory threshold concentrations over a period of 3 days.

A further critical aspect of *in vitro* testing is the choice of biological endpoints, in particular for exposure to low, sublethal concentrations, for which the determination of cell viability or oxidative stress induction is insufficient. In the cell, formaldehyde, which can also derive from endogenous processes, is rapidly catabolized to formic acid and further to carbon dioxide and water if not used in intermediate metabolism as one-carbon donor. However, exogenously added formaldehyde is suggested to non-specifically interact with proteins and macromolecules at the cell surface at concentrations before starting to penetrate into the cells, which hampers the selection of adequate biological endpoints. To investigate molecular changes in an unbiased manner, whole genome-based transcriptional analysis was used. Transcription is the first step in gene regulation, and is required for the dynamic adaptation of the cells’ proteome to different demands^21^.

To our knowledge, this is the first *in vitro* study on airborne formaldehyde exposure using a novel platform that considers such low concentrations and a continuous long-term exposure to identify associated signaling changes and potential biomarkers in a transcriptomics approach. This concept has the potential to be universally applied to obtain insight into VOC-induced molecular changes that occur at sublethal concentrations, and is thus of relevance to unravel the molecular basis of potentially harmful effects at low-dose exposures.

## Results

### Development of an exposure platform

The exposure platform (Fig. 1A) was designed to enable optimal treatment of cells with a humidified atmosphere containing a volatile analyte, formaldehyde, in a defined concentration. Exposure was realized by using a liquid formaldehyde standard that was injected via a liquid mass flow controller (LMFC, accuracy 1% of full scale value [%_FS_]) into a heating system, undergoing complete evaporation (Fig. 2). The evaporated analyte was transferred by a carrier gas stream (vaporized carrier stream, VCS) and mixed with a humidified carrier gas stream (HCS). The dry gas was saturated in a water bubbling system with a defined temperature. Both gas streams consisted of purified, dry air and 5% CO_2_. The accuracy of gas mass flow controllers (MFC) was +/−1%_FS_. Conditions in the exposure chamber were 37 °C (+/−0.1 to 0.5 °C), 95 to 98% relative humidity, and a defined analyte concentration. The exposure chamber was equipped with temperature sensors at two positions within the chamber and a humidity sensor at the gas outlet (Fig. 1B).

To guarantee a homogenous distribution of the analyte gas, three fans were installed in the chamber (Fig. 1B and C ). The analyte gas flow was 400 L/h, and the circulating volume was approximately 6,500 L/h because of the fans. The exhaust gas flowed into the exhaust air system of the laboratory. A second chamber was installed as a reference and equipped with only temperature sensors. The gas supply for this chamber was installed as above, but without the analyte-carrying gas stream.

The humidity in the chambers is a critical parameter for experiments of long duration, because the continuous gas flow can dry off considerable quantities of fluid, reducing cell viability. A deviation of 1 °C from the optimal chamber temperature of 37 °C would lead to an approximate decrease of 5% in relative humidity, assuming a theoretical relative humidity of 100% at 37 °C. Although the system has a continuous gas exchange rate, humidity ≥95% results in fluid losses comparable to the medium loss in a standard cell culture incubator as compared over the 3 day incubation period.

The exposure system was operated with a process control software. Adjustable experimental parameters included the concentration of the liquid standard, the gas flows, the heating systems, and the temperature of the humidification unit. Although an automated regulation of humidity was possible, the humidity was adjusted manually to avoid fluctuations and condensation. All process data were stored automatically. After each experiment, all critical parameters (temperature, humidity, flow) were controlled to assure a constant quality over the entire experimental time (Supplemental file S1).

### Exposure of cells to liquid and airborne formaldehyde

When added into medium to submerged A549 cells for 24 to 72 h, half maximal inhibitory concentration (IC_50_) values for formaldehyde were 1.390 mM (95% lower and upper limits: 1.198 mM; 1.620 mM) for 24 h, 0.850 mM (0.676 mM; 1.068 mM) for 48 h and 0.700 mM (0.568 mM; 0.863 mM) for 72 h of treatment.

For the airborne exposure experiments, A549 cells were grown to confluence and lifted to ALI. After 24 h, A549 ALI cultures were placed into fresh medium, and a silicon mat was used as a seal to avoid any direct gas entry into the medium. ALI cultures were placed in the middle rows of 24-well plates; wells at the edges were filled with medium only (Fig. 3A). Treatment conditions were adjusted at the exposure platform at least 4 hr before the start of the experiments so that temperature, humidity and analyte concentration were balanced until the cells were placed into the exposure or reference chamber. ALI cultures were exposed to atmospheres containing 0, 0.1, and 0.5 ppm formaldehyde for 3 days. Experiments were performed in triplicated in a randomized order.

Cell viability was estimated as a primary endpoint after exposure, using a metabolic activity assay based on the reduction of resazurin. For both treatment concentrations, cultures from the exposure chambers showed no differences in viability compared with cultures from the reference chambers (Fig. 3B).

Formaldehyde is highly water-soluble, so the uptake in the culture medium could be measured after 2,4-dinitrophenylhydrazine (DNPH) derivatization with HPLC analysis (Fig. 3C). After 3 days, mean formaldehyde uptake in wells filled with medium only was 36.40 ± 2.07 μM with the 0.1 ppm atmosphere and 206.44 ± 12.87 μM with the 0.5 ppm atmosphere (Table 1). Airborne formaldehyde did not significantly accumulate in the medium below the ALI cultures (e.g. mean of 4.06 ± 1.86 μM with the 0.5 ppm atmosphere), as measured concentrations were comparable to background levels (mean of DNPH blank: 3.26 ± 0.77 μM formaldehyde). The limits of detection (LOD) and of quantitation (LOQ) were calculated based on determinations of blank samples and were 5.56 μM (LOD) and 10.61 μM (LOQ), respectively. In addition, no formaldehyde could be detected in sporadic control measurements of the medium below the cells in the reference chamber (4.37 ± 0.17 μM). Thus, A549 culture surfaces were exposed to substantial amounts of formaldehyde.

For a number of experiments, the amount of formaldehyde in the headspace of the exposure chambers was measured over a longer period by using the AL4021 formaldehyde analyser (Aero-Laser GmbH, Germany). The detection of formaldehyde by the AL4021 analyser is based on the Hantzsch reaction using acetylacetone as derivatization reagent. With the AL4021 analyser the reliability of the dosing and exposure could be further confirmed, as the concentrations at the platform´s setpoints were measured. A representative diagram comparing a calibration measurement and with a 0.5 ppm exposure can be found in supplemental file S1 (S1-Fig. 10A). In addition, interferences from formaldehyde deriving from potential air contamination in the carrier gas stream could be excluded, as only traces of formaldehyde were detected (approximately 4.5 ppb, see fig. S1-Fig. 10B in supplemental file S1). From the headspace of the exposure chamber, a minor part of the gas phase (60 L/h) was transferred into a separate heated gas line for analysis, and concentration was measured at 1 minute intervals continuously over a period of 16 h. Figure 3C shows the estimated concentrations for the 3 exposures to 0.1 ppm formaldehyde (uncorrected graphs). As the gas stream was humidified to greater than 95%_rel_, the additional water intake in the absorber solution leads to fluctuations and the minor deviation from the set concentration.

Loss of culture medium over longer exposure times could not be fully avoided because of the gas exchange rate, therefore evaporation of medium was controlled by weighing the remaining medium after 3 days of culturing (Fig. 3D). The quantity of medium lost depends on the gas exchange rate and the relative humidity of the gas stream, and thus on the accuracy of chamber and gas stream temperature maintenance. Experimental parameters were set to ≥95%_rel_ humidity, which accounts for a theoretically maximal allowed temperature difference (∆T_below saturation_) of 1.0 °C. After 3 days of culturing, approximately 90% of the initial medium volume remained (Table 1). For 24-well plates, where each well was initially filled with 2.6 mL, the highest total fluid loss was approximately 11% (6.9 mL). The maximum theoretical capacity of the total 95%_rel_ gas flow to 100%_rel_ humidity over 3 days would have been approximately 85 mL. Thus, the selected settings prevented excessive dehydration and assured optimal culture conditions during exposure. Data for medium evaporation and formaldehyde intake for each individual experiment are provided in supplemental file S1.

### Identification of candidate biomarkers

To explore cellular changes of A549 ALI cultures exposed to sublethal concentrations of formaldehyde, we performed a transcriptional analysis. For each treatment concentration, a whole genome expression array (GeneChip^®^ Human Genome U133 Plus 2.0, Affymetrix, Santa Clara, CA, USA) experiment was performed (GEO accession number: GSE76790).

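RNA of A549 cells, a human lung carcinoma line grown at the air-liquid interface, was measured on 18 arrays after 72 h in the chambers. In each of 9 experiments 1 culture came from the exposure chamber and 1 from the reference chamber, which held no formaldehyde. The exposure chamber held 0, 0.1 or 0.5 ppm formaldehyde in 3 experiments each, which gives 6 groups of 3 arrays, 1 array per RNA sample. The concentration of each culture was taken from its label. The authors amplified and labelled the RNA and computed MAS5 signals, which are deposited on a linear scale with every array scaled to a trimmed mean of 500. The median signal of the 54675 probesets ranged from 26.7 to 34.0 between arrays, and between 49.2% and 52.0% of probesets had a signal below 32. Log2 signals were compared with limma between the 3 arrays of 1 group and the 3 of another, at the study's threshold of an unadjusted p under 0.05, with a Benjamini-Hochberg adjusted p beside it. Of the probesets, 41097 name exactly 1 gene, for 19775 genes. The 5' probeset of actin, a control for intact RNA, had log2 signals of 5.90 in the reference chamber of the 0.1 ppm experiments, replicate 1, and 6.85 in that of the 0 ppm experiments, replicate 3, against 7.75 to 9.70 on the other 16 arrays. The number of arrays limits the precision.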

Each experiment was performed in triplicates. The chronological order of experiments was randomized. Formaldehyde concentration was changed in the atmosphere of the exposure chamber from 0 to 0.1 and 0.5 ppm; no formaldehyde was present in the reference chamber (=control). 

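With 0 ppm in both chambers, 2646 of 54675 probesets passed the study's threshold between exposure and reference chamber, 1052 higher and 1594 lower in the exposure chamber. At 0.1 ppm the count was 2186, 843 higher and 1343 lower, and at 0.5 ppm it was 2145, 908 higher and 1237 lower. After quantile normalization 1318 of 2680, 1030 of 2132 and 1052 of 2140 were higher, so the excess of lower probesets depends on the scaling. By its definition the threshold passes 5% of the probesets by chance, or 2734. Simulated data without a change, with independent probesets, gave means of 2940, 2936 and 2926 at 0, 0.1 and 0.5 ppm. The lowest simulated counts were 2828, 2762 and 2789, above the measured ones. The replicate number as a block pairs the chambers of an experiment. With it the counts were 3109 at 0 ppm and 2908 at 0.5 ppm, above 2734, and 2449 at 0.1 ppm, below it. Counts below 2734 at 0 and 0.5 ppm thus depend on leaving out this block. Simulated data were not compared with the counts under it. After adjustment in limma 0 probesets passed in any of the 3 comparisons, and the lowest adjusted p was 0.196, 0.422 and 0.435 at 0, 0.1 and 0.5 ppm. Among genes of the lung epithelium and of defence against formaldehyde, list by list, no group passed its test in these comparisons. The airway mucins and secretory genes, for example, had a median log2 difference of -0.33 at 0 ppm, -0.28 at 0.1 ppm and -0.25 at 0.5 ppm over 17 genes (adjusted p = 0.741, 0.741 and 0.515 from camera in limma). The metallothioneins, which bind metals and respond to stress, had medians of -0.0028, 0.12 and -0.11 over 8 genes, where the mean at 0 ppm, 0.0054, was of the other sign. Without the reference-chamber array of replicate 1, the count at 0 ppm was 4979. Without both arrays of low actin signal, chosen after seeing the data, 1305 of 2502 probesets at 0 ppm and 1139 of 2241 at 0.1 ppm were higher.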

Differentially expressed transcripts were determined for each parallel treatment including the control experiment with 0 ppm in the exposure chamber, which was performed to assess potential influences of the two different incubators (comp1, comp2 and comp3 in Fig. 4A). To take into account an influence of time of experiment, two additional comparisons were performed to identify the differentially expressed gene upon formaldehyde exposures (comp4 and comp5 in Fig. 4A). Therefore, 0.1 ppm and 0.5 ppm samples were compared with the contemporaneously cultivated samples in the reference chamber and the 0 ppm exposed samples in the exposure incubator to remove potential background effects^22^. 

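In the exposure chamber, 2444 probesets differed between 0.1 and 0 ppm at the study's threshold, 968 higher and 1476 lower with formaldehyde. Between 0.5 and 0 ppm the count was 2491, 1053 higher and 1438 lower. After quantile normalization 1226 of 2494 and 1298 of 2575 were higher, so this excess of lower probesets depends on the scaling as well. Genes of the cell cycle and proliferation were the 1 list of 31 that passed its test, at 0.1 ppm: 29 of 30 genes were higher, with a median log2 fold change of 0.27 (adjusted p = 2.56e-05 from camera, 0.989 as the adjusted p with an estimated correlation). Without the 0.1 ppm exposure chamber, replicate 2, left out after seeing the data, the list's median was 0.083, with 22 genes higher, and without replicate 1 or 3 of 0 ppm it was 0.43 or 0.17. Between the reference chambers of these experiments, which held no formaldehyde, the median was 0.17 higher in the 0.1 ppm than in the 0 ppm experiments, and 0.0093 without replicate 2 at 0.1 ppm. MCM2, part of the replicative helicase, had a log2 fold change of 0.70 (standard error 0.33) and UHRF1, a factor of DNA methylation maintenance, one of 0.64 (standard error 0.81), and 0 of the 30 genes passed the study's threshold alone. At 0.5 ppm the list's median was 0.072, with 17 genes higher and 13 lower. Between reference chambers, where no culture received formaldehyde, 2014 probesets differed between the 0.1 and 0 ppm experiments, 2482 between the 0.5 and 0 ppm experiments and 2009 between the 0.5 and 0.1 ppm experiments. The difference between chambers was itself compared between experiments: it differed for 2135 probesets between 0.1 and 0 ppm and for 2583 between 0.5 and 0 ppm. In none of these comparisons did limma find a probeset past an adjusted p of 0.05, the lowest being 0.158 for 0.5 against 0 ppm in the exposure chamber. Without the 0 ppm exposure chamber, replicate 1, or the reference chamber of its experiment, the count for the chamber difference at 0.5 ppm was 4308.

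**Figure D1:**
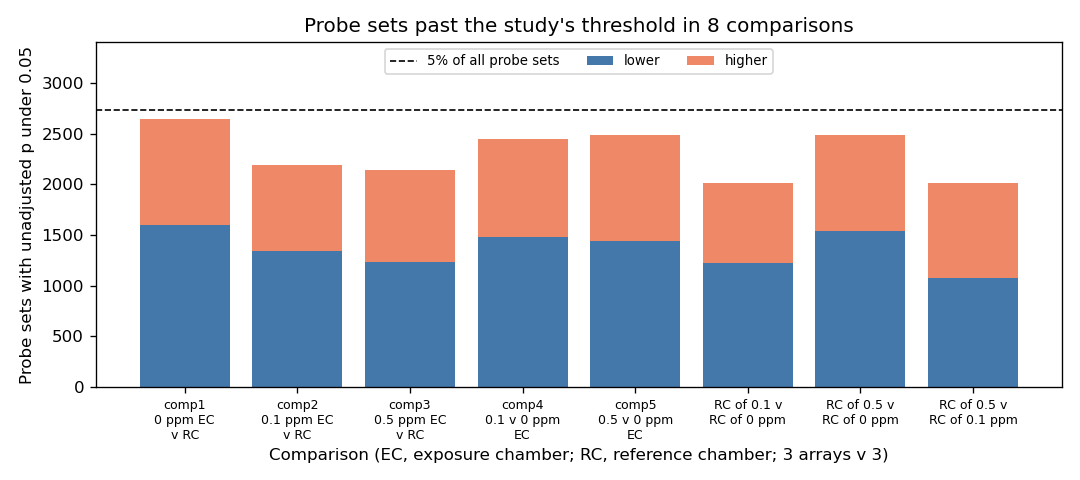
Number of probesets with an unadjusted p under 0.05 (vertical axis) in each of 8 comparisons of 3 arrays with 3 (horizontal axis), as bars for probesets lower and higher in the first group named. The dashed line stands at 5% of all probesets, and the counts run from 2009 to 2646.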

Transcripts were considered differentially expressed owing to 0.1 ppm formaldehyde treatment when they are differentially expressed in comp2 and comp4 and not in comp1. Similarly, when a transcript is differentially expressed in comp3 and comp5 and not in comp1 then it is considered differentially expressed owing to 0.5 ppm treatment of formaldehyde. Overlapping sets of transcripts from these comparisons were used for further detailed analysis.

With these comparisons potential influences of chamber and time were considered as random fluctuations of gene expression, and the resulting transcript sets represent those genes that are specifically regulated owing to formaldehyde exposure with 0.1 and/or 0.5 ppm, as indicated in the Venn diagram in Fig. 4B (more detailed in Supplemental file S2, S2-Fig. 1). Exposure of cells to 0.1 ppm resulted in 312 specifically differentially expressed transcripts, and 351 transcripts were specifically differentially expressed owing to 0.5 ppm formaldehyde treatment (*p-*value <0.05). 

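At 0.1 ppm, GIP, a gut hormone precursor, fell from a signal of 2823 ± 1384 (SD, n = 3) in the reference chamber and 1682 ± 312 at 0 ppm to 748 ± 249, a log2 fold change of -1.82 (standard error 0.56) and -1.21 (standard error 0.34) against these controls, at the study's threshold. SIRT5, a mitochondrial deacylase, had log2 fold changes of -1.33 and -1.36, PBX2, a homeodomain factor, of -1.59 and -1.89, and RXRB, a retinoid X receptor, of -0.94 and -1.10. At 0.5 ppm LCE3D, a protein of the cornified envelope, had -2.84 and -3.44, ADAM33, a metalloprotease, -1.70 and -1.38, and ABCD3, a peroxisomal transporter, -0.92 and -1.07. NEXMIF was the 1 gene of the 10 named at 0.5 ppm that was higher, at 1.11 (standard error 0.22) and 0.74 (standard error 0.27). These are among the 10 genes per concentration with the largest changes, out of 16 probesets at 0.1 ppm and 21 at 0.5 ppm. Each of these probesets passed both comparisons and not that of the chambers at 0 ppm. Each had a signal above the median probeset and every exposed array on 1 side of all 6 control arrays. Chance alone sets 2.38% of all probesets apart in this way, 3 arrays against 6. This share does not hold for probesets that had first passed both comparisons. In all, 344 probesets were specific for 0.1 ppm and 355 for 0.5 ppm: 100 and 123 were higher in both comparisons, 239 and 230 lower in both, and 5 and 2 went opposite ways. The smallest adjusted p of the 7 genes named before NEXMIF was 0.911, so none passed after adjustment in limma. With only probesets above the median mean signal tested, the counts were 84 and 101. Simulated data without a change gave means of 442 and 441 specific probesets. Of the 330 and 369 probesets the paper lists for 0.1 and 0.5 ppm, 48 and 56 met their list's rule here.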

Only 18 transcripts were affected with both treatment concentrations (Fig. 5). 

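KIF6, a kinesin motor, was higher in all 4 comparisons of formaldehyde with a control, and C11orf54 was lower in all 4, with log2 fold changes from -2.45 to -1.63. With each comparison fitted alone, 13 probesets passed the study's threshold in all 4 comparisons and not between the chambers at 0 ppm. Of these, 4 were higher throughout, 7 lower throughout and 2 changed direction. Genes named by them also include KCTD17, with log2 fold changes from -2.86 to -2.22, SPATA6L, lower in all 4, and OPALIN, higher by 2.04 to 2.99. KLRB1, a lectin-like receptor of natural killer cells, was among them too, and 0 of the 13 had a mean signal above that of the median probeset. KCTD17 and OPALIN were named after their values were seen. Leaving out the 0.1 ppm exposure chamber, replicate 2, gave 22 probesets. The paper reasons that requiring a difference from both controls, and none between the chambers at 0 ppm, treats influences of chamber and time as random fluctuation, and concludes that the probesets left are regulated by formaldehyde.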

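With a ratio of mean signals of 2 or more either way required in each comparison, 327 probesets were specific for 0.1 ppm, 297 for 0.5 ppm and 12 common to both. GIP and SIRT5 met the rule at 0.1 ppm, with ratios of mean signals to the reference chamber of 0.265 and 0.429. At 0.5 ppm LCE3D had a ratio of 0.219 and ADAM33 one of 0.295, whereas NEXMIF, at 2.17 and 1.64 against its controls, missed it in the second comparison. Of the probesets specific for 0.1 ppm, 229 were lower and 94 higher in both comparisons, and of those specific for 0.5 ppm 185 were lower and 111 higher. Their median signals were 3.53 and 3.95, against 30.3 over all probesets. With 32 added to each signal before the logarithm 2, 1 and 0 probesets were left, and with only probesets above the median signal tested 23, 11 and 0. A trend in eBayes gave 192, 185 and 6. Leaving out the 0.5 ppm exposure chamber, replicate 1, gave 486 specific for 0.5 ppm. Without the 0 ppm exposure chamber, replicate 1, 19 were common to both.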

An extension of this analysis using a more stringent cutoff for differential expression (fold-change threshold of 2 and a *p*-value cutoff of <0.05) resulted in 138 transcripts specific for 0.1 formaldehyde exposure, 166 transcripts specific for 0.5 formaldehyde exposure and 14 common expressed transcripts. Detailed information and transcript lists can be found in Supplemental file S2 and Supplementary dataset file S3.

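LCE3D, -2.84 on the log2 scale at 0.5 ppm against its reference chamber, had 0.68 (standard error 0.76) at 0.1 ppm, and GIP, lower at 0.1 ppm, had -0.21 (standard error 0.86) at 0.5 ppm. Against the reference chambers, 37 probesets were higher and 72 lower at both concentrations, where 14 and 30.4 would be shared by independent lists. The comparison of the chambers at 0 ppm, without formaldehyde, shared 47 higher and 70 lower probesets with that at 0.1 ppm, where independent lists would share 16.2 and 39.2, and 33 and 73 with that at 0.5 ppm, where they would share 17.5 and 36.1. Across all probesets, which are not independent replicates, the log2 fold changes of both concentrations against their reference chambers had a Pearson r of 0.0453 and a Spearman rho of 0.0896. When 1 array was left out, this r ran from 0.0217, without 0.1 ppm reference chamber replicate 1, to 0.0553. Also across all probesets, r between the comparison at 0 ppm and that at 0.1 ppm was 0.14, and between 0 and 0.5 ppm it was 0.0364. The comparisons at 0 and 0.1 ppm each hold 1 reference-chamber array of low actin signal. On the first principal component, with 43.4% of the variance between arrays, these stood at 126.5 and 136.0, the others at 37.5 or lower. Whether they account for the r of 0.14 or for the shared probesets was not tested. With only probesets above the median signal, r between both concentrations was 0.218. Against the shared 0 ppm exposure chamber, whose 3 arrays enter both sides, r was 0.52, and simulated data without a change gave a mean of 0.499.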

The analysis of the differentially expressed transcripts revealed only a minor overlap of regulated genes with both concentrations, and each exposure concentration resulted in an individual expression profile. To assess the roles of differentially expressed transcripts owing to 0.1 and 0.5 formaldehyde treatments separately in biological processes, they were mapped to generic GO slim terms (http://go.princeton.edu/cgi-bin/GOTermMapper) (Fig. 4C). Despite the differences at transcript level for 0.1 and 0.5 formaldehyde exposure, they largely participate in similar generic GO terms. Approximately one third of differentially expressed transcripts were mapped to generic GO terms, however, a large number of genes were not annotated and remained uncategorized (65 out of 222 (29.3%) for 0.1 ppm formaldehyde exposure, and 98 out of 266 (36.8%) for 0.5 ppm exposure). 

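SOX2, a factor of airway development, MOGAT3, an acyltransferase of triglyceride synthesis, and CRX, a photoreceptor factor, were among the genes specific for 0.1 ppm. CDH19, PCDH17 and PCDHB3, adhesion molecules of the cadherin family, and TBX5 were among those specific for 0.5 ppm, all named, after their values were seen, as members of the lists tested. Of the probesets specific for 0.1 ppm, 224 named exactly 1 gene, for 221 genes, and of those specific for 0.5 ppm 231 did, for 231 genes. Gene Ontology terms were not analysed here. In their place, 31 lists of genes were set against these genes with Fisher's exact test, with the 19775 measured genes as background.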

Biological processes with the highest assignment (≥15% genes usage) include cellular nitrogen compound metabolism, signal transduction, and biosynthetic processes, functions associated with the modification of cellular proteins, anatomical structure developments, transport and differentiation. Processes affecting the immune system, cell death and stress response were among those functions with an assignment of ≥10% genes usage. 

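The cadherin family held 3 genes specific for 0.5 ppm among 62 measured, where 0.724 would fall by chance, and 0 genes specific for 0.1 ppm. A gene counted here through any of its probesets, and these 3 did so through probesets other than their brightest, which alone enter the counts and medians of the lists. Genes of photoreceptors and retina held OPN1SW and VSX1 at 0.5 ppm, 2 of 23 measured, where 0.269 would fall by chance, and 1 at 0.1 ppm. Amine and phenol metabolism held PNMT, the enzyme that makes adrenaline, at 0.1 ppm, 1 of 22, and 0 at 0.5 ppm. Of 62 tests of 31 lists at both concentrations, 0 passed an adjusted p of 0.05, and the lowest exact p was 0.0293 before adjustment (two-sided Fisher's exact test). Whether a list differed between the concentrations was not tested.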

The strong difference in 0.1 and 0.5 ppm formaldehyde exposure at the transcript level depicted by the significant enrichment of different GO biological processes, where certain pathways are predominantly covered by one of the two treatments (Fig. 4D). 

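At 0.1 ppm DIO2, the deiodinase that activates thyroid hormone, was higher than in the reference chamber by 3.23 (standard error 0.34) on the log2 scale and higher than at 0 ppm by 1.96 (standard error 0.65). At 0.5 against 0 ppm it had 1.89 (standard error 0.65). At 0 ppm between the chambers it was lower in the exposure chamber, with -1.74 (standard error 0.69). All 4 values were past the study's threshold. At 0.5 ppm against the reference chamber DIO2 had 0.17 (standard error 0.52), not past it. Adjusted over the list alone, 2 of the 22 genes of amine and phenol metabolism passed against the reference chamber and 0 against 0 ppm. In limma the adjusted p of these 2 was 0.00116 for DIO2 and 0.0344 for PNMT. PNMT was lower at 0.1 ppm, the opposite direction to DIO2. It had -1.69 (standard error 0.37) against the reference chamber and -1.79 (standard error 0.47) against 0 ppm, both past the study's threshold. Adjusted over all 54675 probesets 0 passed against either control, with 2 and 3 past the study's threshold. DIO2 had a mean log2 signal of 2.48. TG, the thyroglobulin gene, had 2.15 (standard error 0.74) against 0 ppm, where the 0 ppm exposure chamber itself differed from its reference chamber by -3.13, and TH, which makes the precursor of dopamine, had -1.86 (standard error 0.85) against the reference chamber. In hydrogen peroxide metabolism NOX3 had 2.42 (standard error 0.64) and NOX4 -1.99 (standard error 0.79) against the reference chamber, both NADPH oxidases, and the median of 28 genes was -0.11 (adjusted p = 0.901 from camera). The amine and phenol list had a median of -0.26 against the reference chamber and 0.055 against 0 ppm (adjusted p = 0.979 and 0.783), and the mean of the first, -0.17, was also negative while camera ranked the list upwards. Both lists took their names from terms the study found with these samples, and their members from textbook knowledge.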

Treatment with 0.1 ppm formaldehyde mainly affect metabolic processes of organic hydroxy compounds, phenol-containing compounds, cellular amines, hydrogen peroxide, and in particular of lipids. In addition, lung specific processes such as epithelium development and oxygen transport are targeted. 

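In lung epithelium development, 36 genes, NKX2-1, the master regulator of lung identity, had a log2 fold change of -1.06 (standard error 0.92) at 0.1 ppm against the reference chamber and TBX5 one of -1.07 (standard error 0.86), and neither passed the study's threshold. Against 0 ppm FGF10, a growth factor of lung branching, had -1.58 (standard error 1.13). The list's medians were -0.12 and -0.050 (adjusted p = 0.983 and 0.839 from camera), and camera ranked the list upwards in the first. In oxygen transport, 9 genes, HBE1, an embryonic globin, had -2.13 (standard error 1.39) against the reference chamber and -2.01 (standard error 1.31) against 0 ppm, and HBM, another globin, -1.61 (standard error 0.56) against 0 ppm, past the study's threshold. Against the reference chamber HBM had 0.63 (standard error 0.49) at 0.1 ppm, and 1.75 (standard error 0.59) at 0 ppm, past the threshold. HBB, a globin chain with a mean log2 signal of 4.98, had -0.83 (standard error 0.29) at 0.1 ppm against the reference chamber, the 1 member past the threshold there. The medians of this list were -0.42 and -0.28 (adjusted p = 0.741 in both). Both lists carry names of terms the study found with these samples. HBE1 and HBM had mean log2 signals of 2.38 and 1.39.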

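Of 62 genes of cadherins and protocadherins, 2 were lower and 0 higher at the study's threshold at 0.5 ppm against the reference chamber, and 4 were higher and 2 lower against 0 ppm. CDHR1 had log2 fold changes of -2.33 (standard error 0.79) against the reference chamber and -2.05 (standard error 1.02) against 0 ppm, and CDH18 had -0.20 (standard error 0.59) and -1.87 (standard error 0.55). The medians were 0.0087 and 0.014 (adjusted p = 0.986 and 0.783 from camera), and the means, -0.12 and -0.0074, were of the other sign. In the list of cell cycle and proliferation MKI67, a marker of dividing cells, had -0.36 (standard error 0.77) against the reference chamber, and the list's median there was 0.024 and its mean -0.0036, with 18 of 30 genes higher. Genes of photoreceptors and retina, another organ's list, had medians of -0.26 and -0.22 over 23 genes, with RCVRN at -2.08 (standard error 1.33) and -1.14 (standard error 0.89), against the reference chamber and 0 ppm. The cadherin and retina lists were named after terms the study found with these samples.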

Exposure to 0.5 ppm formaldehyde significantly targets specific processes involved in cell adhesion, differentiation and proliferation that have been characterized largely in other organ and cell systems such as the central nervous system, cardioblasts or the mammary gland. 

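Among 17 genes of phosphatidylcholine biosynthesis PCYT1B, which makes CDP-choline, was higher by 1.21 (standard error 0.46) on the log2 scale at 0.1 ppm against the reference chamber, the 1 member past the study's threshold in 4 comparisons. Against 0 ppm PCYT1B had -0.0012 (standard error 0.47) at 0.1 ppm and -0.96 (standard error 0.72) at 0.5 ppm. At 0.1 ppm LPCAT2, which remodels phosphatidylcholine, had 1.18 (standard error 0.71) against the reference chamber and 0.35 (standard error 0.19) against 0 ppm, and SLC44A4, a choline transporter, had -0.84 (standard error 0.44) against 0 ppm. At 0.5 ppm SLC44A2, a relative of SLC44A4, had -0.44 (standard error 0.26) against the reference chamber. The list's medians at 0.1 ppm were -0.017 and -0.0012 and at 0.5 ppm -0.088 and -0.046, against the reference chamber and 0 ppm. The list took its name from a term the study found with these samples. In camera the adjusted p ranged from 0.783 to 0.986, and at 0.1 ppm camera ranked the list upwards against both controls, with means of 0.091 and -0.078.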

Biological processes that are significantly affected by both concentrations of formaldehyde (*p*-value <0.05) include phosphatidylcholine biosynthesis, homophilic cell adhesion via plasma membrane adhesion molecules and regulation of organ morphogenesis. Furthermore, we mapped the differentially expressed genes for each concentration (0.01 and 0.5 ppm formaldehyde) to other Gene Ontology Aspects such as Function and Component. As far as GO Function is concerned, ion binding function (GO:0043167) mapped with the maximum number of differentially expressed genes in each cases (11 out of 66 in the 0.1 ppm exposure, and 27 out of 98 in the 0.5 ppm exposure), followed by DNA binding (GO:0003677), nucleic acid binding transcription factor activity (GO:0001071), signal transducer activity ( GO:0004871) to name a few (full list can be found in supplemental file S3). In terms of GO Components, the differentially expressed genes are mainly cytoplasmic and plasma membrane genes, and very few are mitochondrial (full list is contained in supplemental file S3). It is important to note, however, that despite different genes are differentially expressed in each concentrations leading to enrichment of different Biological Processes (Fig. 4D), they mapped to similar Components and Biological Functions.

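The paper's common set names KIF6, KLRB1, FGF7, ZNF507, TRPC4AP, CELSR1, ST6GALNAC4, C11orf54, DIO3OS and the RNA genes LOC101929153, LOC101928132 and FLJ31945, among others. On the deposited signals, compared group by group, 6 of the 18 probesets passed the study's threshold in all 4 comparisons and not at 0 ppm: those of KIF6, FLJ31945, C11orf54 and KLRB1, and 2 that name no gene. DIO3OS, FGF7, CELSR1, ST6GALNAC4 and LOC101929153 passed in 3 of the 4, ZNF507 in 2 and TRPC4AP in 1. Another probeset that names no gene passed in 3 and also at 0 ppm between the chambers. DIO3OS, the antisense RNA of the deiodinase gene DIO3, had log2 fold changes from -2.86 to -1.63. Its brighter probeset, with a mean signal of 47.0, had -0.65 and 0.31 against the reference chambers and -0.12 and 0.25 against 0 ppm, at 0.1 and 0.5 ppm. ZNF507, a zinc finger gene, had -2.85 (standard error 0.95, adjusted p = 1.00) at 0.1 against 0 ppm, while its brightest probeset, with a mean signal of 5895, had 0.53 and -0.050 against the reference chambers and -0.031 and -0.082 against 0 ppm. The brightest probeset of C11orf54 had 0.17 and 0.14 against the reference chambers and -0.27 and -0.16 against 0 ppm, in the same order.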

Out of the 18 probesets that were common for 0.1 and 0.5 ppm exposures (Fig. 5), 13 transcripts were mapped to genes. 

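LOC101928132, an RNA gene, had log2 fold changes of -1.33 (standard error 1.11) at 0.1 ppm and 0.31 (standard error 1.37) at 0.5 ppm against the reference chambers, and passed the study's threshold in 0 of 4 comparisons. Its signal was 3.6 ± 4.68 (SD, n = 3) at 0.1 ppm and 10.6 ± 8.72 at 0.5 ppm, against means of 4.64 to 4.92 in the 4 control groups. Of the paper's 18 common probesets, 4 were higher and 13 lower in all 4 comparisons with a control. TRPC4AP, a regulator of NF-kB signalling, was among the 13, with log2 fold changes from -1.02 to -0.60.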

When comparing the average fold changes, only one transcript was downregulated with the lower concentration but upregulated in response to higher formaldehyde concentrations, whereas the direction of regulation was the same for both treatment concentrations for the remaining transcripts. 

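KIF6 reached a highest signal of 10.7 on any array, KLRB1 one of 14.5 and FGF7 one of 11.6, at percentiles of mean signal of 16.3, 15.1 and 24.0. TRPC4AP, at percentile 57.1, had signals from 18.7 to 97.1. The probesets specific for 0.1 ppm had a median signal at percentile 19.8 of all probesets, and those specific for 0.5 ppm at percentile 24.9. Of these sets 4.94% and 9.01% lay above the median mean signal. By contrast ADH5 and LDHA, a formaldehyde dehydrogenase and a lactate dehydrogenase, stood at percentiles 97.7 and 99.6. Detection calls were not used here, and the signal alone does not show whether a dim transcript is present.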

Owing to the use of low exposure concentrations it can be expected that changes are near the detection limit. In addition to the eBayes approach, which uses a modified t-statistics that is advantageous for a small number of biological replicates, we applied analysis of variance (ANOVA) followed by Tukey’s HSD post-hoc test to consider the variance of the different controls (0 ppm exposure control and reference chamber control). It confirmed 7 of the 18 probesets that were identified by the eBayes approach. 

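The probesets of KIF6 and C11orf54 and 3 that name no gene, 5 of the paper's 18 common probesets, passed all steps of a two-way linear model of log2 signals with treatment and chamber. KIF6 had a log2 difference from all untreated arrays, not adjusted for chamber, of 2.61 at 0.1 ppm and 2.19 at 0.5 ppm. For C11orf54 these differences, which are not the estimates of the two-way model, were -1.64 and -2.17. XPNPEP3, an aminopeptidase of mitochondria, also passed, at -0.42 and -0.60, with a mean signal of 176. Of the 13 probesets found in all 4 comparisons fitted alone, 4 passed these steps: those of KIF6 and C11orf54 and 2 that name no gene.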

More detailed results from both methods are available in Supplemental file S2 (S2-Fig. 2), where also the expression of the common probesets is displayed in the heatmaps separately for the eBayes and ANOVA approaches.

## Discussion

This *in vitro* approach confirms the feasibility of investigating cellular responses to VOCs in a long-term airborne formaldehyde exposure scenario. This approach can be applied to a broad range of chemicals in the future and contribute to safety assessment by unravelling responses that may favour adverse outcomes.

A549, a human pulmonary epithelial cell line derived from a lung carcinoma^23^ was used. This cells are widely used as a cell model for toxicity screening^24^,^25^, as submerged cultures and ALI^26^, despite their relatively active antioxidant machinery^27^,^28^. They maintain the properties of phenotype alveolar epithelial (AE) type II cells^29^. Although AE type II cells compose only a small part of the alveolar surface, they constitute ~60% of overall alveolar epithelial cells and are responsible for synthesis, secretion and reuptake of surfactant, metabolism of xenobiotics, synthesis and secretion of immunomodulatory proteins, transepithelial movement of fluids and regeneration of the alveolar epithelium^30^,^31^,^32^. Thus, AE type II cells are not only important for the functional capabilities of the pulmonary system but also for mediation of the response to toxic compounds that may cause lung damage^30^,^33^.

To realize the exposure scenario, an incubator platform was designed that generated a stable formaldehyde atmosphere in a humidified environment. In this system, cell cultures were exposed to the gaseous analyte in a continuous manner; a relatively fast gas exchange rate guaranteed the presence of formaldehyde at selected concentrations over the whole incubation period. This fast gas flow without decreasing cell viability was only possible due to the tight control of humidity and temperature and had the advantage that any potential adsorption/desorption effects can be excluded.

The results from both online measurements and accumulated formaldehyde concentrations in control wells confirmed that A549 ALI culture surfaces were exposed to substantial quantities of airborne formaldehyde. Exposure to 0.1 ppm and 0.5 ppm led to an uptake of formaldehyde in medium in the μM range (approximately 35 and 200 μM), which did not affect viability. Of note, airborne formaldehyde did not efficiently accumulate in the medium below the A549 ALI cell layers. This finding is consistent with reports from *in vivo* studies where airborne exposures did not additionally increase the levels of naturally occurring formaldehyde in human blood^34^,^35^. When meeting the culture surfaces, formaldehyde reacts e.g. with amino groups of mucosal molecules. In the presence of water formaldehyde becomes nearly completely hydrated, thereby forming methylene glycol^36^.

Besides the reaction with cell surface molecules, cellular metabolism may contribute to formaldehyde clearance. A recent study of Pidoux *et al*. showed in a placental perfusion experiment with ^14^C-labelled formaldehyde that formaldehyde added at a concentration of 100 μM was able to cross and accumulate in the human placenta and interfered with cellular functions, thus exerting endocrine toxicity^37^. In the cell, formaldehyde reacts with reduced glutathione to form S-(hydroxymethyl)glutathione, which is then converted to S-formylglutathione via a class III alcoholdehydrogenase (ADH5), and further to formate by S-formylglutathione hydrolase (ESD)^38^,^39^. Formaldehyde oxidation is also possible via the mitochondrial aldehyde dehydrogenase (ALDH2). No significant regulation on gene expression level of the formaldehyde detoxifying enzymes mentioned above as well as of enzymes involved in further downstream catabolism was found in this study, whereby in the human system most formate enters the one-carbon cycle via cytoplasmic and mitochondrial C-1-tetrahydrofolate synthases (MTHFD1 and MTHFD1L). 

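ADH5 had log2 fold changes of -0.11 at 0.1 ppm and 0.037 at 0.5 ppm against the reference chambers, with 95% intervals of -0.92 to 0.70 and -0.52 to 0.59. ESD had 0.049 and 0.12 and ALDH2 -0.077 and 0.0098, and the mean signals of ADH5 were 7806 ± 2014 (SD, n = 3) in the reference chamber and 7149 ± 1116 at 0.1 ppm. MTHFD1 had -0.30 (standard error 0.42) and -0.28 (standard error 0.35), and MTHFD1L, measured by a dim probeset at percentile 37.9, had 0.32 (standard error 0.54) and 0.54 (standard error 0.71). The other MTHFD1L probeset, with a lower mean log2 signal, had 1.32 and 0.71, not past the threshold. Among 18 measured genes of formaldehyde and formate handling, 0 of 72 estimates in 4 comparisons passed the study's threshold, from -1.08 to 1.16, and the lowest p adjusted over the list alone was 0.632 in limma. For 45 of the 72 the 95% interval excluded a change of 1 on the log2 scale either way, so a change of that size was not excluded for the others.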

Larger amounts of formate could lead to adverse effects due to accumulation as this metabolic route is slow in humans compared to rats. Slow formic acid oxidation can cause accumulation of the acid and finally lead to anaerobic glycolysis and lactic acidosis^38^. Of note, no significant changes of expression levels of lactate dehydrogenases could be observed in our study. In addition, the exposure concentrations used in this study are very low. 

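LDHA, which like LDHB had a signal in the top percentile of probesets, had log2 fold changes of 0.093 (standard error 0.35) and 0.0026 (standard error 0.29) at 0.1 and 0.5 ppm against the reference chambers, and LDHB 0.15 (standard error 0.43) and -0.027 (standard error 0.34). LDHD had -0.53 and 0.048. LDHC, the testis form, was the 1 of 6 genes past the study's threshold, at 0.5 ppm, with -1.90 (standard error 0.55) against the reference chamber and -1.87 (standard error 0.60) against 0 ppm. It stood at percentile 33.7 of mean signal, and its p adjusted over the list alone was 0.0877 and 0.134 in limma. Over the 24 estimates in 4 comparisons, 2 passed the threshold and 0 passed after adjustment over all probesets. Of the 24 intervals 8 excluded a change of 1 on the log2 scale.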

For the 0.1 ppm exposure experiment, the accumulated formaldehyde concentrations in the cell-free medium wells were in the range of endogenous formaldehyde concentrations detected in human blood^40^,^41^. 

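SHMT1, an enzyme of the one-carbon cycle, had a log2 fold change of 0.39 (standard error 0.24) at 0.5 ppm against the reference chamber and -0.0045 (standard error 0.24) against 0 ppm. At 0.1 ppm GLDC, of glycine cleavage, had 1.02 (standard error 0.47) against the reference chamber and 0.16 (standard error 0.26) against 0 ppm, and ALDH1L2, which oxidizes formyl folate in mitochondria, 0.79 (standard error 0.35) and 0.79 (standard error 0.39). FTCD had -1.08 (standard error 0.97) at 0.5 against 0 ppm and 0.38 (standard error 1.35) against the reference chamber. The medians of the 18 genes of formaldehyde and formate handling were 0.041 and 0.062 at 0.1 ppm and 0.023 and -0.0016 at 0.5 ppm, against the reference chamber and 0 ppm. In camera the adjusted p ranged from 0.741 to 0.847, and the mean of the last comparison, 0.017, was of the other sign. Airway mucins and secretory genes, which include the components of mucus, had 14 of 17 genes lower at 0.1 ppm and 15 of 17 lower at 0.5 ppm against 0 ppm, and this list did not pass its test (adjusted p = 0.515 and 0.632).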

To summarize, at least from gene expression level there was no indication for an adaptive response to potentially potentially accumulated formic acid for both the 0.1 ppm and 0.5 ppm exposure, which points towards the importance of the protective function of mucus and surfactant.

To date, no biomarker has been identified that could be used as a specific target for formaldehyde and in particular for low-level exposures, most likely owing to the nonspecific attack of airborne formaldehyde on a number of cellular targets. We hypothesized that after 3 days of exposure we could observe regulation of genes that support adaptation and/or defense against formaldehyde-mediated insults, while other studies using comparable concentrations but shorter exposure times were not able to detect cellular responses. Low environmental concentrations of approximately 0.04 ppm formaldehyde applied for 30 minutes did not increase the production of inflammation markers chemokine (C-C motif) ligand 2 (CCL2) and interleukin 8 (IL8) in A549 and BEAS-2B without any additional sensitization^42^ and also in another study, exposure to 0.2 ppm formaldehyde for 1 hour had no effect on IL-8 in A549 cells^20^. In a repeated exposure experiment of up to three exposures of epithelial cells of nasal origin for 1 hour to concentrations of approximately 0.17 ppm formaldehyde in 24 h intervals, no impact of treatment on cell viability and unchanged levels of IL-6 was reported by Bardet *et al*., and only after the third treatment IL-8 levels were reduced compared to air exposed control cells^43^. These data indicate that only minor expression changes can be expected at these low treatment concentrations, and the number of false positives might be high because of noise in the biological and experimental system. 

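CXCL8, which encodes IL-8, had log2 fold changes of -0.049 (standard error 0.40) at 0.1 ppm and -0.11 (standard error 0.31) at 0.5 ppm against the reference chambers, CCL2 0.81 (standard error 0.64) and -0.28 (standard error 0.44), and IL6 0.33 (standard error 0.83) and 0.015 (standard error 0.73). None of the 3 passed the study's threshold. Of 22 inflammatory cytokines and NF-kB targets TNF was the 1 gene past an adjusted p of 0.05 over the list alone in comparisons with formaldehyde. At 0.5 against 0 ppm it had 2.53 (standard error 0.47, adjusted p = 0.0496 in limma), at a mean log2 signal of 0.86. Adjusted over all probesets 0 genes of the list passed. TNF had also been lower in the 0 ppm exposure chamber than in its reference chamber, with a log2 difference of -3.29 (adjusted p = 8.40e-04 over the list alone). The list's medians against the reference chambers were 0.25 and -0.067 (adjusted p = 0.632 and 0.895 from camera), and the mean of the second was 0.038. Simulated data with known changes were tested as in the comparison at 0.1 ppm with the reference chamber. A log2 change of 1 passed the study's threshold in 67.2% of changed probesets, one of 2 in 98.5% and one of 4 in 100%. After adjustment 0%, 0% and 57.6% of them passed, and 5.35% of the unchanged probesets passed the study's threshold. Whether these shares hold for dim probesets was not tested.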

To reduce the number of random or false positives by means of biological fluctuations owing to chamber and time effects both the contemporaneous cultivated cells in the reference chamber and the consecutively cultivated cells exposed to a 0 ppm atmosphere in the exposure chamber were included as controls for identification of those transcripts that are differentially expressed owing to formaldehyde exposure. 

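Compared directly in the exposure chamber, FGF7 had a log2 difference of -1.28 (standard error 0.36) between 0.5 and 0.1 ppm, LCE3D -2.99 (standard error 0.94) and GIP 1.03 (standard error 0.66). SIRT5 had 0.98 (standard error 0.45) and PBX2 1.44 (standard error 0.41). Of these, FGF7, LCE3D and PBX2 passed the study's threshold. In all 2087 probesets did, 1065 higher and 1022 lower at 0.5 ppm, and 0 after adjustment in limma (lowest adjusted p = 0.245). The difference between chambers was also compared between the 0.5 and 0.1 ppm experiments, and 2164 probesets passed the threshold.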

Interestingly, only few transcripts are commonly regulated with both exposure concentrations (Fig. 5), whereas distinct expression profiles emerge for 0.1 ppm and 0.5 ppm formaldehyde treatments.

The functions affected by the common genes are heterogeneous, and do not point to one central regulated pathway. Fibroblast growth factor 7 (FGF7) signalling is involved in cell proliferation, differentiation and developmental processes. In addition, chemoattractant activity has been described, linking its regulation to immunological signalling cascades. In mice, fibroblast growth factor-7 (FGF7) was shown to be able to cause pulmonary inflammation when present over longer periods, but it can be cytoprotective during injury^44^. Of note, in the human system FGF7 was reported to be a susceptibility locus for chronic obstructive pulmonary disease, and increased lung tissue FGF7 expression was associated with worse measures of lung function^45^. 

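The FGF7 probeset of the paper's common set had a signal of 1.1 ± 0.346 (SD, n = 3) at 0.5 ppm, against 6.49 ± 0.302 in its reference chamber and 6.18 ± 0.399 at 0 ppm. These are log2 fold changes of -2.61 (standard error 0.29, adjusted p = 0.435) and -2.54 (standard error 0.29, adjusted p = 0.283) in limma, past the study's threshold. At 0.1 ppm its signal was 2.66 ± 0.826, with -1.26 (standard error 0.29) against 0 ppm, past the threshold, and -0.51 (standard error 0.67) against a reference chamber at 4.75 ± 4.31, not past it. Among 36 genes of lung epithelium development FGF7, a growth factor for epithelial cells, was the 1 gene past an adjusted p of 0.05 over the list alone at 0.5 ppm (adjusted p = 0.00343 and 0.00382 against the 2 controls). The study chose FGF7 on these samples, so this count is not independent evidence. The change of the chamber difference from 0 ppm was -2.09 (standard error 0.45) at 0.5 ppm and 0.010 (standard error 0.60) at 0.1 ppm. Another FGF7 probeset, with a mean signal of 3.54, had 2.13 at 0.1 ppm and -1.12 at 0.5 ppm against 0 ppm, and the dimmest, with a mean signal of 0.876, was higher at both, with 1.97 and 1.91, not past the threshold. Against the reference chambers these 2 had 1.71 and 1.13 at 0.1 ppm, and -3.27 and -0.67 at 0.5 ppm.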

In this study, FGF7 expression was downregulated by formaldehyde treatment with both concentrations. Other common transcript interfere with immunoregulatory cascades, too, such as transient receptor potential cation channel subfamily C member 4 associated protein (TRPC4AP), which affects nuclear factor kappa B signaling, and RAR-related orphan receptor C (RORC) which is involved in innate lymphoid cell differentiation. Dysregulated expression of the transcription factors RORC and forkhead box p3 (FOXP3) in CD4 T cells of young asthmatic children was suggested to be associated with the sustained inflammatory process, whereby expression of RORC was up- and FOXP3 downregulated compared to healthy controls^46^. Formaldehyde exposure lowered RORC expression with both treatment concentrations.

Killer cell lectin-like receptor subfamily B, member 1 (KLRB1) has been investigated largely in immune cells as this receptor is expressed on most natural killer (NK) and subsets of T cells. KLRB1 likely acts as stimulatory molecule and is involved in the regulation of cross-talk between NK and antigen presenting cells, but the detailed signaling pathway is still insufficiently understood, in particular regarding the human system^47^,^48^. Cadherin EGF seven-pass-G-type-receptor 1 (CELSR1) is a non-classic cadherin that resides in the plasma membrane and is potentially involved in contact-mediated communication^49^,^50^. In the mouse, it is implicated in branching morphogenesis during normal lung development^51^. CELSR1 expression was negatively affected upon formaldehyde exposure in the A549 cells with both treatment concentrations. 

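The CELSR1 probeset of the paper's common set had a signal of 6.11 ± 5.8 (SD, n = 3) at 0.1 ppm and 6.18 ± 2.58 at 0.5 ppm, against 19.2 ± 6.97 at 0 ppm. Log2 fold changes were -2.02 (standard error 0.73) and -1.65 (standard error 0.42, adjusted p = 0.844) against 0 ppm and -1.48 (standard error 0.48) at 0.5 ppm against the reference chamber, all past the study's threshold. Against the reference chamber at 0.1 ppm it was -1.89 (standard error 0.81), not past it. The brightest CELSR1 probeset had a mean signal of 1045 and log2 fold changes from -0.18 to 0.043, none past the threshold. A further CELSR1 probeset, with a mean signal of 34.0, had -0.29 to -0.10.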

ST6 N-acetylgalactosaminide alpha-2,6-sialyltransferase 4 (ST6GALNAC4) exists either in a soluble form or is found in the Golgi where it is involved in sialic acid metabolism. In a mouse model of lung adenocarcinoma metastasis, upregulation of St6GalNAc4 glycosyltransferase in cancer cells contributed to aberrant glycosilation pattern which is suggested to be impicated in the promotion of metastasis^52^. Likewise the other above mentioned genes, except KLRB1, ST6GALNAC4 expression was reduced by formaldehyde.

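The ST6GALNAC4 probeset of the common set had a signal of 2.59 ± 0.669 (SD, n = 3) at 0.5 ppm and 5.08 ± 5.38 at 0.1 ppm, against 12.6 ± 2.06 at 0 ppm. At 0.5 ppm the log2 fold changes were -2.30 (standard error 0.29, adjusted p = 0.288) against 0 ppm and -1.92 (standard error 0.74) against the reference chamber. At 0.1 ppm they were -1.82 (standard error 0.74), not past the study's threshold, and -2.02 (standard error 0.82), past it. ST6GALNAC4, a sialyltransferase, has 3 other probesets, with log2 fold changes against 0 ppm from -0.84 to 1.15 at 0.1 ppm and from -0.49 to 0.20 at 0.5 ppm. At 0.1 against 0 ppm 2 of the 3 were higher past the threshold, the opposite direction, and 1 of these had -1.08 at 0 ppm between the chambers. Against the reference chambers the 3 had 0.044, 0.61 and -1.26 at 0.1 ppm and -0.66, -0.37 and 0.25 at 0.5 ppm.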

Limited functional information is available for the other common transcripts. Kinesin family member 6 (KIF6), which was upregulated for both treatment concentrations in this study, is a microtubule associated motor protein involved in organelle transport and is predicted to have a function in cilia assembly^53^. 

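The KIF6 probeset found in all 4 comparisons had a signal of 8.85 ± 1.62 (SD, n = 3) at 0.1 ppm and 6.74 ± 2.03 at 0.5 ppm. The 4 control groups had means from 1.44 to 1.7. Against the reference chambers the log2 fold changes were 2.76 (standard error 0.49, adjusted p = 0.566) and 2.05 (standard error 0.30, adjusted p = 0.485), and against 0 ppm 2.58 (standard error 0.27, adjusted p = 0.251) and 2.16 (standard error 0.31, adjusted p = 0.348) in limma, all past the study's threshold. The chamber difference changed from 0 ppm by 2.71 (standard error 0.69) at 0.1 ppm and 2.00 (standard error 0.54) at 0.5 ppm. Of 4 other KIF6 probesets, the one with the highest mean signal, 13.0, had 0.34 and -0.069 against 0 ppm and 0.61 and 0.28 against the reference chambers. Another had -0.41 and -0.89 against 0 ppm and -0.83 and -0.0080 against the reference chambers. The remaining 2, with mean signals of 9.19 and 4.94, had 0.29 and 0.74 at 0.1 ppm and 1.20 and 2.00 at 0.5 ppm against 0 ppm, and -0.95 and 1.05 at 0.1 ppm and 1.32 and 1.48 at 0.5 ppm against the reference chambers.

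**Figure D2:**
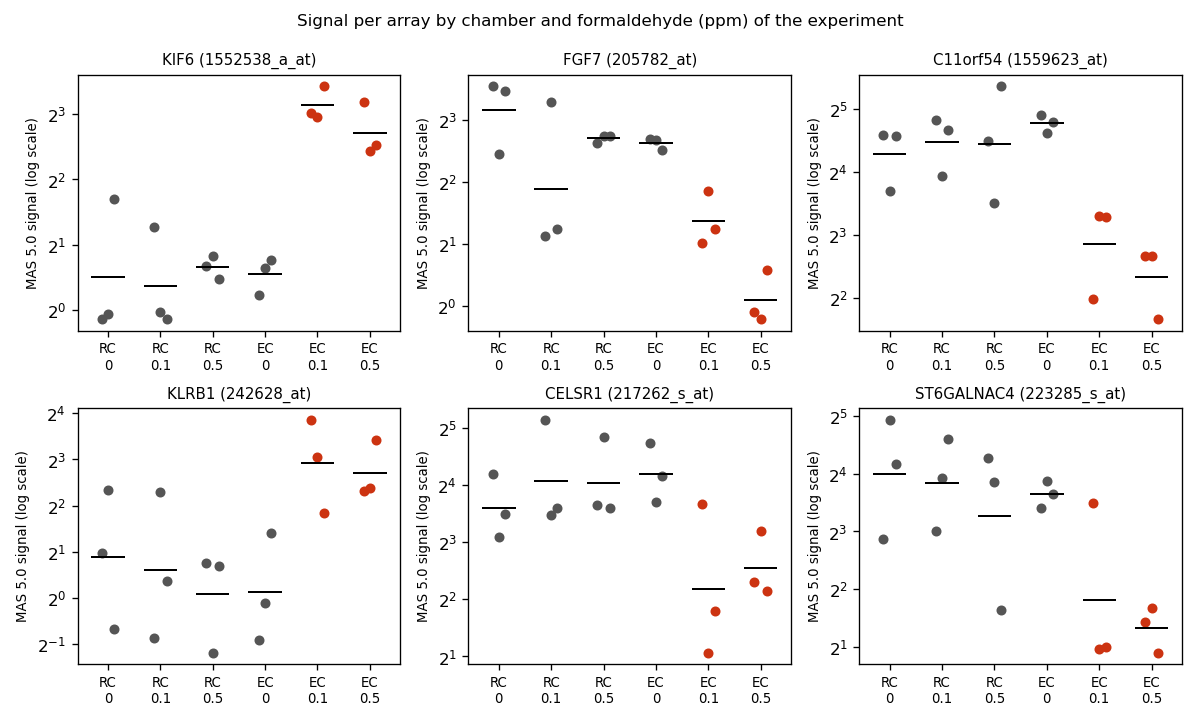
MAS5 signal on a log scale (vertical axis) of 6 probesets on each of the 18 arrays, by chamber (EC, exposure chamber, or RC, reference chamber) and formaldehyde concentration of the experiment in ppm (horizontal axis). Points are arrays, the lines are geometric means of 3 arrays, and the exposed arrays are in red. The KIF6 signals of the 6 exposed arrays lie between 5.40 and 10.7, and those of the 12 control arrays between 0.911 and 3.24.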

Chromosome 11 open reading frame 54 (C11 or f54) encodes a protein with ester hydrolase activity, which is localized in the nucleus and in the exosomes, but further information on its function is limited^54^. The noncoding gene DIO3OS (DIO3 Opposite Strand/Antisense RNA (Head To Head)) regulates the expression of iodothyronine deiodinase type III (DIO3), which catalyzes the inactivation of thyroid hormone^55^. Zinc finger protein 507 (ZNF507) is most likely involved in transcriptional regulation. LOC101929153 and LOC 101928132 are RNA genes affiliated with the ncRNA class and the function of FLJ31945 is unknown.

To assess the biological functions affected by formaldehyde exposure in more detail, the 0.1 ppm and 0.5 ppm exposure profile were further analyzed separately. We used a generic GO Term mapper and enrichment of different GO biological processes to assess involved biological functions. The distinct gene sets mapped to similar functional processes in a generic GO Slim term analysis, such as cellular nitrogen compound metabolism, signal transduction, and biosynthetic processes; functions associated with the modification of cellular proteins, anatomical structure developments, transport and differentiation; and processes affecting the immune system, cell death and stress response. However, functional differences became more obvious when closely assessing the functions for significant enrichment of different GO biological processes. 

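Among 20 genes of the execution phase of apoptosis, CIDEA, an activator of DNA fragmentation, had a log2 fold change of -1.41 (standard error 0.54) at 0.5 ppm against the reference chamber, past the study's threshold, and -0.76 (standard error 0.62) against 0 ppm. DNASE1L3, an endonuclease, had -1.36 (standard error 1.20) against 0 ppm and -0.87 (standard error 1.31) against the reference chamber. At 0.1 against 0 ppm DNASE1L3 had -1.46 (standard error 0.50), past the threshold. The medians at 0.5 ppm were -0.042 and -0.070, with 14 and 13 of 20 genes lower (adjusted p = 0.847 from camera for the first). At 0.1 ppm they were -0.11 and -0.11. Targets of p53, 19 genes that respond to DNA damage, had medians of 0.059 and 0.081 at 0.5 ppm, and SPATA18 among them had 0.43 (standard error 0.51) and 0.69 (standard error 0.50), against the reference chamber and 0 ppm. BUB1B, a checkpoint kinase of mitosis, had 0.35 (standard error 0.44) at 0.5 against 0 ppm and CDC20, its partner, -0.31 (standard error 0.24). The apoptosis list was named after a term the study found with these samples.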

Specific metabolic, lipid biosynthetic and lung development-associated functions are affected by lower concentration, whereas proliferative and apoptotic processes dominate with the higher exposure (Fig. 4D).

It should be mentioned that a potential limitation for the investigations of biological functions and processes with low-dose treatments is that molecular interactions recorded in databases were typically characterized in diseased stages or situations of stress, and only a few pathways are also described in a low level context where non-monotonic and hormetic responses become important^56^,^57^.

Results of this study point towards a potential role of lipid biochemical pathways as part of the cell’s response to formaldehyde. 

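Among 23 measured genes of fatty acid and sterol synthesis, SREBF1, the factor that drives lipid synthesis, had log2 fold changes of -0.79 (standard error 0.49) at 0.1 ppm and -0.34 (standard error 0.48) at 0.5 ppm against the reference chambers. SQLE, a sterol enzyme, had 0.40 (standard error 0.24) at 0.1 against 0 ppm, and MVK, of the mevalonate pathway, -0.44 (standard error 0.27) at 0.5 against 0 ppm. STARD4, a cholesterol carrier, had 0.82 (standard error 0.74) against the reference chamber and 0.47 (standard error 0.38) against 0 ppm at 0.1 ppm. In 4 comparisons 0 of the 23 genes passed the study's threshold in limma, unadjusted or adjusted. The list's medians were -0.012 and 0.016 at 0.1 ppm and 0.017 and -0.074 at 0.5 ppm, and the adjusted p from camera was at least 0.741, with the list ranked upwards in the first comparison, where its mean was -0.0035.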

The surfactant film that lines the alveolar surface, which is composed to 90% of lipids, is a critical component of the lung innate immune system, in addition its protective function from high surface tension^58^. Similarly, AE type II A549 cells synthetize lecithins with a high percentage of disaturated fatty acids, resulting in a phospholipid pattern typical for pulmonary surfactant-producing cells^23^. 

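At 0.1 ppm MOGAT3, which joins fatty acids to monoacylglycerol, was higher by 3.02 (standard error 0.83) on the log2 scale than in the reference chamber and by 2.26 (standard error 0.71) than at 0 ppm, past the study's threshold in both. Its mean log2 signal was 0.57. Its relative MOGAT1 had 1.49 (standard error 1.07) against the reference chamber and 1.18 (standard error 0.71) against 0 ppm, and MOGAT2 -1.49 (standard error 0.57), past the threshold, and -1.56 (standard error 1.41). Of 25 measured genes of phosphatidic acid and triglyceride synthesis, 1 was higher and 1 lower at the threshold against the reference chamber and 2 were higher and 1 lower against 0 ppm. After adjustment over the list alone or over all probesets 0 passed in limma. The medians were -0.26 and 0.0076 (adjusted p = 0.774 and 0.783 from camera). The list was named after terms the study found with these samples.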

0.1 ppm formaldehyde exposure interfered with several processes involved in lipid metabolism, including the synthesis of phosphatidic acid, an intermediate in phospholipid biosynthesis and important precursor for surfactant synthesis^59^, and the biosynthesis of neutral lipids, triglyceride and acylglycerol. Furthermore, processes involved in the biosynthesis of phosphatidylcholine, the main surfactant phospholipid, are affected by both exposure concentrations. In addition, KLRB1, which is also regulated by both concentrations, interacts with acid sphingomyelinase, an enzyme that catalyzes the hydrolysis of sphingomyelin. 

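Surfactant genes and other markers of alveolar cells, mostly of type II, 18 measured, had medians of -0.062 and -0.22 at 0.1 ppm and -0.052 and -0.17 at 0.5 ppm against the reference chamber and 0 ppm (adjusted p from 0.741 to 0.986 in camera), and the mean of the first was 0.033. SLC34A2, a phosphate transporter of type II cells, had a log2 fold change of 2.35 (standard error 0.84) at 0.1 against 0 ppm, past the study's threshold, and 1.78 (standard error 0.83) against the reference chamber. SFTPB, which encodes a surfactant protein and is named after its values were seen, had -0.73 (standard error 0.29) at 0.1 against 0 ppm, also past the threshold, with a mean log2 signal of 5.93 against 1.71 for SLC34A2. NAPSA, a protease that processes surfactant protein, had 1.00 (standard error 0.69) at 0.5 ppm against the reference chamber and 0.27 (standard error 0.27) against 0 ppm, and AGER, a marker of type I cells, -0.99 (standard error 0.90) and -1.36 (standard error 0.74). In phosphatidylcholine synthesis PLD2 had -0.60 (standard error 0.42) at 0.1 against 0 ppm and LPCAT4 -0.29 (standard error 0.37) at 0.5 ppm against the reference chamber. The counts of higher and lower genes of phosphatidylcholine synthesis were 8 and 9 at 0.1 ppm in both comparisons, and 5 and 12 at 0.5 against 0 ppm.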

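The KLRB1 probeset of the common set had a signal of 8.78 ± 5.48 (SD, n = 3) at 0.1 ppm and 7.00 ± 3.3 at 0.5 ppm, against 1.36 ± 1.12 at 0 ppm. Its log2 fold changes were 2.32 (standard error 0.92) and 2.79 (standard error 0.78) at 0.1 ppm and 2.62 (standard error 0.65) and 2.59 (standard error 0.68, adjusted p = 0.858) at 0.5 ppm, against the reference chamber and 0 ppm, all past the study's threshold in limma. The other KLRB1 probeset had -0.45, 0.53, 0.75 and 1.15 in the same order, the last past the threshold. SMPD1, which encodes acid sphingomyelinase, had -1.14 (standard error 0.82) at 0.1 ppm and -0.051 (standard error 0.30) at 0.5 ppm against the reference chambers, neither past the threshold.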

Sphingomyelin is a minor phospholipid surfactant component, but some of its precursors and catabolites have important biological roles in lung structure and function^59^, e.g., ceramide is a lipid second messenger involved in programmed cell death, differentiation and proliferation^47^. Such processes were associated with 0.5 ppm formaldehyde exposure in our study, but further investigations are needed to demonstrate any functional link to surfactant remodelling.

In conclusion, *in vitro* exposure models are a valuable support for the toxicological assessments of volatile compounds. In addition to acute reactions, now also longer, adaptive responses can be investigated, which so far could be approximated only via repeated exposure experiments. When trying to generate low-concentration atmospheres with reactive water-soluble chemicals such as formaldehyde, special attention must be paid to maintain a highly humidified atmosphere to guarantee cell vitality, while avoiding condensation. Transcriptional analysis of cellular responses showed that potential exposure biomarkers and concentration specific response pattern can be identified at sublethal concentrations when using adequate controls. Although the results of this study cannot be extrapolated directly to *in vivo* settings, changes of surfactant composition could represent a potential sensitive target that should be further investigated given that dysregulation of these functions can affect lung maturation and development and lead to respiratory illnesses^58^,^59^, and both tobacco smoke, a number of aerosols and gases were shown to exert toxicity by interacting with pulmonary surfactant^60^,^61^.

## Methods

### Exposure incubator system

Main components of the exposure incubator were the dosing unit, the humidifying unit, the gas transfer lines and the incubators containing exposure and reference chambers. All components were integrated into a modular aluminium profile system (BFM, Hirtenberg, Austria). The dosing unit was composed of the dosing vessel (Bioenergy 2020+, Graz, Austria), the liquid mass flow controller (Bronkhorst, Ruurlo, The Netherlands) for injection of the liquid standard into a glass tube system (Ruprechter, Innsbruck, Austria) located inside an aluminium evaporator block with a heating cartridge (Bioenergy 2020+, Graz, Austria). The humidifying unit consisted of a water bubbling system (glass flasks, Ruprechter, Innsbruck, Austria) and peristaltic pumps (VWR, Vienna, Austria). The water bubbling system was tempered by circulating thermostats (Lauda, Lauda-Königshofen, Germany). The gas flows were purified with heated sterile filters (200 °C) (Kaeser Kompressoren, Coburg, Germany) and regulated with gas mass flow controllers (Vögtlin, Lyss, Switzerland). Gas transfer lines were heated with heating bands (Lohmann, Graz, Austria). Incucell incubators (VWR, Vienna, Austria) were used to temper the exposure and reference chambers. Exposure and reference chambers were composed of polypropylene; lids were composed of polyvinyl chloride, and also served as inspection windows. The boxes contained aluminum inserts and fans (Bioenergy 2020+, Graz, Austria) to enable the circulation of the gas stream. Chambers were equipped with temperature sensors (PMR, Graz, Austria) at two positions, and the exposure chamber was additionally equipped with a humidity sensor (E + E Elektronik, Engerwitzdorf, Austria). The equipment for the switching cabinet was purchased from Siemens-Sonepar (Graz, Austria). Data logging and software for the process control system were obtained from Gantner Instruments (Schruns, Austria).

Apart from maintaining exact culture conditions as mentioned in the main text, the exposure incubator system, including all gas transfer lines, can be sterilized by dry heat (130 °C) to guarantee sterile culture conditions.

### Cell culture

A549 cells (Cell Lines Service, Eppelheim, Germany) were derived from a human lung carcinoma. Standard submerged cultures were maintained in Ham’s F12/DMEM (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% (v/v) fetal calf serum for regular cultures. For ALI cultures, 100 μl of a cell suspension containing 50,000 A549 cells/mL were seeded in each transwell insert (24-well format, 0.4 μm pore polyester membrane inserts, #3470, Corning Life Sciences, Kaiserslautern, Germany), and bottom wells were filled with 600 μL of standard culture medium. Medium was removed and cells were reefed after 3 days. Cells were grown to confluence until day 7. On day 10, the bottom medium was changed, and medium was removed gently from the dense cell layer in the upper well. Cultures were maintained for 3 days in the standard cell culture incubator to adapt to ALI conditions, and morphology was checked daily. To prepare ALI cultures for the experiment, fresh 24-well plates were pre-filled with medium and covered with a silicon mat with punched holes for the transwell inserts (Figs 1D and 4A). Because of the silicon interlayer, each well had to be filled with 2.4 mL to guarantee that the bottom of the transwell insert reached the medium. The silicon mat blocked any direct contact of the analyte gas with the medium. ALI cultures were placed in the center rows of the 24-well plates.

### Viability assay

Liquid formaldehyde treatments: 100 μL of a cell suspension containing 100,000 A549 cells/mL were seeded in each well of a 96-well plate, and grown for 3 days to confluence. Cells were then treated with formaldehyde (addition of a 100 mM stock solution in medium) at concentrations ranging from 0.100 to 6.250 mM, for 24, 48, and 72 h. To measure cell viability, 10% (v/v) of CellTiter-Blue reagent (Promega, Mannheim, Germany) was added to the cells, and fluorescence was determined at 544/590 nm using a Fluoroskan Ascent FL plate reader (Thermo Fisher Scientific, Waltham, MA, USA) after 2 h of incubation. CellTiter-Blue reagent is a resazurin dye, which is irreversibly reduced to a highly red fluorescent resorufin, mainly because of NAD(P)H dehydrogenase activity. The half maximal (50% inhibitory) concentration (IC_50_) was calculated using the original concept of Chou and Talalay^62^ with the CalcuSyn software (Biosoft, Cambridge, UK). Volatile formaldehyde exposures: ALI cultures of A549 cells were exposed to gaseous formaldehyde for 72 h. Inserts with ALI cultures were then placed in fresh medium containing 10% (v/v) of CellTiter-Blue reagent and incubated for 4 h before fluorescence measurements.

### Gene expression analysis

RNA isolation: RNA isolation was performed using the NucleoSpin RNA/Protein isolation kit (Macherey-Nagel, Düren, Germany) according to the manufacturer’s instructions. Affymetrix HG-U133 Plus 2.0 arrays:Microarray analysis was performed at ATLAS Biolabs GmbH, Berlin, Germany. In brief, labeling was achieved by using the Applause 3′-Amp System and Encore Biotin Module (NuGEN, Leek, The Netherlands). Hybridization was performed according to standard protocols for Affymetrix HG-U133 Plus 2.0 arrays. Fluidics washing was done using the Affymetrix Wash and Stain Kit (#900720), protocol FS450_0004. Arrays were scanned with Affymetrix Gene ChIP Scanner 3000 7 G, and images were processed using the Expression Console. Data are stored at the GEO repository (GSE76790). Bioinformatics: Raw data were analyzed with R/Bioconductor version 3.0.1 using Affymetrix R-package^63^ with default analysis settings, and normalized using MAS 5.0 (mas5) and log2-transformed. To test for differential expression between two conditions, eBayes function from limma package in R was used^64^. To identify differentially expressed candidate genes, the *p*-value threshold was set to 0.05 (Figures in supplementary information was based on threshold of *p*-value <0.5 and fold change 2; here the fold-change is the ratio of the mean normalized intensities for the two conditions). The probesets/transcript clusters were annotated using hgu133plus2.db package in R. To identify genes that were shared in the two comparisons, differentially expressed genes with *p*-value <0.05 in both comparisons were filtered. Venn diagrams were created based on the shared genes. GO biological processes enrichment for differentially expressed transcripts were performed using topGO package in R using classic count Fisher test^65^. A biological process was considered significant when classic score (p value) <0.01. GOTermMapper (http://go.princeton.edu/cgi-bin/GOTermMapper) function was used to map generic Gene Ontology Term (biological process, function and component).

An additional approach to find common genes for 0.1 and 0.5 ppm exposure was done using two-way analysis of variance (ANOVA)^66^ without interactions to model the factors treatment (levels: no treatment, 0.1 ppm and 0.5 ppm FA) and chamber (levels: reference and control chamber) in the experiment. The effect of the treatment was determined on the expression of each gene. The ANOVA resulted in 198 probesets with significant group differences in the expression among the three conditions (*p*-value <0.005). 

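With treatment adjusted for chamber, 176 probesets passed a p of 0.005 for treatment in the two-way linear model of log2 signals, where chance gives 273 of 54675. Among them were KIF6, TNN, FABP6 and CYP19A1. After adjustment 0 of them passed, and the lowest adjusted p was 0.138 (ordinary linear model in R, a count of 176 before adjustment at p 0.005). With only probesets above the median signal tested, 22 passed the p of 0.005. On linear signals with treatment entered before chamber, chosen after seeing the values, 198 passed it. Of these 2 passed after adjustment (lowest adjusted p = 0.00687, ordinary linear model in R).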

Post-hoc Tukey’s HSD test^67^ and template matching^68^ on the genes which have been selected based on ANOVA was applied. To identify candidate genes that are differentially expressed in both formaldehyde treatments compared to controls we filtered for genes that fulfilled the following criteria: (i) Tukey’s HSD test for 0.1 ppm treatment versus control with p-value <0.05, (ii) Tukey’s HSD test for 0.5 ppm treatment versus control with p-value <0.05, and (iii) the expression profile matches a template with a similar expression in the 0.1 and 0.5 ppm treatment samples and opposite expression in the controls with a FDR < 0.05 (Benjamini-Hochberg correction). This filtering procedure resulted in 29 probesets, 19 of them have a known gene annotation (Supplemental file S2, S2-Fig. 2).

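FABP6, an intestinal bile acid binding protein, differed from untreated arrays by -1.35 at 0.1 ppm and -2.17 at 0.5 ppm on the log2 scale, TNN, a tenascin of the extracellular matrix, by -1.47 and -2.44, and CYP19A1, the aromatase, by -2.20 and -1.76. These are among 15 probesets that passed Tukey's test at both concentrations and the template, of which 7 name exactly 1 gene. LINC00899, a long noncoding RNA, was the named gene with the highest positive difference at 0.5 ppm, 3.11. The template was a profile of 0 in all untreated arrays and 1 in all exposed ones, and 44 probesets had passed both Tukey tests before it. FABP6, TNN, CYP19A1 and LINC00899 were named after their values were seen. Mean signals of the first 3 were 3.15, 1.64 and 1.57.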

### Formaldehyde analytics

#### Analysis of liquid samples

2,4-Dinitrophenylhydrazine (DNPH; Sigma-Aldrich, Vienna, Austria) was used for the derivatization of the formaldehyde in medium samples^69^. Briefly, cell culture media was incubated 1:4 with a 5 mM DNPH solution prepared in acetonitrile (Sigma-Aldrich, Vienna, Austria) containing 10 mM perchloric acid (final concentration). Precipitated protein was removed by centrifugation prior injection to HPLC. Formaldehyde-2,4-dinitrophenylhydrazone TraceCERT^®^ (Sigma-Aldrich, Vienna, Austria) was used as calibration standard.

Separations were performed on an Agilent Technologies 1100 HPLC system (Waldbronn, Germany) using a LiChrospher^®^ 100 RP-18 (5 μm) LiChroCART^®^ 250-4 column (l = 250 mm, d = 4 mm; Merck, Darmstadt, Germany). The mobile phase comprised acetonitrile HiPerSolv CHROMANORM HPLC grade; VWR, Radnor, PA) and water 1:1 (v/v), elution was performed in isocratic mode for 10 minutes. The DAD was set to 360 nm and the flow rate, sample volume and column temperature were adjusted to 2 ml/min, 10 μl and 25 °C, respectively. Analysis of airborne formaldehyde: The formaldehyde measurements were made using an Aerolaser 4021 (AL4021, AERO-LASER GmbH, Garmisch-Partenkirchen, Germany), an automated and continuously working formaldehyde (HCHO) analyzer for gaseous and liquid samples with a stated detection rage of 100 ppt–50 ppm (gas)^70^. For the analysis, the formaldehyde is absorbed in an aqueous solution, which then reacts with acetylacetone in the presence of ammonia (Hantzsch reaction). The final product, 3,5-diacetyl-1,4-dihydrolutidine (DDL) can be detected by its fluorescence (410(ex)/510 (em)nm). The AL4021 was calibrated in the range from zero level to 6.2 ppm formaldehyde using a freshly purchased certified liquid (aqueous) standard (formaldehyde IC standard, Sigma-Aldrich, Vienna, Austria).

## Additional Information

**How to cite this article**: Gostner, J. M. *et al*. Cellular reactions to long-term volatile organic compound (VOC) exposures. *Sci. Rep.* **6**, 37842; doi: 10.1038/srep37842 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Dataset S3

## Figures and Tables

**Figure 1:**
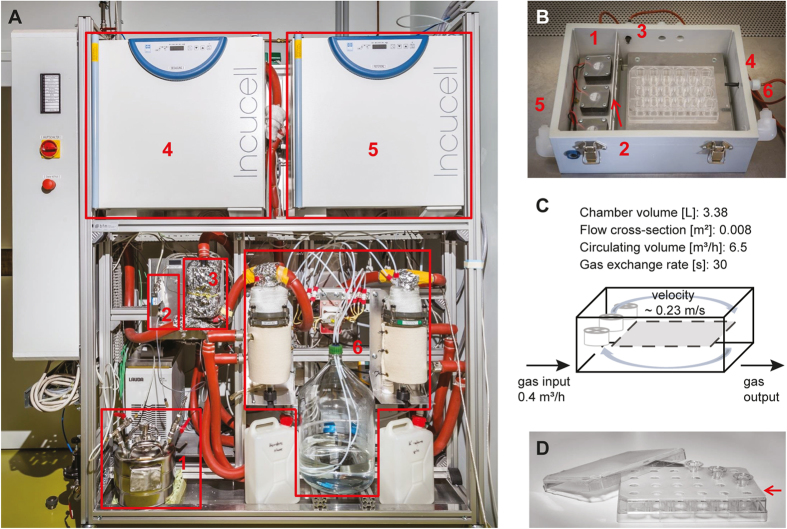
Exposure incubator platform. (**A)** The system consists of an exposure setup, where liquid compounds (1) are injected via a mass flow controller (2) into the heating system (3). Vaporized compounds are continuously fed into a carrier gas line, which feeds into a transfer line, directing the gas mixture to the exposure incubator (4). A reference incubator is used for control measurements with independent transfer gas only (5). All gas streams are humidified (6, humidification unit) and reach cell cultures at 37 °C and ≥95%_rel_ humidity. **(B)** Cell culture plates are deposited into sterilized lockable chambers, where fans (1) for internal fast circulation and lattices (2) ensure a homogeneous distribution. These boxes contain two temperature sensors (3, 4) that provide information on the surrounding climate; the boxes are connected to the gas supply with inlet- (5) and outlet-(6) fittings. **(C)** Theoretical estimation of flow proportions in the chambers. **(D)** A silicon pad holder blocks carryover of VOCs into the medium without passing the cell layer. Lids covered with fine-mesh nettings were used instead of standard culture plate lids.

**Figure 2:**
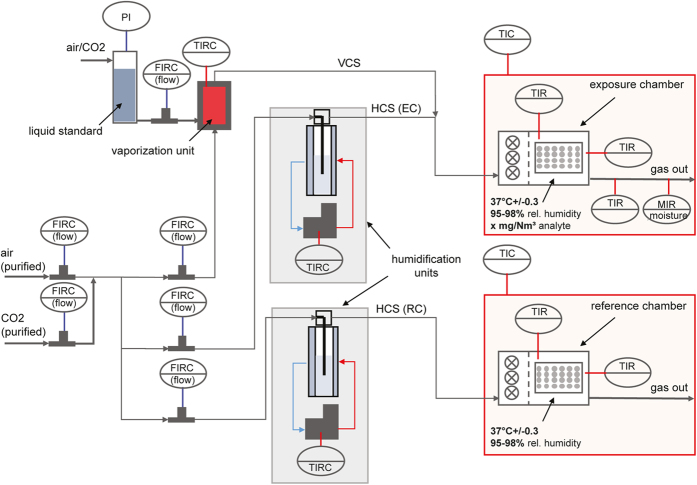
Process control interface. Schematic presentation of the process design showing the liquid and gas flows, the humidification units, and the exposure and reference chamber (VCS: vaporized carrier stream, HCS: humidified carrier stream, EC: exposure chamber, RC: reference chamber, FIRC: flow/indicated/registered/controlled, MIR: moisture/indicated//registered, TIC: temperature/indicated/controlled; TIR: temperature/indicated/registered, TIRC: temperature/indicated/registered/controlled, PI: pressure/indicated).

**Figure 3:**
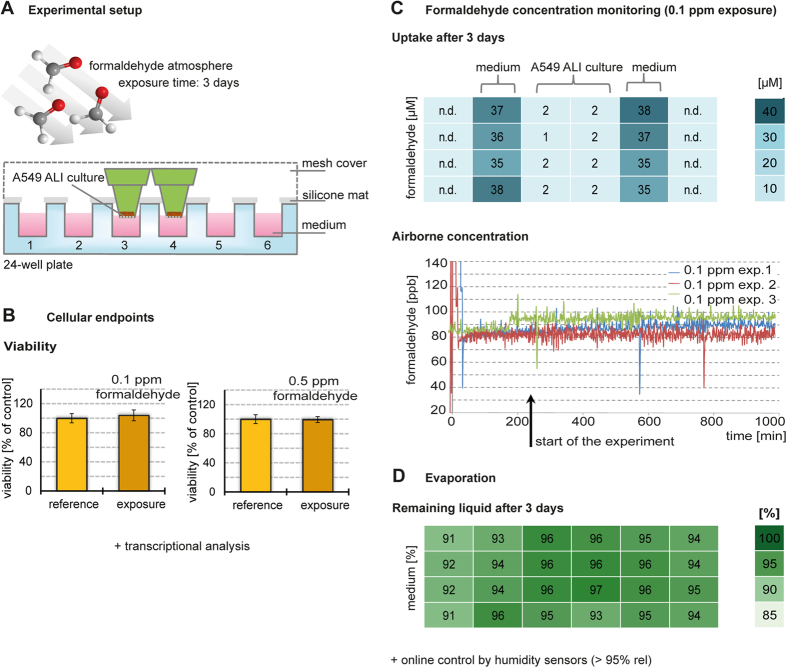
Schematic illustration of the exposure experiments. (**A)** ALI cultures of A549 cells were placed in the center wells of a 24-well plate and exposed to formaldehyde. **(B)** After 3 days, the viability of ALI A549 cultures exposed to gaseous formaldehyde at 0.1 ppm (and 0.5 ppm) was determined in comparison to cells cultivated in the reference chamber. Mean values ± SEM of 3 experiments are presented. Cells were harvested and RNA was extracted for transcriptional analysis. **(C)** The uptake of formaldehyde, which dissolved in the medium, was measured by HPLC after day 3 from wells in rows 2 to 4. Mean concentrations of 3 experiments with 0.1 ppm formaldehyde are presented in the 24-well scheme (n.d., not determined). Formaldehyde concentration in the headspace of the exposure chamber was measured at 1-minute intervals for 3 different experiments (set parameters of exposure platform: 0.1 ppm formaldehyde). **(D)** The evaporation profile was determined by weighing the remaining medium in each well after 3 days. Humidity in the gas phase was continuously monitored by sensors (Supplemental file 1).

**Figure 4:**
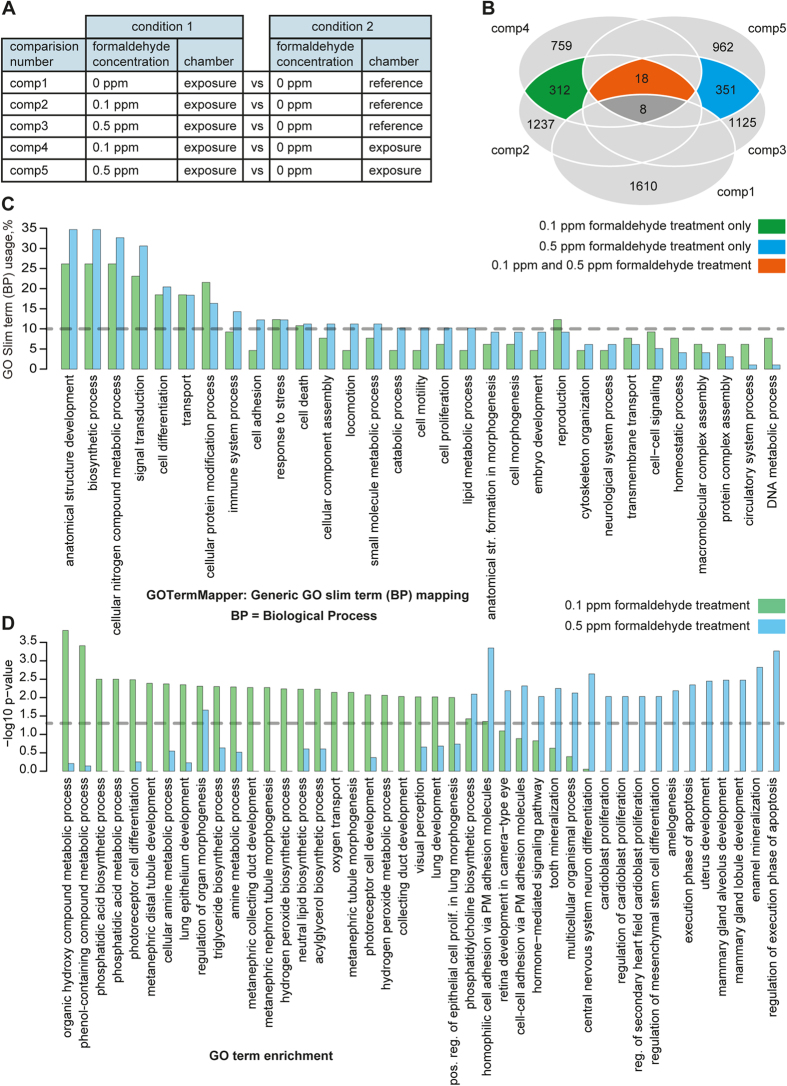
Analysis of differentially expressed transcripts due to formaldehyde exposure. (**A**) Overview of the comparative analysis of distinct treatments to obtain the differentially expressed gene sets. Comparisons 1 to 3 (comp1, comp2 and comp3) refer to the cells that were contemporaneously cultivated in the reference chamber. In comparisons 4 and 5 (comp4, comp5), the samples exposed to 0 ppm formaldehyde in the exposure chamber were used as control to exclude random background fluctuations due to chamber and time effect. (**B**) Venn diagram of the overlap of differentially expressed genes (p value <0.05) in each comparison. Numbers in the red compartment are genes that are regulated with both treatment concentrations, those in the green compartment are specific for 0.1 ppm, and numbers in the blue compartment are for 0.5 ppm formaldehyde exposure (detailed figure is provided in supplementary file S2). (**C**) To assess biological function, the differentially expressed transcripts were mapped to generic GO slim terms (http://go.princeton.edu/cgi-bin/GOTermMapper). Percentage usage of differentially expressed transcripts owing to 0.1 and 0.5 ppm exposure including the 18 common transcripts in generic GO terms are shown in light green and light blue bars, respectively. (**D**) Enrichment of GO biological processes owing to 0.1 and 0.5 ppm formaldehyde exposure. Only significantly enriched processes (*p*-value <0.05) in either concentration exposure are presented in the bar plot. Light green and light blue bars represent enrichment of differentially expressed transcripts owing to 0.1 and 0.5 ppm formaldehyde exposure, respectively. Grey dotted line marks the significant enrichment of biological process (*p*-value <0.05). (pos. reg. of epithelial cell prolif. in lung morphogenesis = positive regulation of epithelial cell proliferation involved in lung morphogenesis”; PM = plasma membrane; reg. = regulation).

**Figure 5:**
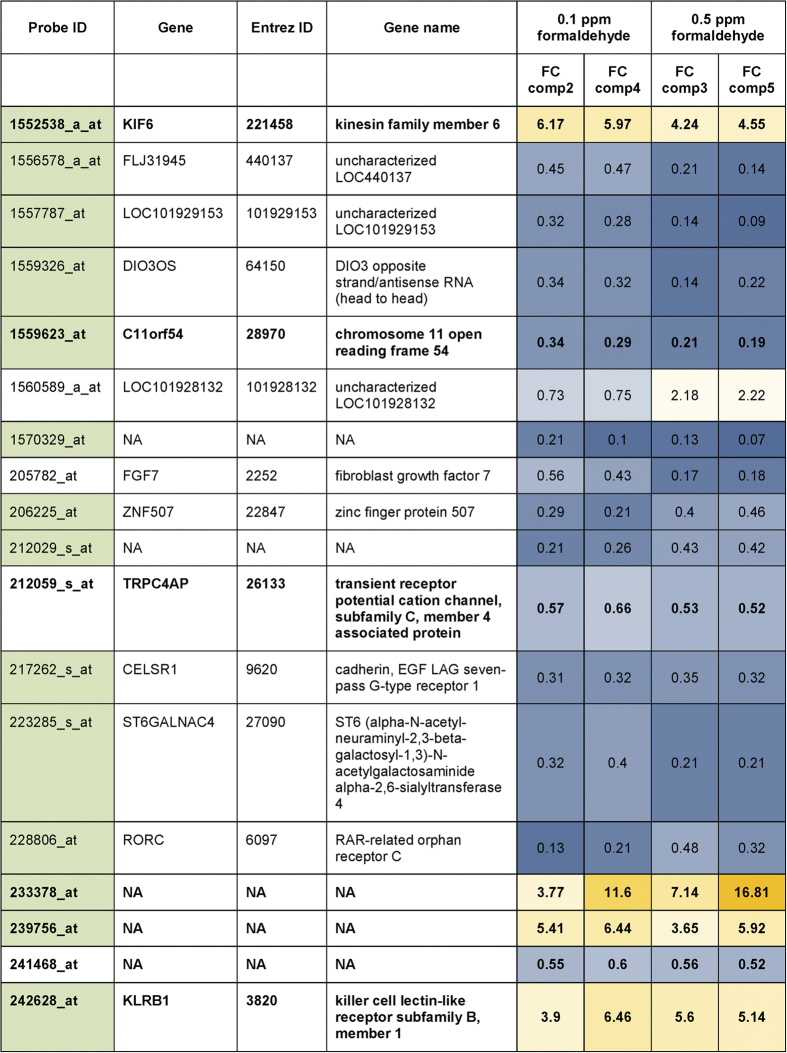
List of the common transcripts that are differentially regulated upon 0.1 and 0.5 ppm formaldehyde exposure in A549 cells, calculated without using fold change limitations. Probesets in green are those transcripts that are common when using fold-change threshold of 2 (FC = |2|) and a *p*-value cutoff of ≤0.05. Mean FCs are labelled in blue for downregulation and in yellow for upregulation compared to the respective controls. Probesets in bold indicate those transcript hits that were found also in the Anova/Tukey’s HSD approach.

**Table 1:** Dissolved formaldehyde and remaining medium after 3 days of exposure (n = 3 for each treatment).

condition		formaldehyde intake [μM]		Remaining medium [%]			
		exposure chamber		exposure chamber		reference chamber	
		mean	s.d.	mean	s.d.	mean	s.d.
0.1 ppm	medium	36.40	2.07	93.54	1.81	89.81	3.67
	ALI cultures	1.68	0.50	95.57	2.00	93.62	1.49
0.5 ppm	medium	206.44	12.87	88.64	4.90	86.15	4.93
	ALI cultures	4.06	1.86	92.59	4.45	90.05	3.15
0 ppm	medium	—	—	93.10	1.90	91.70	2.38
	ALI cultures	—	—	96.30	1.05	95.52	2.30

Formaldehyde intake was measured in wells containing medium only and in wells with A549 ALI cultures; cell layers prevented the transfer of airborne formaldehyde to the underlying medium.

# Supplementary material for: Cellular reactions to long-term volatile organic compound (VOC) exposures
**Source:** Sci Rep. 2016 Dec 1;6:37842. doi: 10.1038/srep37842

## Supplemental file S1

### Manuscript title

Cellular reactions to long-term volatile organic compound (VOC) exposures

### Authors

Johanna M Gostner<sup>1\*</sup>, Johannes Zeisler<sup>1,2,†</sup>, Mohammad Tauqeer Alam<sup>3</sup>, Peter Gruber<sup>1</sup>, Dietmar Fuchs<sup>4</sup>, Kathrin Becker<sup>4</sup>, Kerstin Neubert<sup>5,++</sup>, Markus Kleinhapfl<sup>2</sup>, Stefan Martini<sup>2</sup>, Florian Überall<sup>1</sup>

<sup>†</sup> current address: Energy and Environmental Technology Group, Fritz Egger GmbH & Co. OG, St. Johann in Tirol, Austria

<sup>++</sup> current address: Department of Mathematics and Computer Science, Freie Universität Berlin, Germany

## **Supplemental file 1 - process control, evaporation and formaldehyde concentration**

**Process control:** Process control data were continuously monitored in one minute intervals during the exposure experiments. Experiments are listed in Table 1 (main text). Relative humidity was measured in the exposure chamber only. Temperatures and gas flow was monitored in both chambers.

**Evaporation and formaldehyde uptake:** 24-well plates were equipped as following: The middle rows were loaded with 2.6 mL medium and transwell inserts containing A549 ALI cultures, the other rows were filled with 2.6 mL medium only. After 3 days of exposure, the amount of evaporated media was estimated by weighting the remaining medium in the wells. Formaldehyde uptake was measured in the wells that contained medium only, and in those that contained A549 cultures to determine whether formaldehyde passes through the cell layer and accumulates in the medium below. For a number of experiments, the formaldehyde concentration in the headspace of the exposure chamber was measured.

**S1-Fig. 1: Exposure to 0.1 ppm formaldehyde, experiment no. 1.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E). In addition, the concentration in the atmosphere of the exposure chamber was measured (F).

**S1-Table 1:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium  
[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 8.03 | 7.91 | 7.72 | 8.36 | 1 |
| 6.70 | 6.19 | 5.62 | 6.50 | 2 |
| 3.43 | 3.04 | 2.55 | 1.71 | 3 |
| 3.52 | 2.90 | 2.02 | 2.42 | 4 |
| 5.51 | 3.86 | 3.82 | 5.61 | 5 |
| 7.15 | 5.08 | 4.52 | 6.38 | 6 |

**(B) Reference chamber**

Amount of evaporated medium  
[% of initial volume]

| D     | C     | B    | A    |   |
|-------|-------|------|------|---|
| 10.57 | 10.81 | 9.38 | 9.22 | 1 |
| 10.70 | 9.38  | 9.40 | 8.96 | 2 |
| 5.14  | 5.04  | 4.88 | 6.23 | 3 |
| 5.68  | 5.12  | 4.16 | 6.11 | 4 |
| 6.77  | 5.67  | 4.93 | 8.63 | 5 |
| 10.05 | 8.90  | 8.69 | 8.72 | 6 |

**(E) Exposure chamber**

Formaldehyde [ $\mu\text{M}$ ]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
|       |       |       |       | 1 |
| 38.01 | 37.84 | 34.81 | 37.16 | 2 |
| 1.35  | 0.84  | 1.01  | 1.18  | 3 |
|       |       |       |       | 4 |
| 1.35  | 1.35  | 1.35  | 37.67 | 5 |
| 36.16 | 36.16 | 37.67 | 39.52 | 6 |

S1-Fig.1: 0.1 ppm exposure, no.1

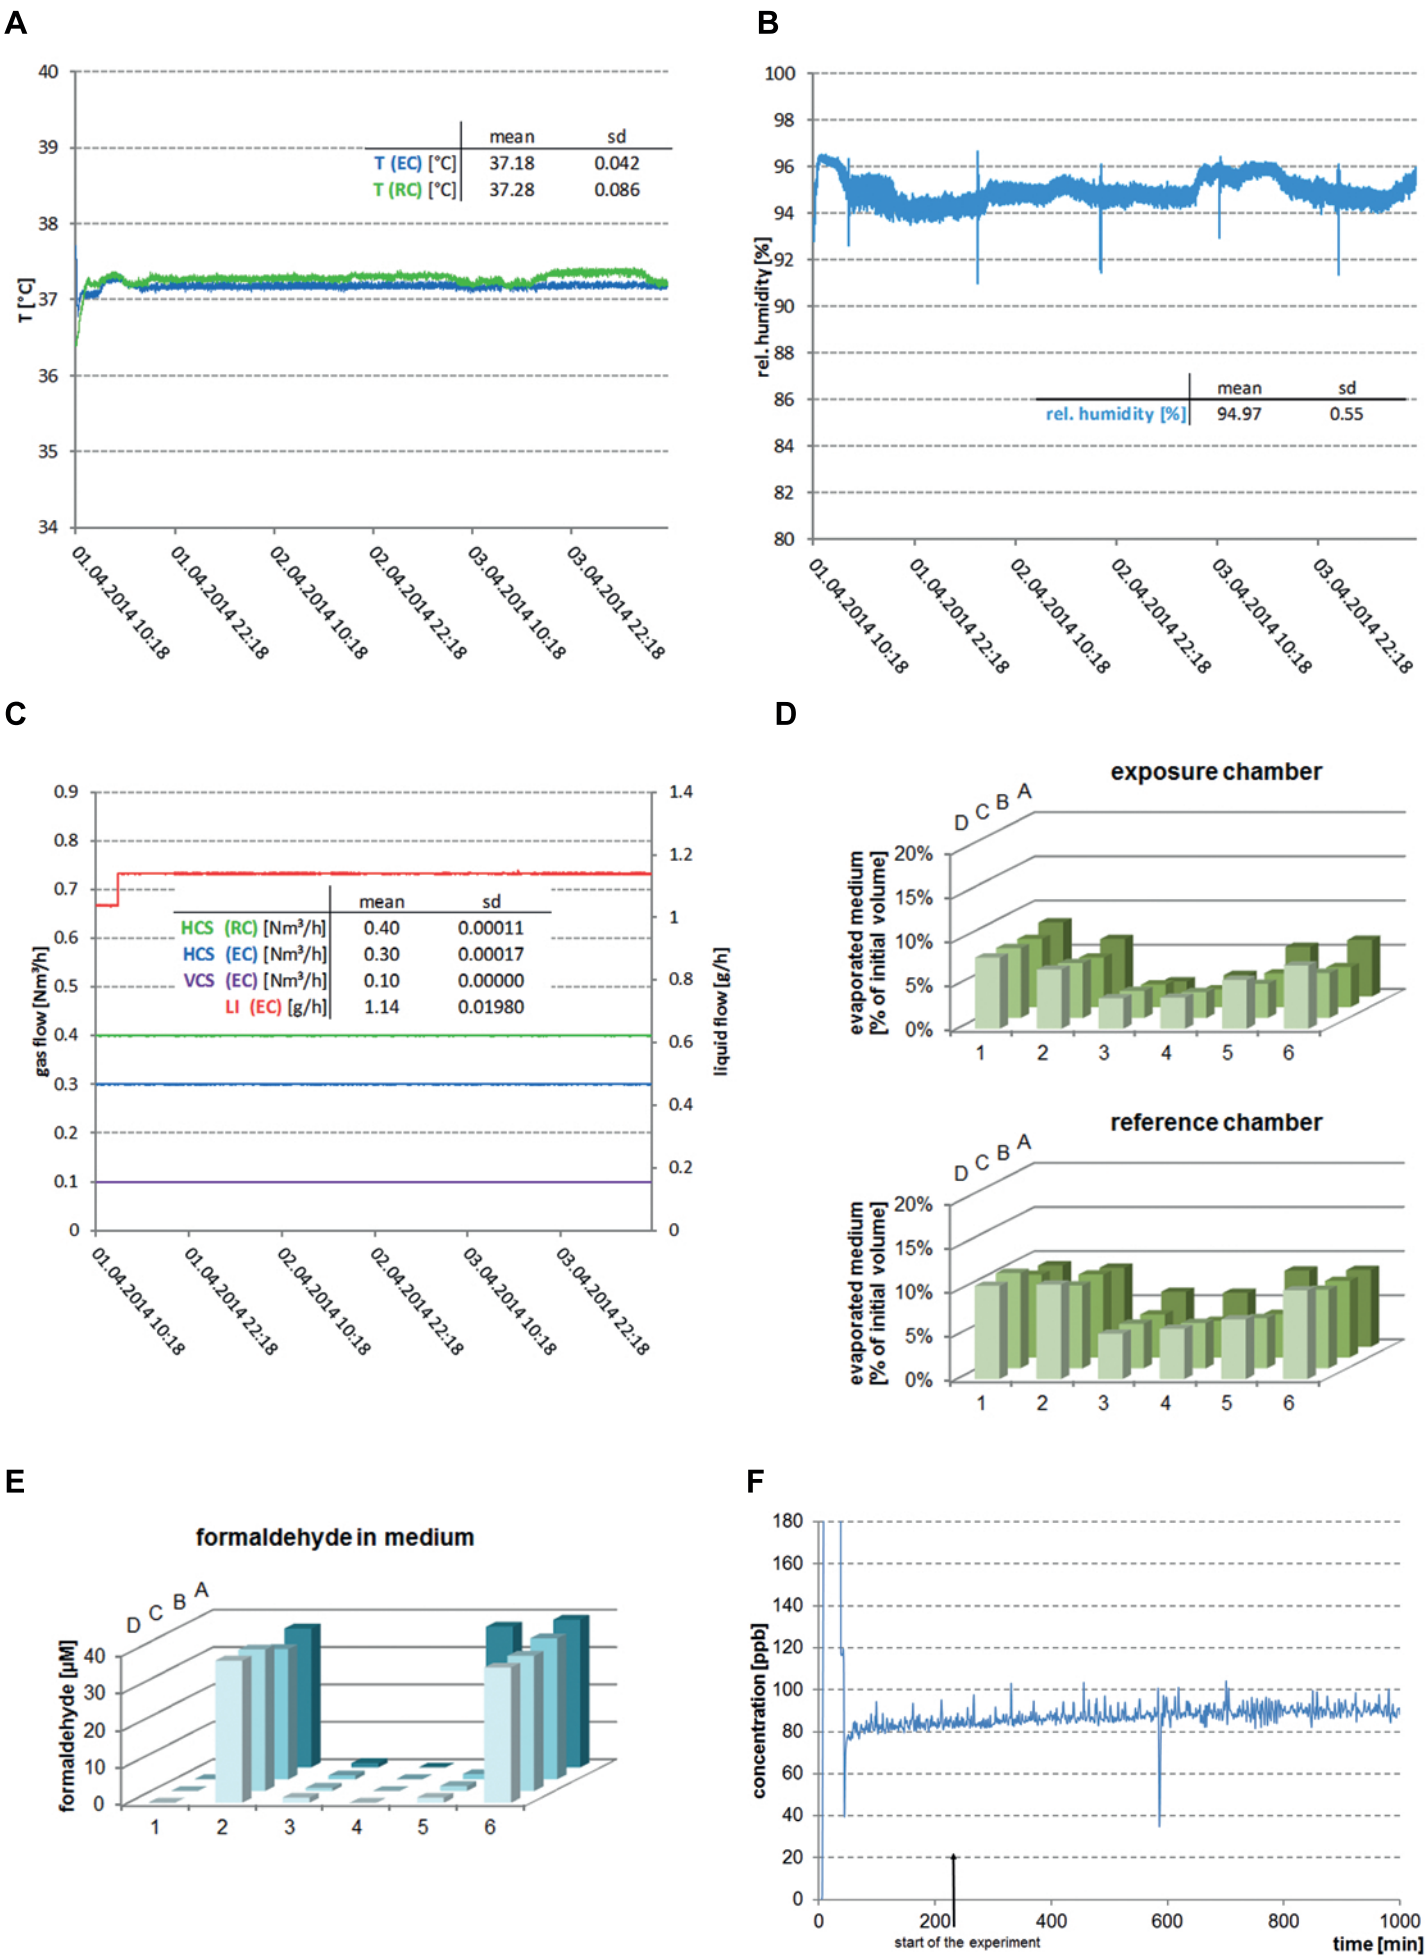

**S1-Fig. 2: Exposure to 0.1 ppm formaldehyde, experiment no. 2.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E). In addition, the concentration in the atmosphere of the exposure chamber was measured (F).

**S1-Table 2:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium  
[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 8.51 | 7.01 | 6.58 | 8.57 | 1 |
| 5.88 | 3.40 | 6.07 | 6.45 | 2 |
| 6.30 | 3.86 | 4.46 | 3.49 | 3 |
| 4.20 | 2.47 | 4.81 | 4.93 | 4 |
| 5.13 | 4.10 | 3.40 | 4.13 | 5 |
| 4.51 | 3.90 | 4.76 | 5.55 | 6 |

**(B) Reference chamber**

Amount of evaporated medium  
[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 13.53 | 11.92 | 11.14 | 11.74 | 1 |
| 12.04 | 10.65 | 11.26 | 10.04 | 2 |
| 8.27  | 5.77  | 5.69  | 11.15 | 3 |
| 8.65  | 6.41  | 6.68  | 6.68  | 4 |
| 7.62  | 6.42  | 7.38  | 6.88  | 5 |
| 10.12 | 13.62 | 8.65  | 10.83 | 6 |

**(D) Exposure chamber**

Formaldehyde [ $\mu\text{M}$ ]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
|       |       |       |       | 1 |
| 39.18 | 30.61 | 35.32 | 36.83 | 2 |
| 2.01  | 2.53  | 2.19  | 2.02  | 3 |
|       |       |       |       | 4 |
| 2.36  | 2.35  | 2.19  | 2.19  | 5 |
| 33.47 | 34.48 | 39.01 | 39.35 | 6 |

S1-Fig.2: 0.1 ppm exposure, no.2

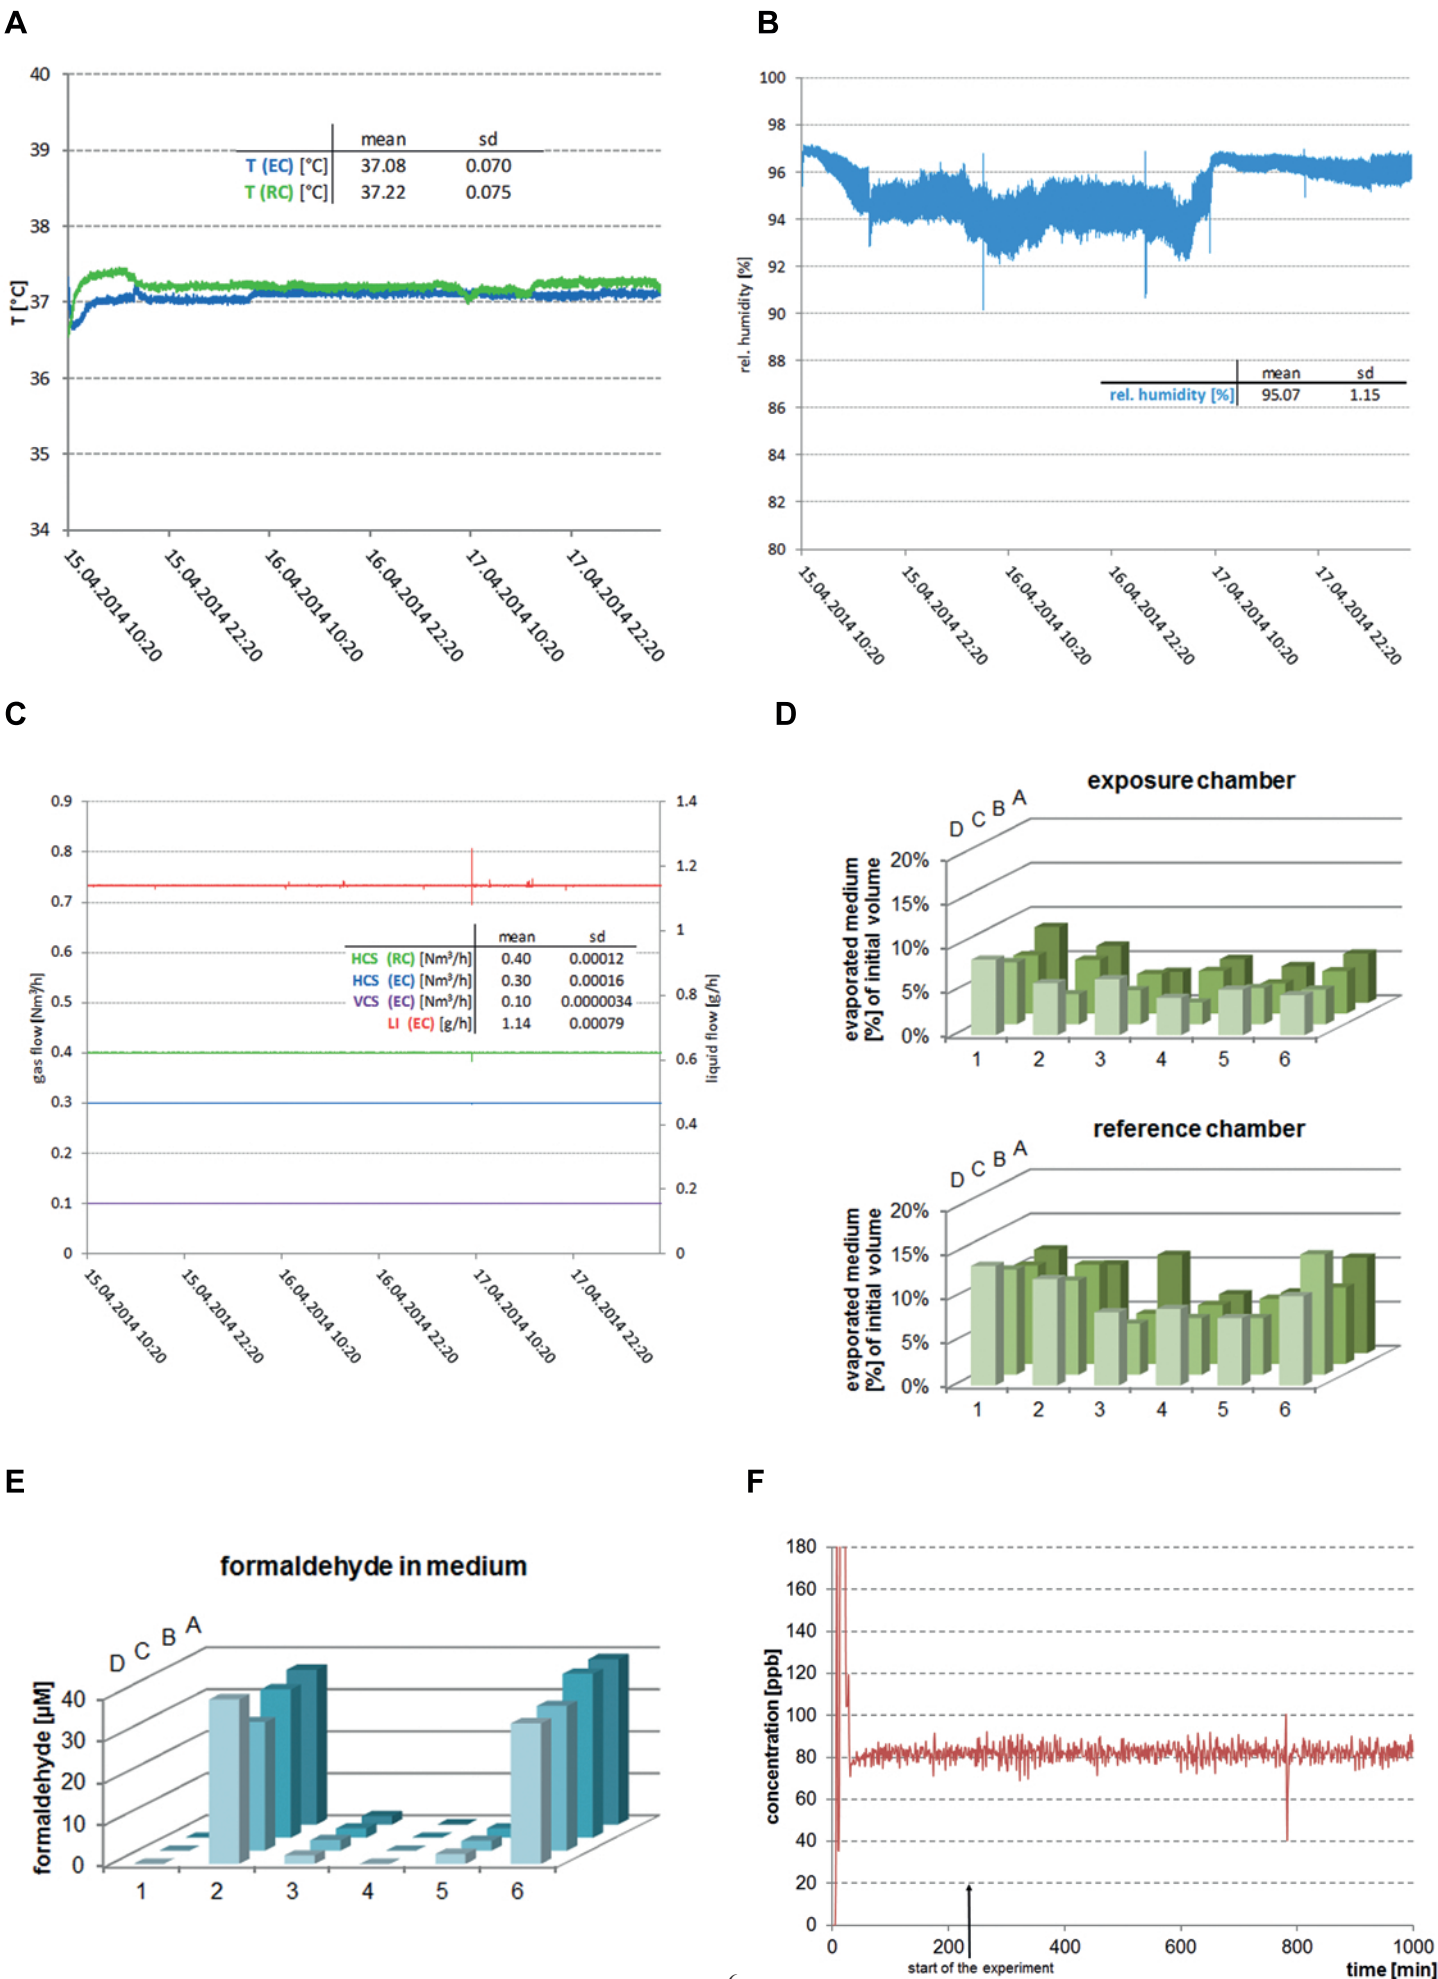

**S1-Fig. 3: Exposure to 0.1 ppm formaldehyde, experiment no. 3.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E). In addition, the concentration in the atmosphere of the exposure chamber was measured (F).

**S1-Table 3:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C    | B    | A    |   |
|-------|------|------|------|---|
| 9.00  | 8.15 | 8.31 | 8.88 | 1 |
| 0.00  | 6.92 | 6.69 | 7.96 | 2 |
| 6.08  | 4.65 | 4.73 | 6.35 | 3 |
| 13.04 | 4.58 | 4.50 | 6.04 | 4 |
| 5.65  | 5.00 | 5.92 | 6.50 | 5 |
| 6.88  | 6.77 | 8.31 | 6.77 | 6 |

**(B) Reference chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C    | B     | A     |   |
|-------|------|-------|-------|---|
| 11.15 | 9.19 | 10.54 | 10.27 | 1 |
| 10.27 | 8.38 | 30.15 | 8.31  | 2 |
| 8.15  | 6.96 | 5.15  | 4.15  | 3 |
| 6.96  | 5.73 | 5.77  | 5.31  | 4 |
| 8.77  | 6.85 | 6.69  | 7.15  | 5 |
| 9.04  | 6.92 | 7.15  | 6.58  | 6 |

**(C) Exposure chamber**Formaldehyde [ $\mu\text{M}$ ]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
|       |       |       |       | 1 |
| 35.65 | 35.65 | 36.49 | 37.00 | 2 |
| 1.18  | 1.85  | 1.18  | 1.68  | 3 |
| 2.35  | 1.68  | 1.35  | 1.35  | 4 |
| 1.51  | 35.15 | 34.47 | 35.99 | 5 |
|       |       |       |       | 6 |

S1-Fig. 3: 0.1 ppm exposure, experiment no.3

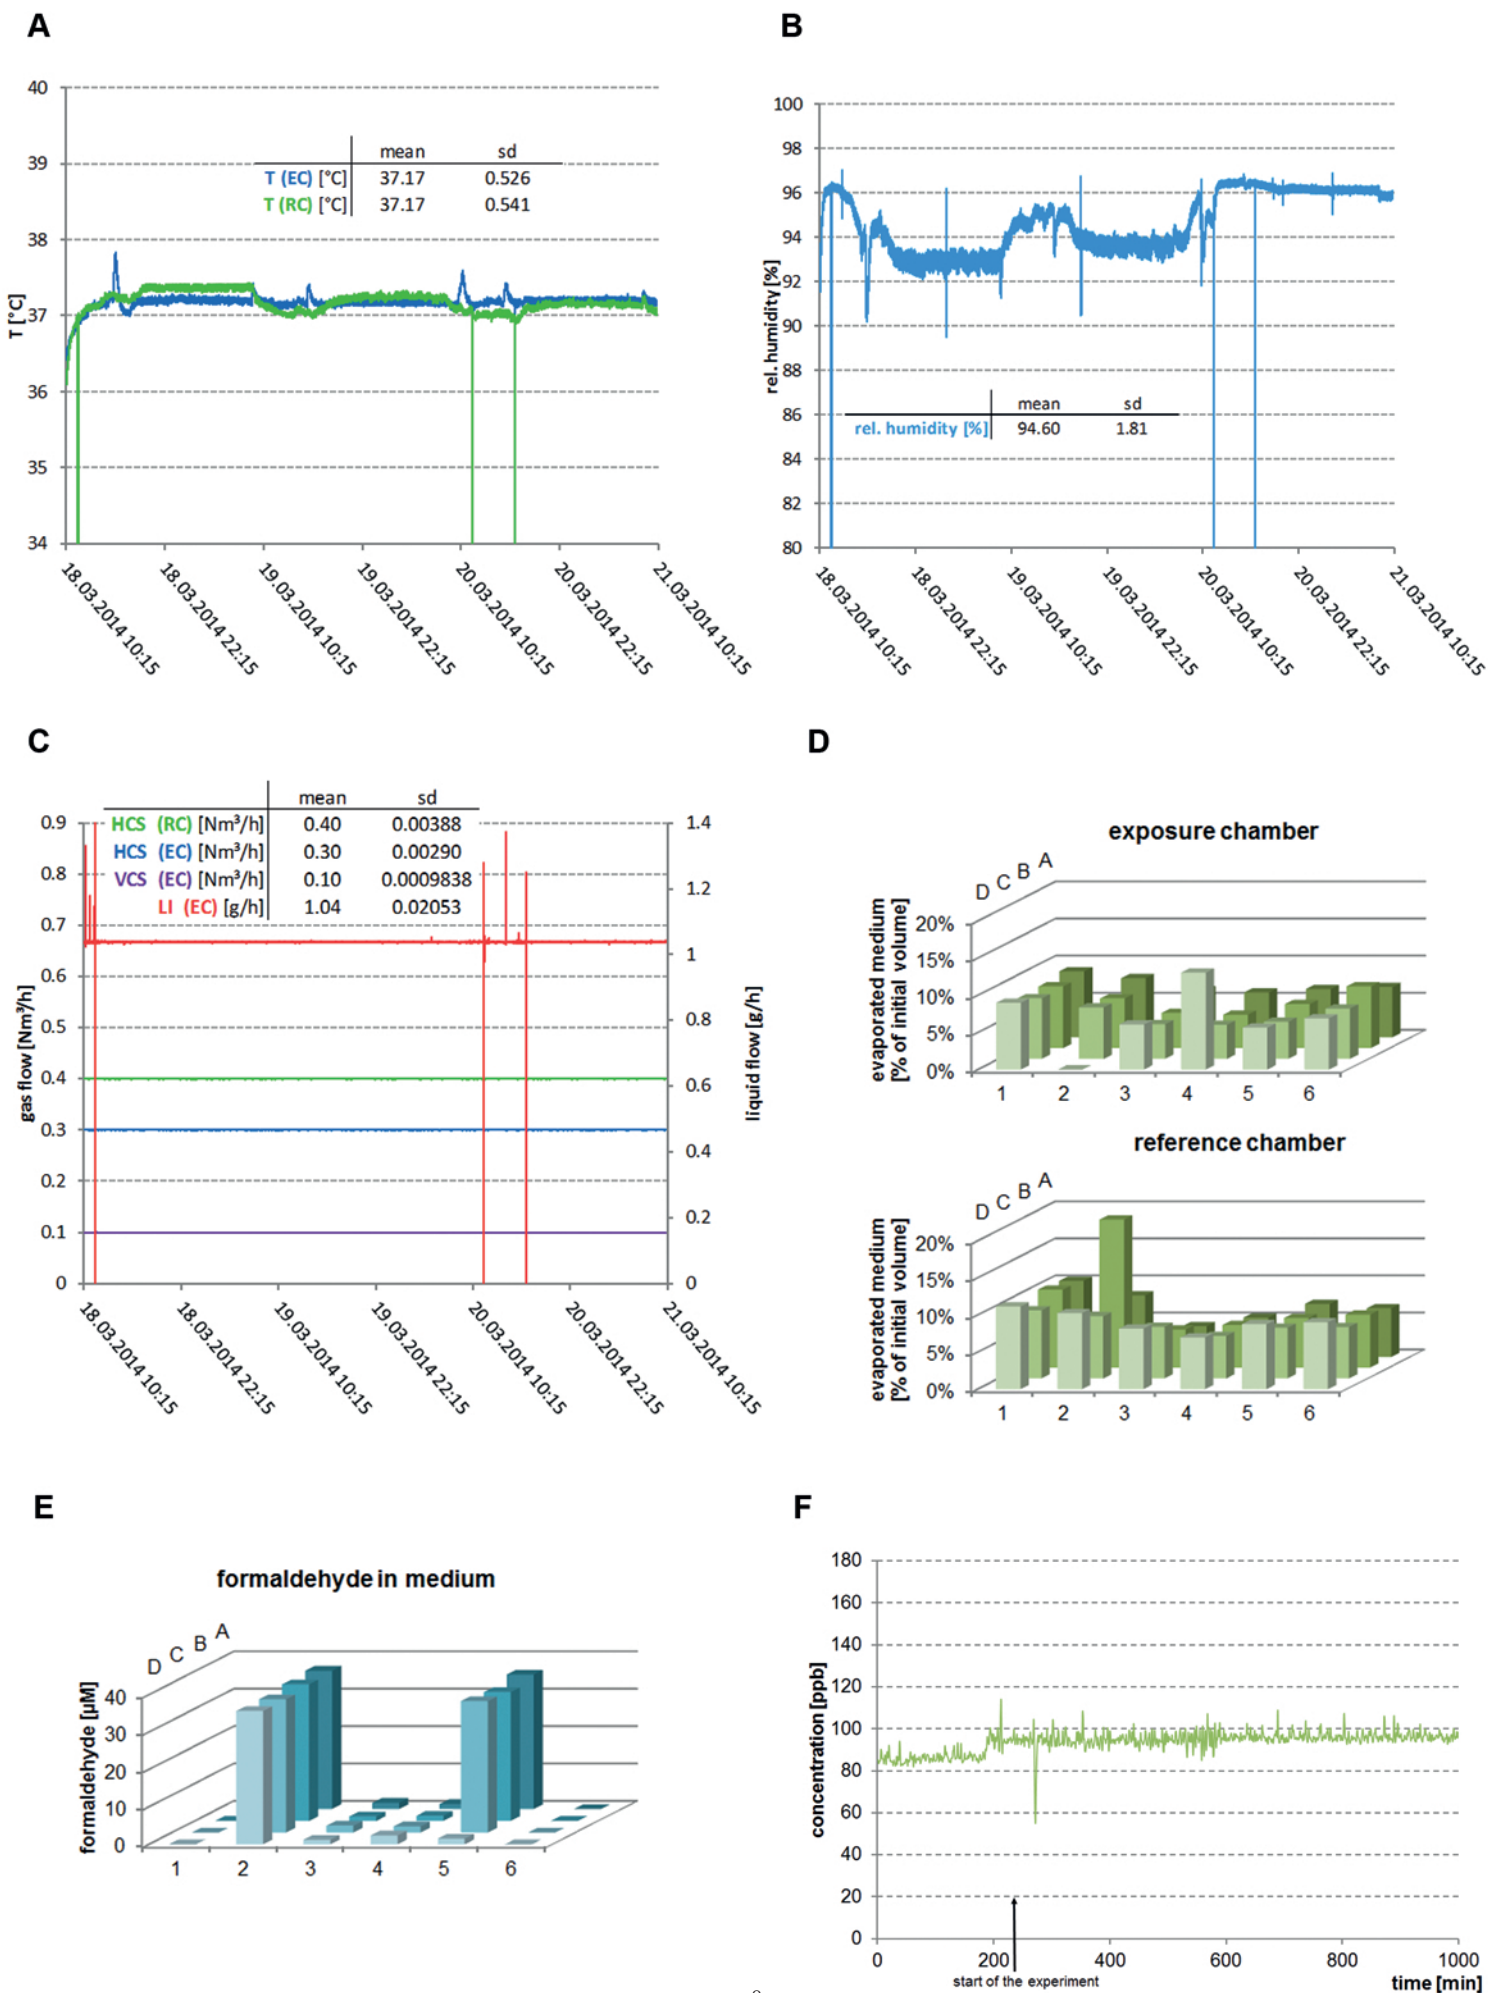

**S1-Fig. 4: Exposure to 0.5 ppm formaldehyde, experiment no. 1.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E).

**S1-Table 4:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 6.80  | 6.35  | 6.87  | 7.27  | 1 |
| 7.73  | 6.18  | 6.79  | 7.04  | 2 |
| 6.50  | 5.44  | 6.36  | 7.63  | 3 |
| 6.32  | 6.38  | 5.82  | 6.47  | 4 |
| 7.57  | 7.34  | 7.59  | 8.43  | 5 |
| 11.43 | 10.88 | 10.48 | 12.07 | 6 |

**(B) Reference chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 8.54  | 7.97  | 8.16  | 8.35  | 1 |
| 8.04  | 7.42  | 7.85  | 8.58  | 2 |
| 5.09  | 4.31  | 4.20  | 5.07  | 3 |
| 5.75  | 5.09  | 5.88  | 4.88  | 4 |
| 9.74  | 9.40  | 9.47  | 10.36 | 5 |
| 13.43 | 14.01 | 16.35 | 16.12 | 6 |

**(C) Exposure chamber**Formaldehyde [ $\mu\text{M}$ ]

| D      | C      | B      | A      |   |
|--------|--------|--------|--------|---|
|        |        |        |        | 1 |
| 234.76 | 200.96 | 194.40 | 202.98 | 2 |
| 8.41   | 3.03   | 3.03   | 5.55   | 3 |
| 5.55   | 4.88   | 5.21   | 8.58   | 4 |
| 232.40 | 201.63 | 204.99 | 219.29 | 5 |
|        |        |        |        | 6 |

S1-Fig.4: 0.5 ppm exposure, no.1

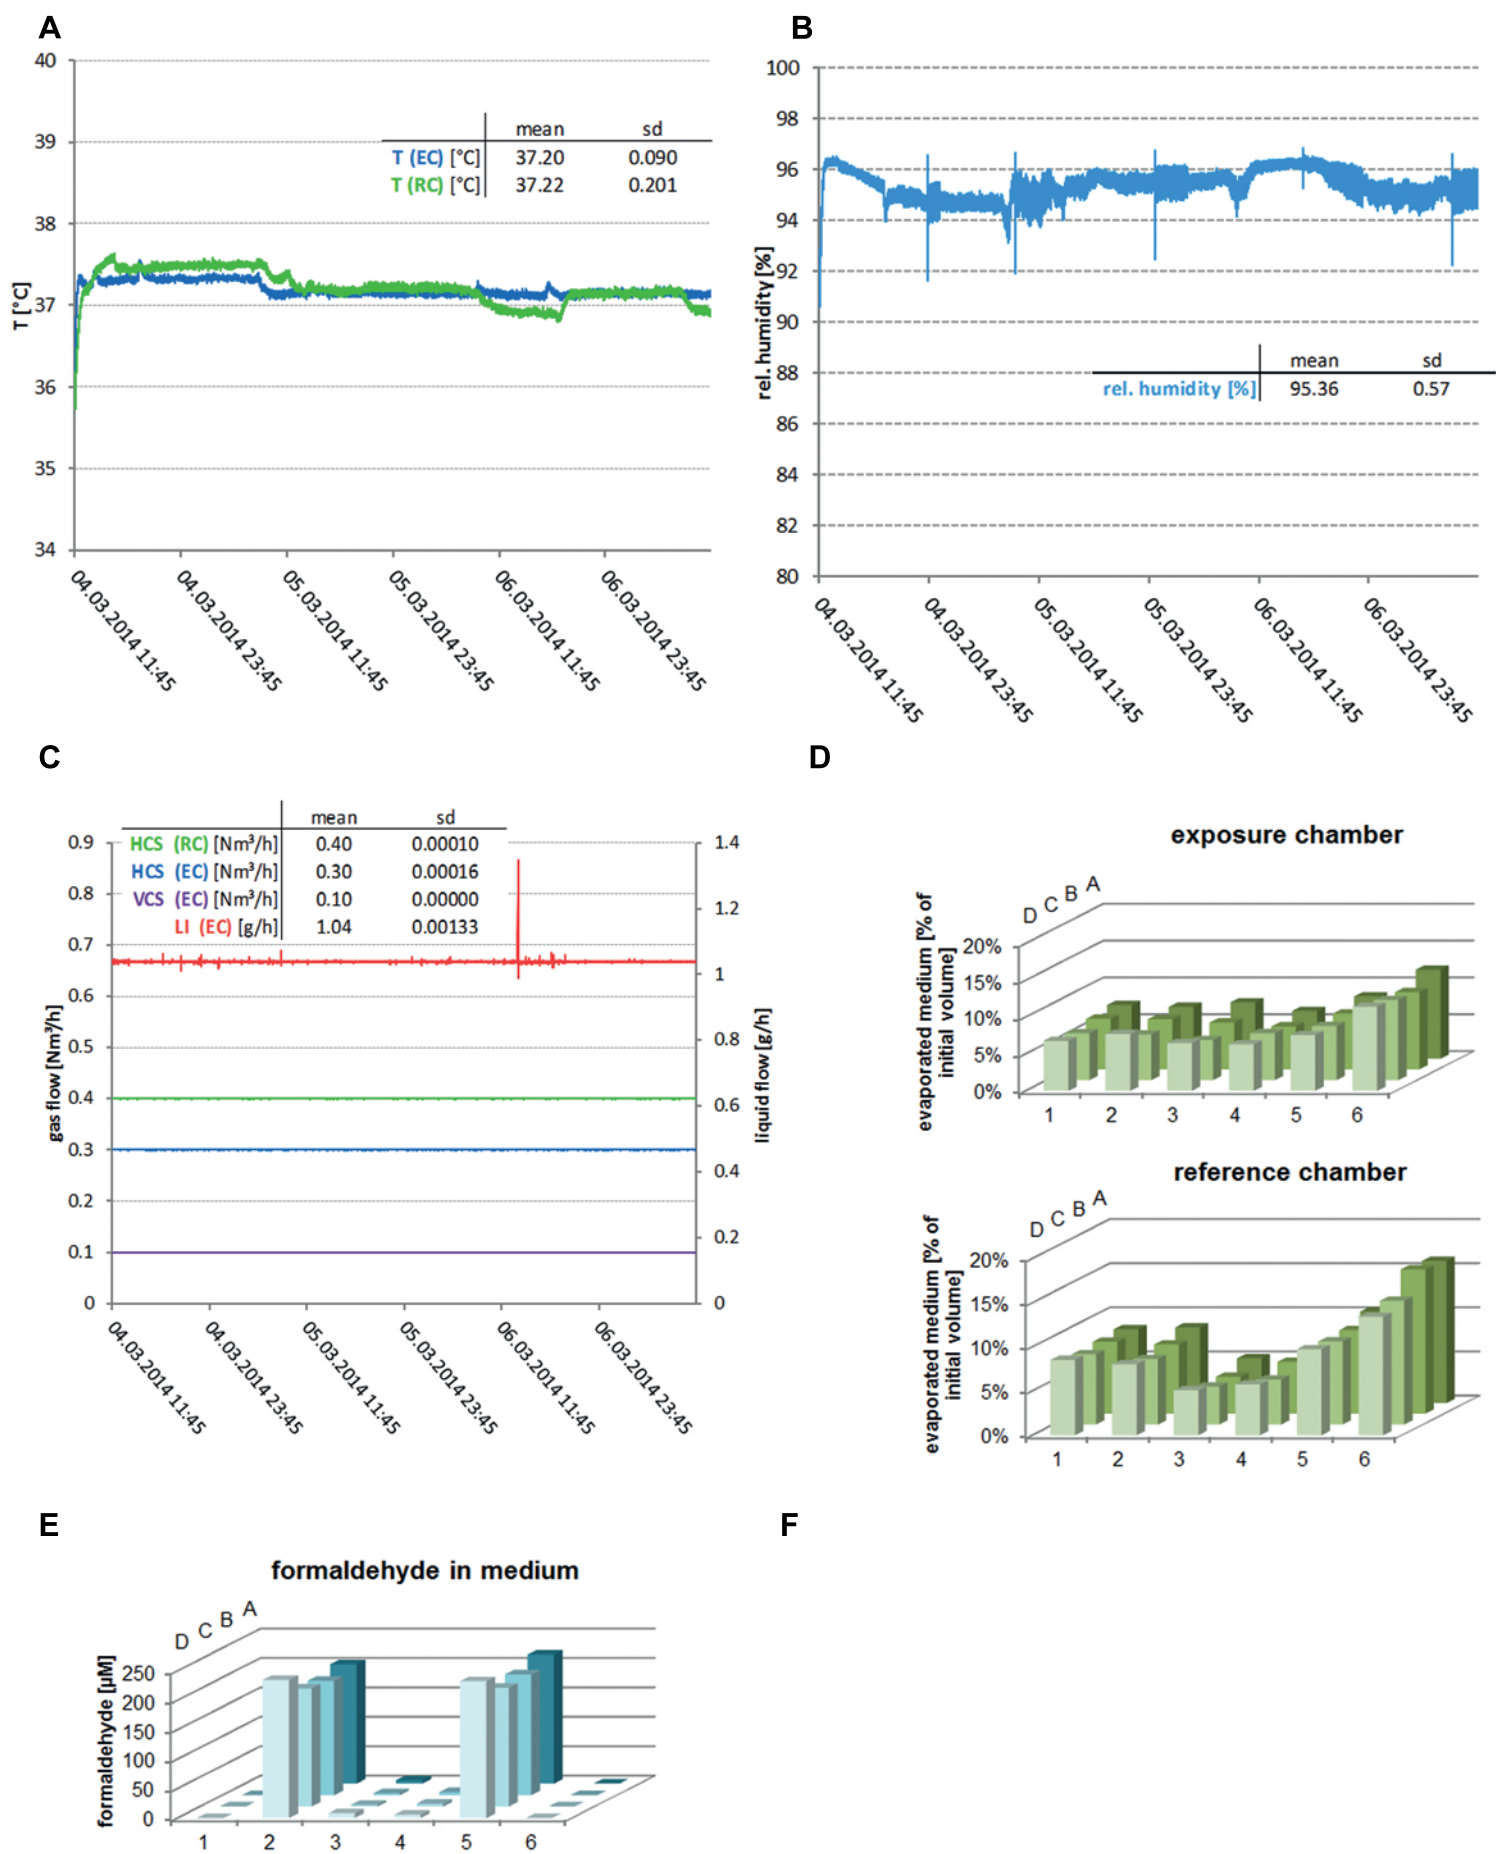

**S1-Fig. 5: Exposure to 0.5 ppm formaldehyde, experiment no. 2.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E).

**S1-Table 5:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium

[% of initial volume]

| D    | C    | B    | A     |   |
|------|------|------|-------|---|
| 8.06 | 7.93 | 7.91 | 9.23  | 1 |
| 7.46 | 6.68 | 6.84 | 14.46 | 2 |
| 6.58 | 5.40 | 4.91 | 4.91  | 3 |
| 5.84 | 5.15 | 4.52 | 5.36  | 4 |
| 7.81 | 4.34 | 4.99 | 6.72  | 5 |
| 7.65 | 7.02 | 7.23 | 14.86 | 6 |

**(B) Reference chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 12.92 | 11.04 | 10.32 | 10.62 | 1 |
| 10.98 | 10.47 | 10.27 | 9.17  | 2 |
| 8.41  | 7.52  | 7.54  | 7.23  | 3 |
| 7.31  | 8.23  | 7.50  | 7.08  | 4 |
| 11.33 | 6.48  | 5.24  | 6.15  | 5 |
| 11.49 | 9.08  | 10.04 | 10.00 | 6 |

**(C) Exposure chamber**Formaldehyde [ $\mu\text{M}$ ]

| D      | C      | B      | A      |   |
|--------|--------|--------|--------|---|
|        |        |        |        | 1 |
| 197.43 | 198.60 | 198.94 | 198.60 | 2 |
| 3.20   | 2.02   | 2.19   | 2.86   | 3 |
|        |        |        |        | 4 |
|        |        |        |        | 5 |
|        |        |        |        | 6 |

S1-Fig.5: 0.5 ppm exposure, no.2

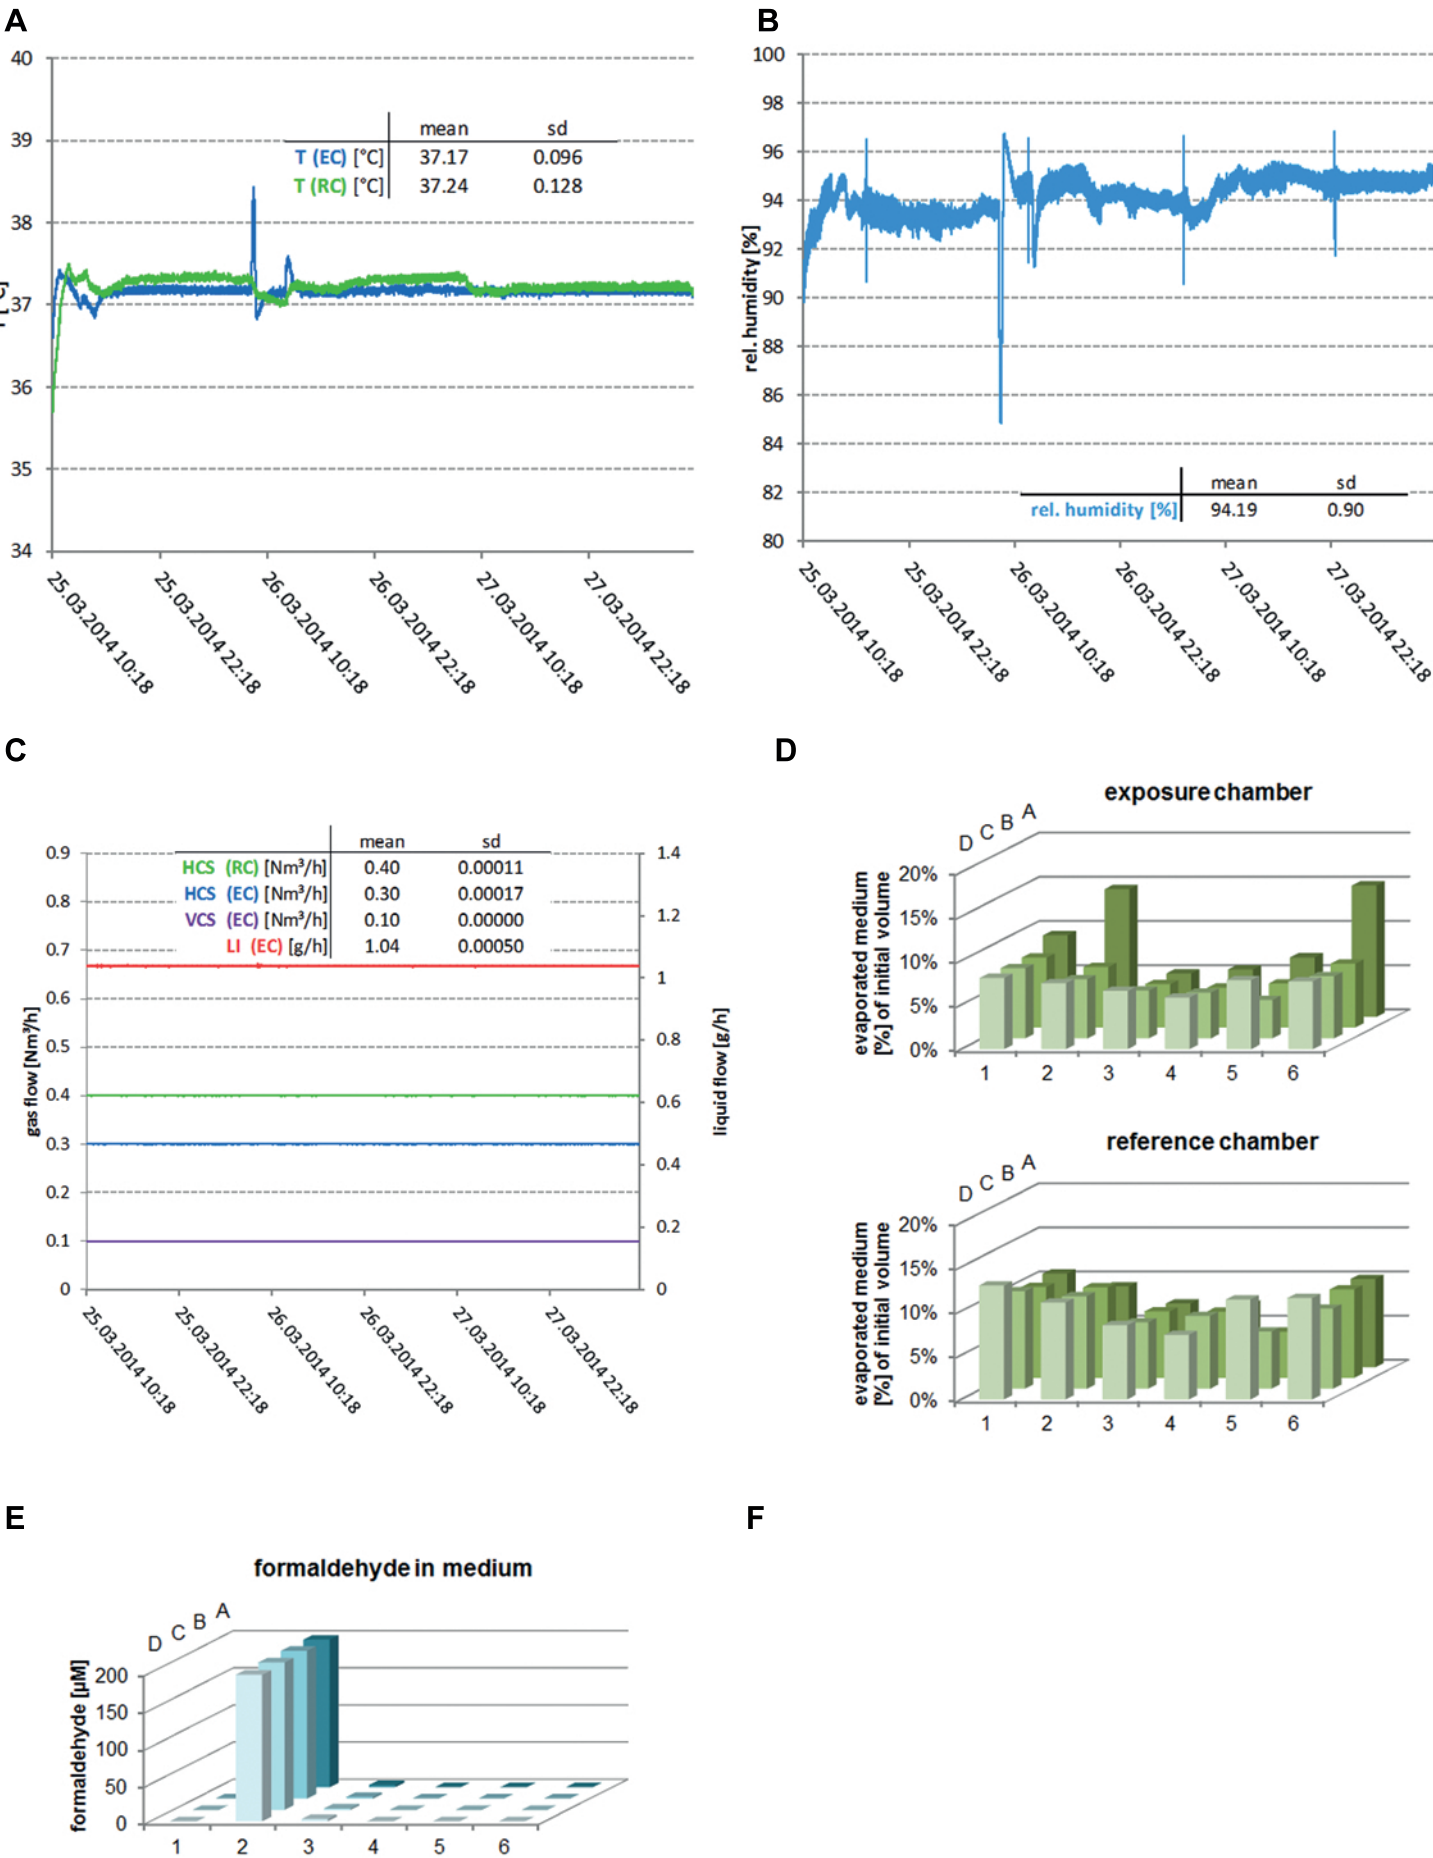

**S1-Fig. 6: Exposure to 0.5 ppm formaldehyde, experiment no. 3.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure. At the end of the experiment, the amount of dissolved formaldehyde [ $\mu\text{M}$ ] in medium was measured in selected wells (E). In addition, the concentration in the atmosphere of the exposure chamber was measured (F).

**S1-Table 6:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only). The amount of dissolved formaldehyde [ $\mu\text{M}$ ] in the medium is shown in (C).

**(A) Exposure chamber**

Amount of evaporated medium

[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 7.17 | 6.21 | 6.68 | 6.37 | 1 |
| 6.00 | 4.00 | 6.27 | 5.71 | 2 |
| 2.81 | 4.48 | 2.96 | 2.69 | 3 |
| 4.08 | 3.59 | 4.10 | 5.16 | 4 |
| 3.69 | 3.65 | 3.11 | 3.55 | 5 |
| 5.37 | 5.97 | 5.36 | 4.98 | 6 |

**(B) Reference chamber**

Amount of evaporated medium

[% of initial volume]

| D     | C     | B     | A    |   |
|-------|-------|-------|------|---|
| 11.17 | 10.82 | 10.77 | 9.65 | 1 |
| 9.12  | 8.46  | 7.58  | 9.18 | 2 |
| 6.35  | 5.22  | 6.18  | 5.73 | 3 |
| 6.17  | 5.13  | 5.38  | 5.09 | 4 |
| 6.69  | 6.23  | 5.18  | 5.38 | 5 |
| 9.72  | 8.37  | 7.74  | 8.32 | 6 |

**(C) Exposure chamber**Formaldehyde [ $\mu\text{M}$ ]

| D      | C      | B      | A      |   |
|--------|--------|--------|--------|---|
|        |        |        |        | 1 |
| 210.04 | 180.44 | 211.22 | 214.24 | 2 |
| 4.04   | 2.86   | 3.03   | 3.87   | 3 |
|        |        |        |        | 4 |
| 4.37   | 2.19   | 2.86   | 3.53   | 5 |
| 193.39 | 209.20 | 210.88 | 214.41 | 6 |

S1-Fig.6: 0.5 ppm exposure, no.3

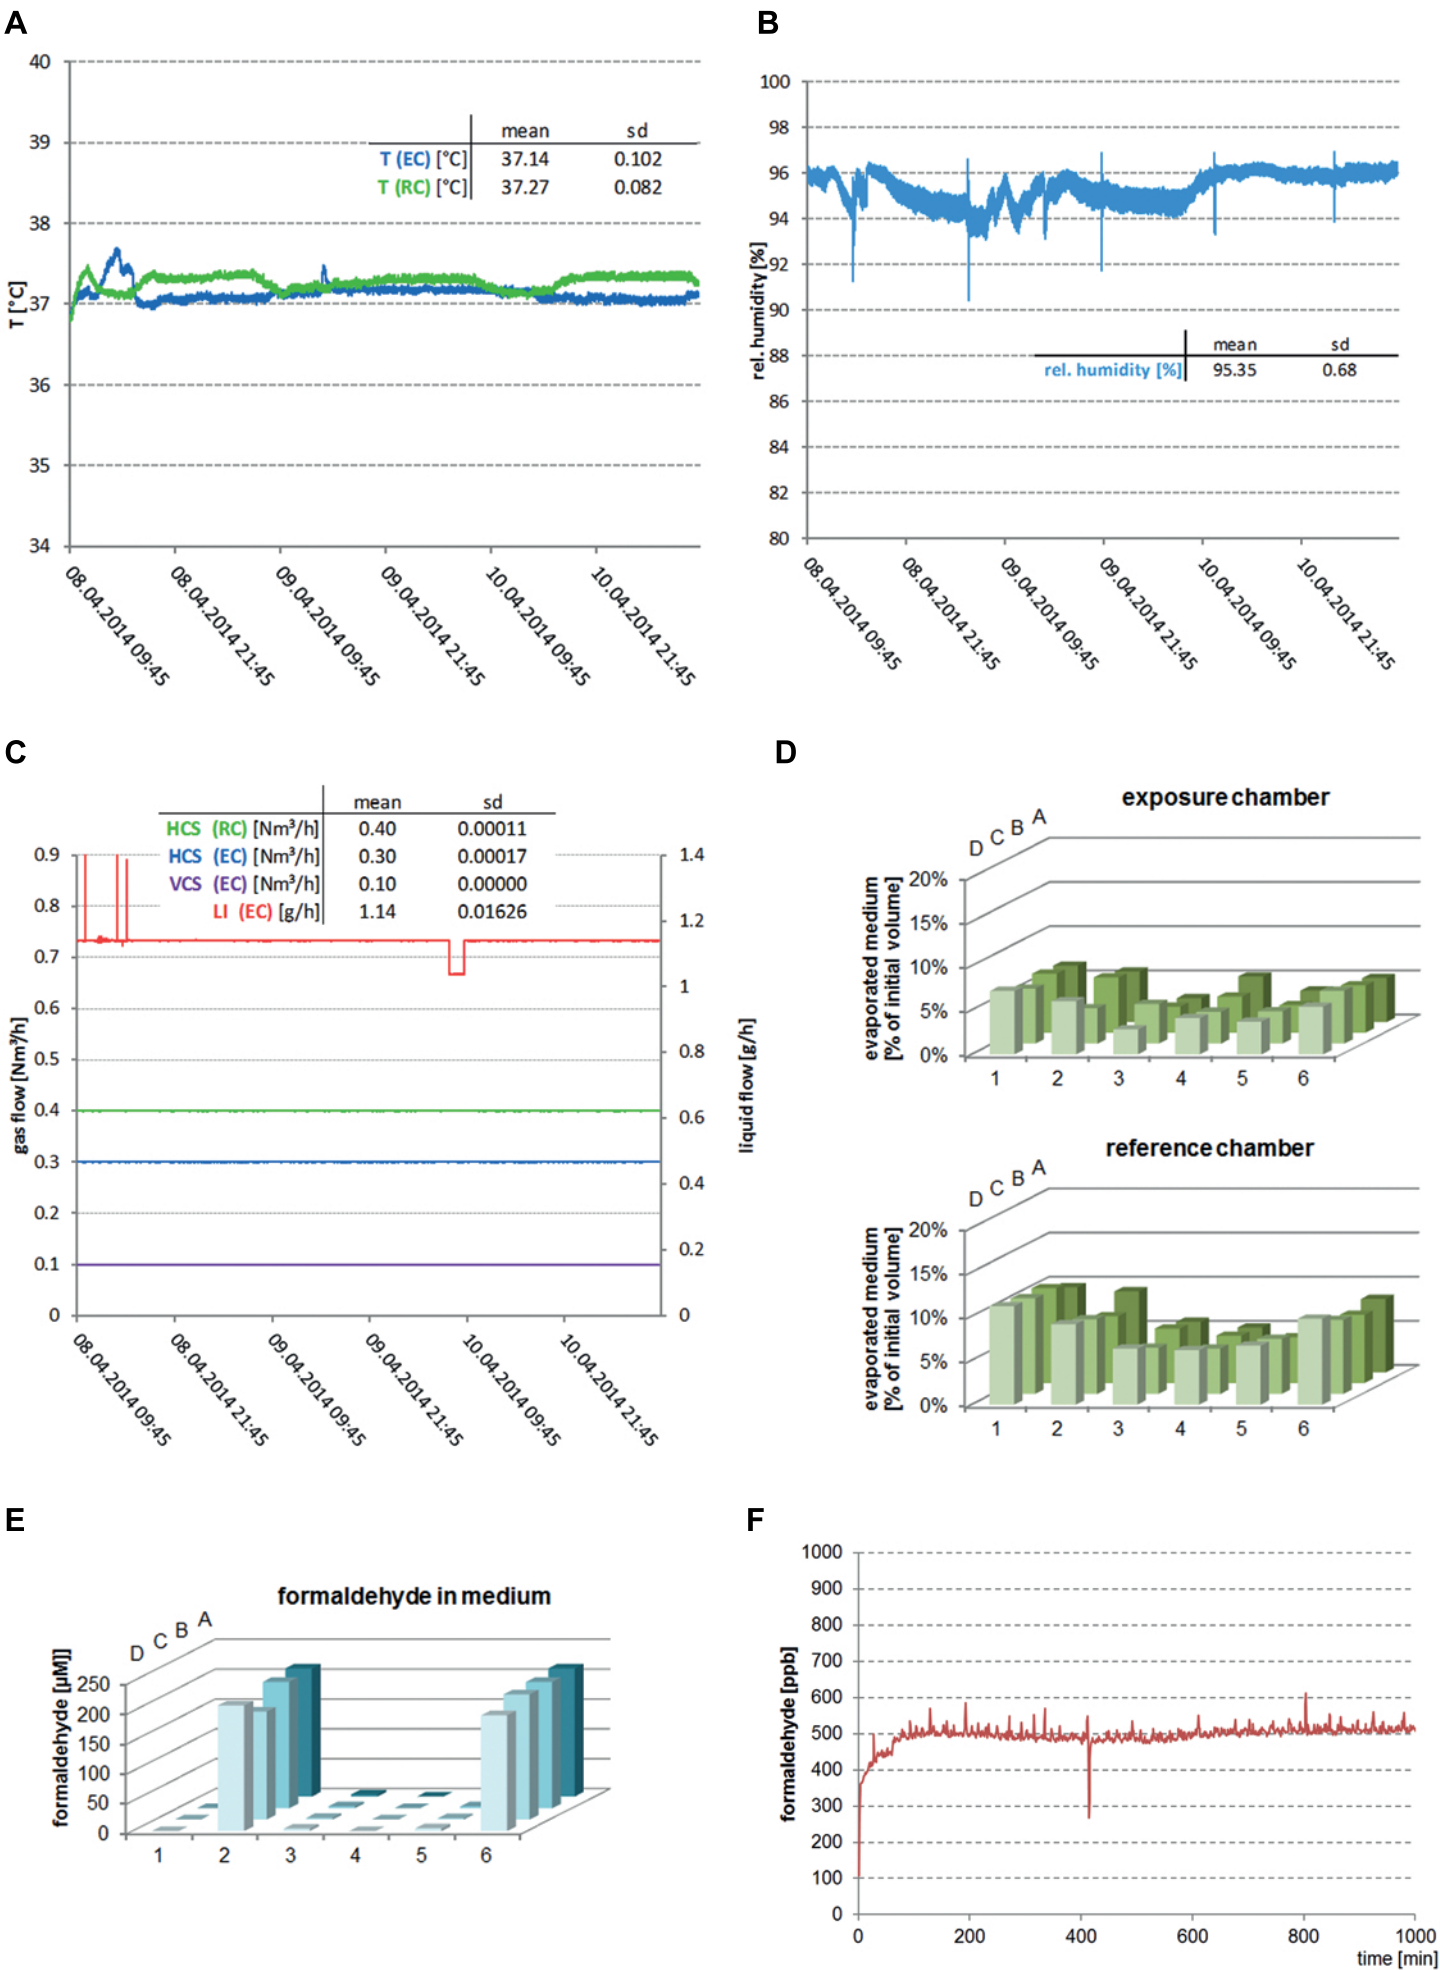

**S1-Fig. 7: Exposure to 0.0 ppm formaldehyde, experiment no. 1.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure.

**S1-Table 7:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only).

**(A) Exposure chamber**

Amount of evaporated medium  
[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 8.51 | 7.01 | 6.58 | 8.57 | 1 |
| 5.88 | 3.40 | 6.07 | 6.45 | 2 |
| 6.30 | 3.86 | 4.46 | 3.49 | 3 |
| 4.20 | 2.47 | 4.81 | 4.93 | 4 |
| 5.13 | 4.10 | 3.40 | 4.13 | 5 |
| 4.51 | 3.90 | 4.76 | 5.55 | 6 |

**(B) Reference chamber**

Amount of evaporated medium  
[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 13.53 | 11.92 | 11.14 | 11.74 | 1 |
| 12.04 | 10.65 | 11.26 | 10.04 | 2 |
| 8.27  | 5.77  | 5.69  | 11.15 | 3 |
| 8.65  | 6.41  | 6.68  | 6.68  | 4 |
| 7.62  | 6.42  | 7.38  | 6.88  | 5 |
| 10.12 | 13.62 | 8.65  | 10.83 | 6 |

S1-Fig.7: 0 ppm exposure, no.1

A

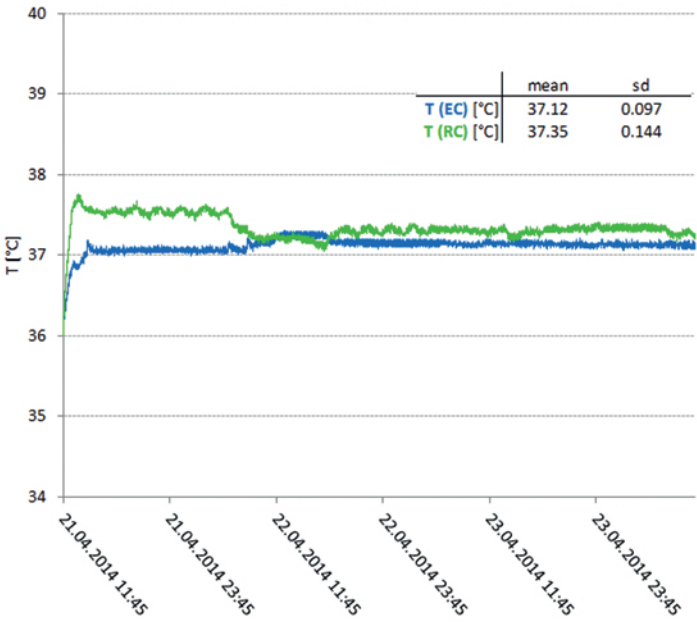

B

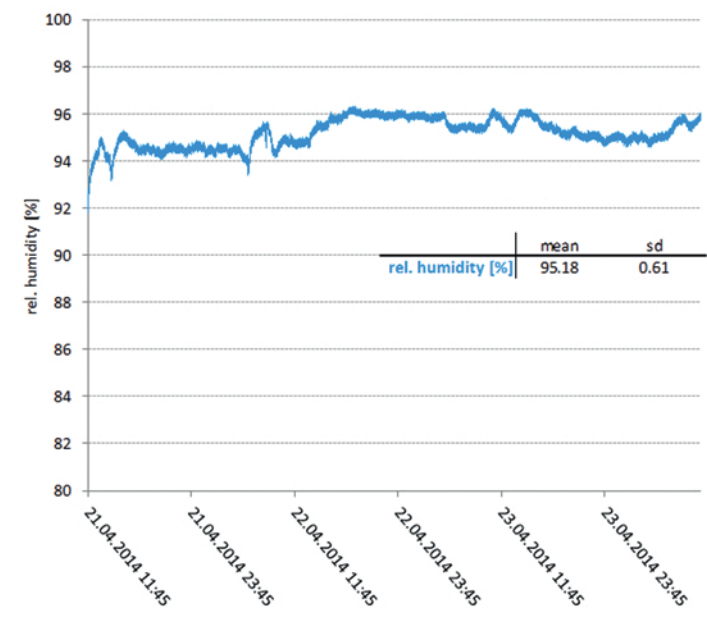

C

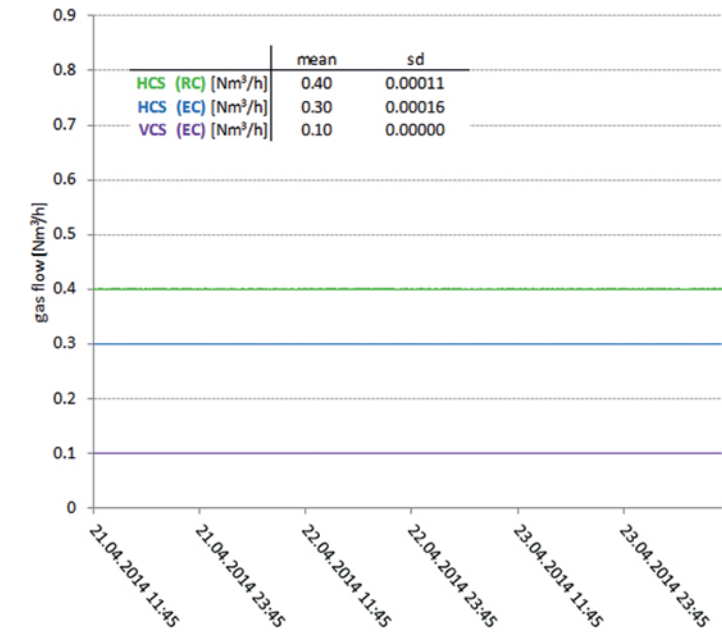

D

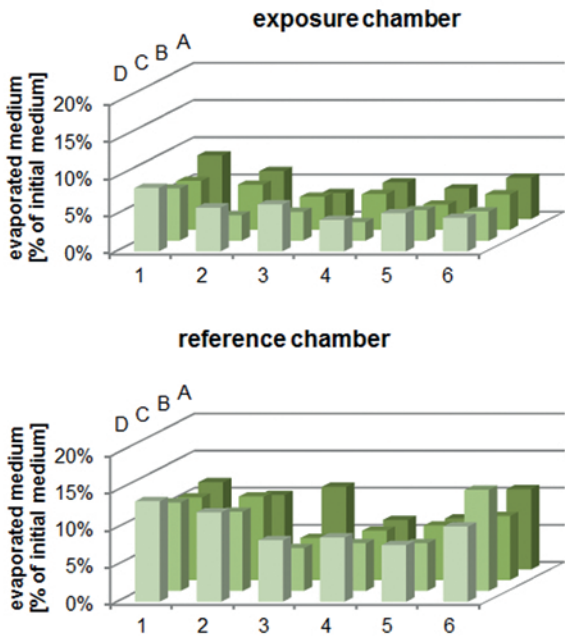

**S1-Fig. 8: Exposure to 0.0 ppm formaldehyde, experiment no. 2.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure.

**S1-Table 8:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only).

**(A) Exposure chamber**

Amount of evaporated medium  
[% of initial volume]

| D     | C     | B     | A     |   |
|-------|-------|-------|-------|---|
| 10.15 | 11.31 | 10.23 | 12.05 | 1 |
| 6.73  | 5.88  | 6.54  | 6.54  | 2 |
| 1.73  | 2.77  | 2.65  | 3.08  | 3 |
| 3.50  | 2.42  | 2.65  | 3.13  | 4 |
| 6.31  | 4.19  | 4.00  | 5.23  | 5 |
| 8.08  | 7.31  | 7.23  | 7.55  | 6 |

**(B) Reference chamber**

Amount of evaporated medium  
[% of initial volume]

| D     | C    | B    | A     |   |
|-------|------|------|-------|---|
| 9.05  | 9.73 | 8.46 | 11.15 | 1 |
| 9.00  | 6.68 | 6.35 | 6.49  | 2 |
| 3.12  | 2.42 | 3.15 | 3.19  | 3 |
| 3.85  | 3.26 | 3.01 | 3.28  | 4 |
| 8.64  | 5.23 | 5.03 | 4.88  | 5 |
| 11.29 | 6.47 | 7.03 | 7.13  | 6 |

S1-Fig.8: 0 ppm exposure, no.2

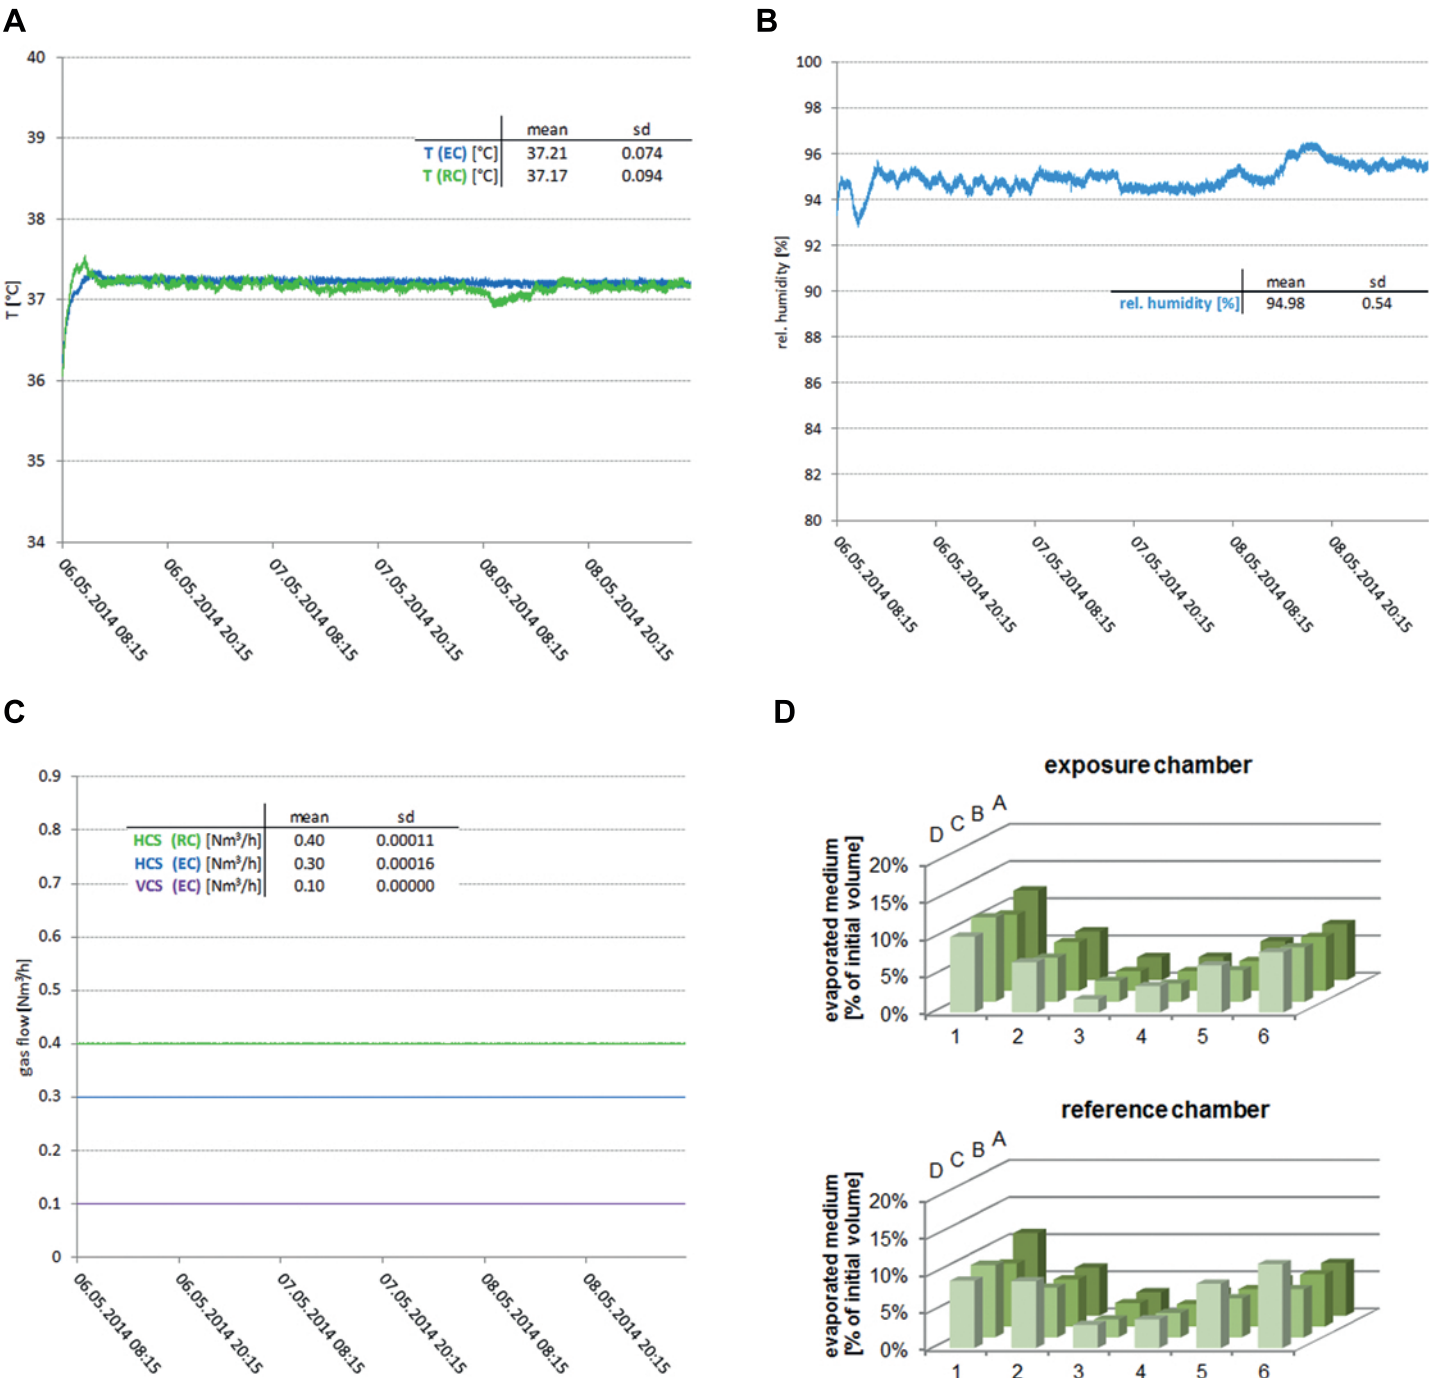

**S1-Fig. 9: Exposure to 0.0 ppm formaldehyde, experiment no. 3.**

Process control data were recorded continuously during the experiment and include (A) temperatures in the exposure chamber (EC, blue line) and in the reference chamber (RC, green line), (B) relative humidity in the exposure chamber and (C) gas flows (HCS: humidified carrier stream; VCS: vaporized carrier stream). Evaporated medium is shown as percentage of initial filling level of the individual wells of a 24-well plate of the exposure (upper D) and of the reference chamber (lower D) after 72 h of exposure.

**S1-Table 9:** Evaporated media (% of initial volume) in the exposure (A) and the reference chamber (B) in each individual well of a 24-well plate after 72 h of exposure (grey = wells with transwell inserts, white = medium filling only).

**(A) Exposure chamber**

Amount of evaporated medium

[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 8.51 | 8.13 | 8.00 | 8.24 | 1 |
| 7.73 | 6.20 | 7.39 | 7.31 | 2 |
| 4.83 | 3.90 | 3.09 | 3.12 | 3 |
| 4.50 | 4.62 | 3.27 | 2.63 | 4 |
| 7.58 | 6.38 | 6.02 | 6.54 | 5 |
| 8.08 | 7.69 | 7.40 | 5.32 | 6 |

**(B) Reference chamber**

Amount of evaporated medium

[% of initial volume]

| D    | C    | B    | A    |   |
|------|------|------|------|---|
| 7.73 | 6.54 | 7.15 | 7.91 | 1 |
| 6.19 | 5.35 | 5.08 | 5.93 | 2 |
| 3.08 | 3.73 | 2.65 | 2.35 | 3 |
| 1.92 | 2.54 | 2.31 | 2.54 | 4 |
| 5.50 | 5.00 | 5.31 | 5.27 | 5 |
| 7.73 | 7.31 | 6.77 | 7.46 | 6 |

S1-Fig.9: 0 ppm exposure, no.3

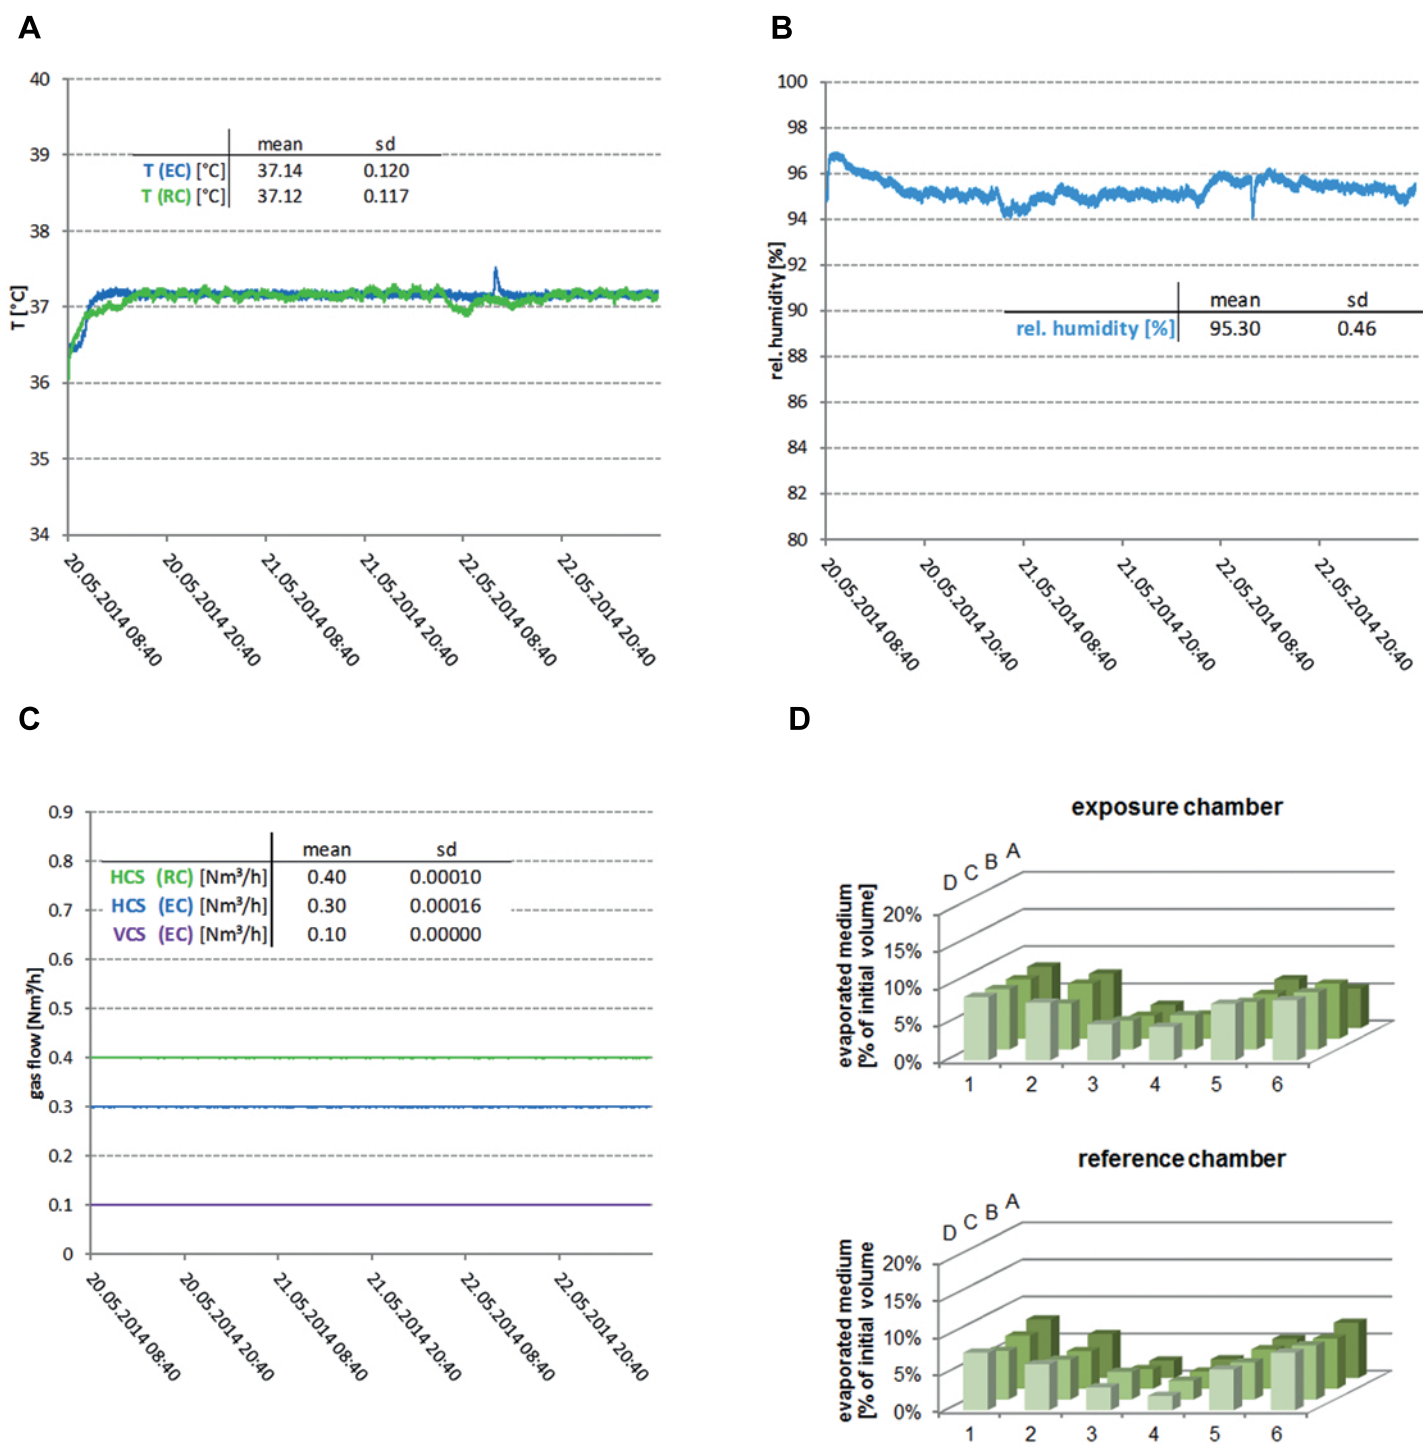

**S1-Fig. 10:** Calibration of the Aerolaser 4021 and control measurements. (A) For the calibration, the 5 volt signal is set to 0 V at zero level and to 4 V at 500 ppb formaldehyde (blue). The green line represents control measurement in the exposure chamber for which the exposure platform's setpoint was adjusted at 500 ppb, showing the reliability of the dosing and exposure. (B) Comparison between the zero-level calibration (red) for which the zero air is supplied internally by the Aerolaser system by a very effective catalyst (potential formaldehyde contained in ambient air is held back in adsorbing material) and the baseline level of formaldehyde traces in the air fed into the platform (purple), which had an approximate formaldehyde concentration of 4.5 ppb.

**S1-Fig.10**

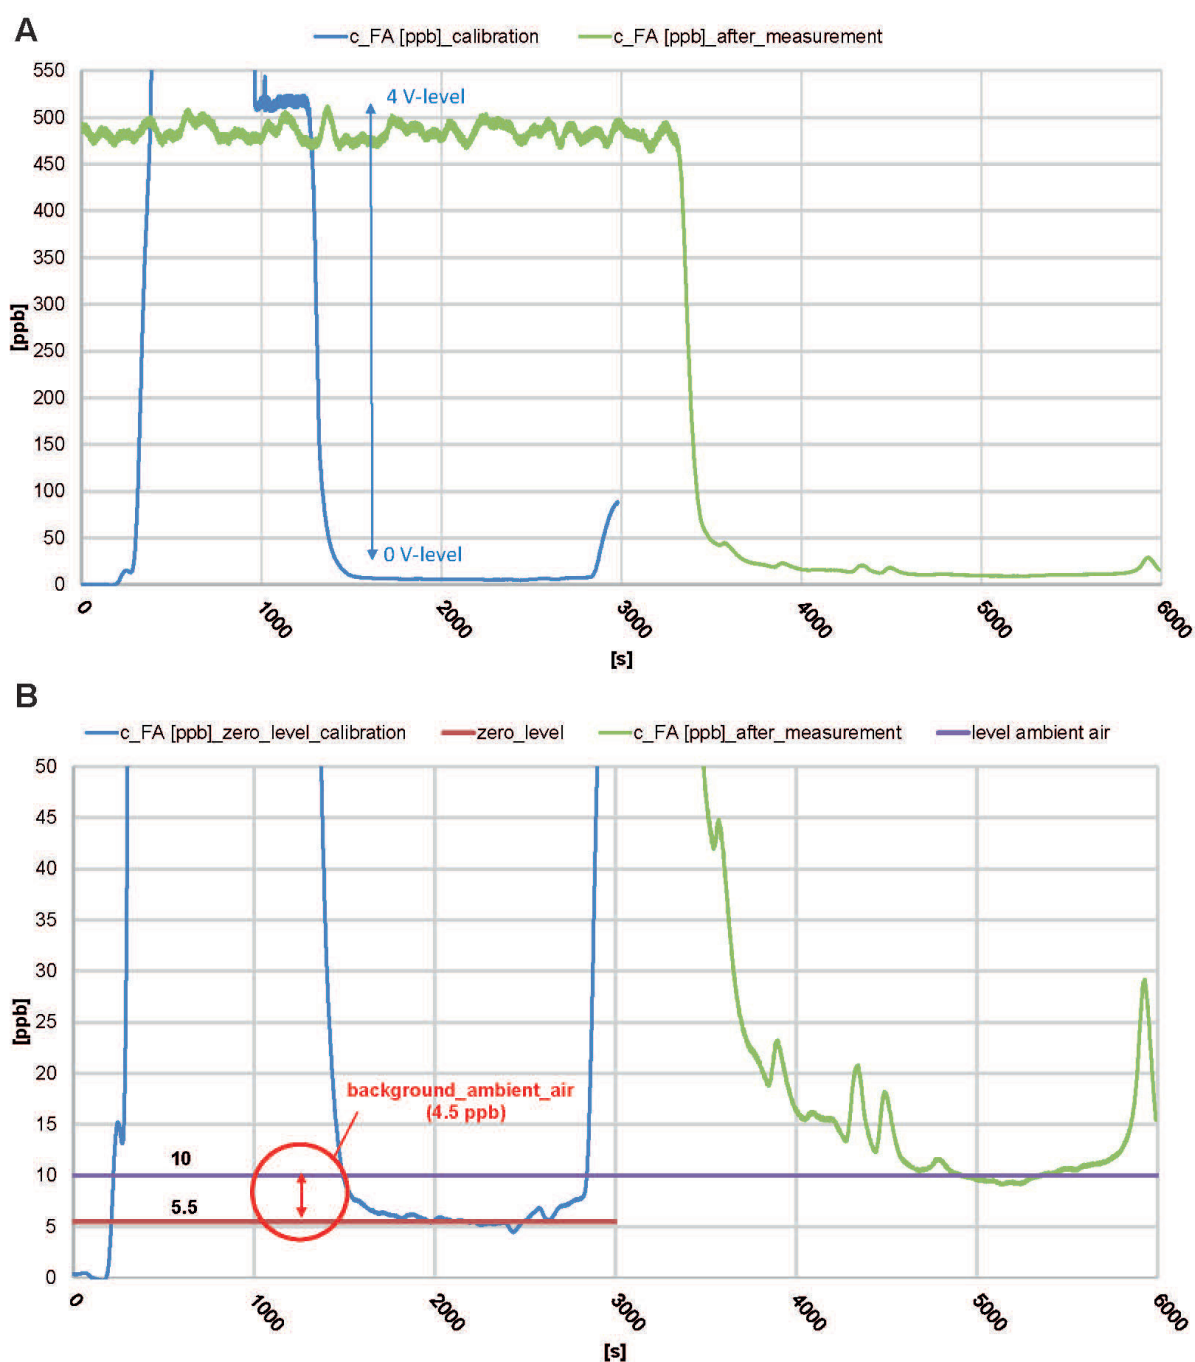

## Supplemental file S2

### Manuscript title

Cellular reactions to long-term volatile organic compound (VOC) exposures

### Authors

Johanna M Gostner<sup>1\*</sup>, Johannes Zeisler<sup>1,2,†</sup>, Mohammad Tauqeer Alam<sup>3</sup>, Peter Gruber<sup>1</sup>, Dietmar Fuchs<sup>4</sup>, Kathrin Becker<sup>4</sup>, Kerstin Neubert<sup>5,++</sup>, Markus Kleinhapfl<sup>2</sup>, Stefan Martini<sup>2</sup>, Florian Überall<sup>1</sup>

<sup>†</sup> current address: Energy and Environmental Technology Group, Fritz Egger GmbH & Co. OG, St. Johann in Tirol, Austria

<sup>++</sup> current address: Department of Mathematics and Computer Science, Freie Universität Berlin, Germany

## Supplemental file S2 – Gene expression

**S2-Fig.1 Analysis of differentially expressed transcripts due to formaldehyde exposure.** An overview of the comparative analysis of distinct treatments to obtain the differentially expressed gene sets can be found in the main manuscript, figure 4 A. Comparisons 1 to 3 (comp1, comp2 and comp3) refer to the cells that were contemporaneously cultivated in the reference chamber, while in comparisons 4 and 5 (comp4, comp5) the samples exposed to 0 ppm formaldehyde in the exposure chamber were used as control. This was done to exclude random background fluctuations due to chamber and time effect. Shown here are the Venn diagrams of the overlap of differentially expressed genes in each comparison using a  $p$ -value cutoff of  $< 0.05$  (A) and using both a fold-change threshold of 2 and a  $p$ -value cutoff of  $< 0.05$  (B). Numbers in bold are the transcripts that are common for 0,1 and 0.5 ppm treatment or individual for each of the exposures (e.g. for A: 18 – common, 312 – 0.1 ppm and 351 – 0.5 ppm exposure).

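Each field of the diagram counts the probesets past the threshold in exactly the comparisons that overlap there. On the deposited signals 1638 probesets passed between the chambers at 0 ppm alone, 1367 at 0.1 ppm and 1334 at 0.5 ppm against the reference chamber alone, and 1205 and 1184 against 0 ppm alone. Probesets past the threshold in both comparisons with 0 ppm and in no other numbered 267, and those in both comparisons with reference chambers and in no other 106. PTOV1-AS2, an antisense RNA, lies in the field for 0.1 ppm, with log2 fold changes of -2.58 (standard error 0.75) and -2.33 (standard error 0.69) there. By the wording of the text, which lets the other concentration show any result, 423 and 431 probesets counted for 0.1 and 0.5 ppm.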

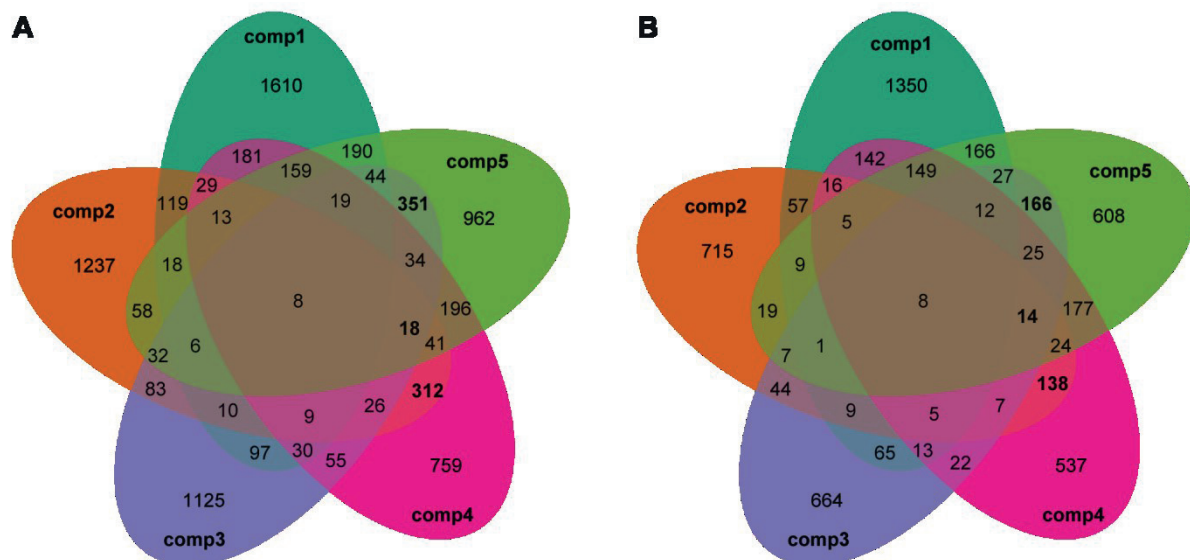

**S2-Fig.2 Common genes – potential exposure markers.** Additional statistical analysis of the potential exposure biomarkers indicated in the common transcript list in Table 3 of the main manuscripts. (A) Venn diagram showing the overlap of the common differentially expressed genes in 0.1 and 0.5 ppm exposure compared with controls in the ANOVA (blue) and the eBayes approach (green). Heatmaps showing the normalized expression of the resulting probesets using ANOVA/Tukey's HSD (B) and eBayes (C) approach. Transcripts marked with an asterisk are hits found with both methods. (RC = reference chamber, EC = exposure chamber).

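GPX3, an extracellular glutathione peroxidase named in the heatmap of the linear model, had log2 fold changes from -0.51 to -0.19 in the 4 comparisons with a control, and none passed the study's threshold. USF2, a transcription factor, had -0.55 to -0.31, and IL18BP, which binds interleukin 18, -1.36 to -0.86, and neither passed it in any of the 4. SPATA6L, -2.78 to -1.46, passed it in all 4. AKNA had 1.51 (standard error 0.28) and 1.52 (standard error 0.38) against 0 ppm, past the threshold, and 2.09 (standard error 0.96) at 0.1 ppm against the reference chamber, not past it. The diagram sets the probesets of both approaches side by side. The linear model counts all 12 untreated arrays as 1 level of treatment, with chamber as another factor. With treatment adjusted for chamber, each concentration is set against the 0 ppm exposure chamber, since every exposed culture came from that chamber.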

**A**

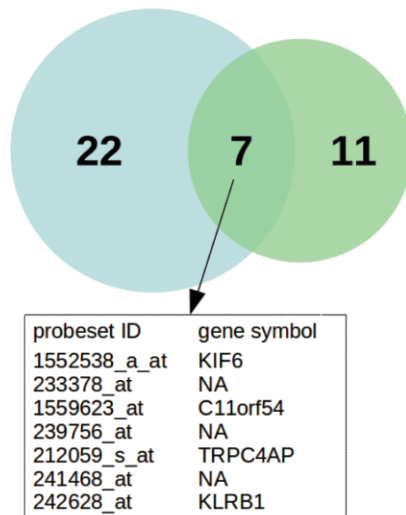

**B**

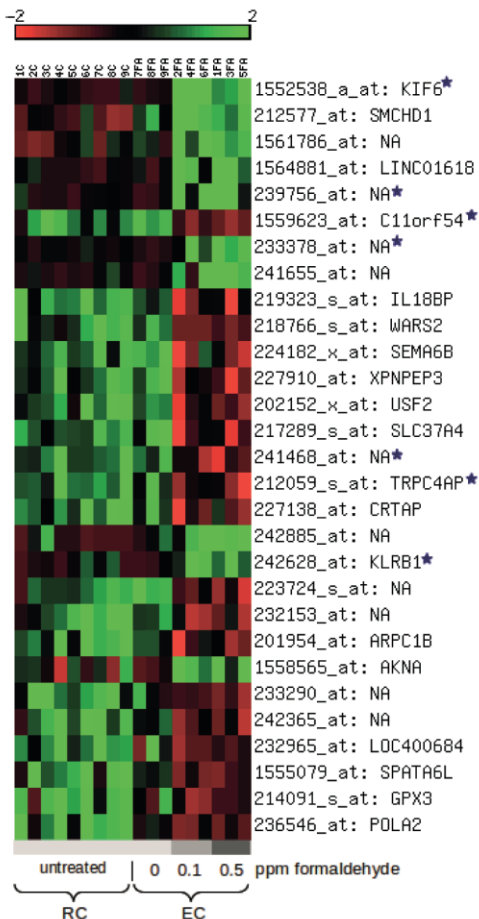

**C**

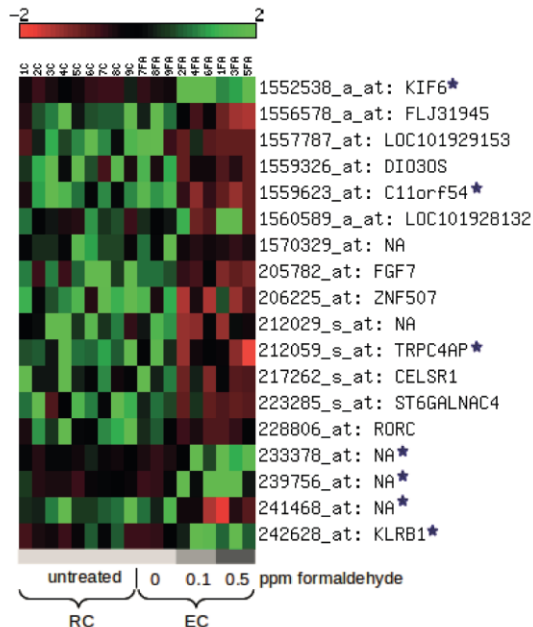

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

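RNA of A549 cells, a human lung carcinoma line kept at the air-liquid interface for 72 h, was hybridized to 18 Affymetrix HG-U133 Plus 2.0 arrays. The samples come from 9 experiments, 3 each with 0, 0.1 and 0.5 ppm formaldehyde in the exposure chamber, with 1 culture from the exposure and 1 from the reference chamber per experiment. This gives 6 groups of 3 arrays, assigned by the labels of the samples. The intensity values of the arrays are used as deposited: the authors amplified the RNA with the NuGEN Applause system, computed MAS5 signals in R on a linear scale and scaled each array to a 2% trimmed mean of 500. The number of arrays limits the precision. No probeset was left out, and no detection calls or raw image files were used.

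Log2 signals of 54675 probesets were compared between groups with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The study's threshold, an unadjusted p under 0.05, was kept, with a Benjamini-Hochberg adjusted p over all probesets beside it. The 5 comparisons of the study set the exposure chamber against the reference chamber at 0, 0.1 and 0.5 ppm, and each concentration in the exposure chamber against 0 ppm. A probeset counted as specific for a concentration when it passed in both of its comparisons and in none of the other 3, and as common when it passed in the 4 comparisons with formaldehyde and not at 0 ppm between the chambers. Fold changes of the study's kind are ratios of mean linear signals, with a threshold of 2. Further comparisons were made of the chamber differences between experiments (exposure minus reference, paired by experiment), of 0.5 against 0.1 ppm, of each concentration against all 12 untreated arrays, and between groups of reference chambers. A two-way linear model of treatment and chamber used a p under 0.005, Tukey's test for both concentrations and a template correlation.

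Of 41097 probesets that name exactly 1 gene, the brightest per gene by mean log2 signal stood for 19775 genes. For 31 lists, with 670 genes of which 603 were measured, camera of limma was run in the 5 comparisons. It used a preset inter-gene correlation of 0.01, and its p was adjusted over 155 tests. Members were counted with p adjusted over all probesets and over the list alone. The lists are formaldehyde and formate handling, lactate dehydrogenases, glutathione and NRF2 targets, metallothioneins, heat shock, unfolded protein and integrated stress response, p53 targets, DNA crosslink repair, cell cycle, apoptosis, inflammatory cytokines, interferon response, surfactant genes, airway mucins, phosphatidylcholine, phosphatidic acid and fatty acid synthesis, cadherins, lung epithelium development, oxygen transport, hydrogen peroxide metabolism, amine and phenol metabolism, retina genes, hypoxia, osmotic stress, xenobiotic metabolism, extracellular matrix, ribosomal proteins, and markers of leukocytes, fibroblasts and erythroid cells. Fisher's exact test, two-sided, compared the lists with the genes specific for each concentration, by any probeset, in 62 tests.

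The lists, the tests, the alternatives and the rule for naming genes were chosen before the data were examined. The rule takes every gene the paper names, whose fold changes in the paper's tables had been seen, and list members past an adjusted p of 0.05. It adds, for each concentration, the 10 genes with the largest mean change among those past both comparisons and not at 0 ppm, with every exposed array on 1 side of all 6 control arrays and a mean signal above the median probeset. For each list described it takes the 2 members with the largest change in the comparison described. Genes outside this rule are said to have been named after their values were seen.

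The alternatives were a fit of all 6 groups, the replicate as a block, the restriction to probesets above the median mean signal, quantile normalization, an offset of 32 before the log, eBayes with a trend, the text's wording of specificity, fold changes from geometric means, unpaired chamber differences, an estimated inter-gene correlation, the mean of a gene's probesets, and leaving out each array in turn. Alternatives added after seeing the data group the arrays by run number, fit the two-way model on linear signals with treatment before chamber, by label or by run number, leave out 2 arrays of low actin signal, or leave out each array for the cell cycle list. The replicate numbers pair the chambers within an experiment and pair nothing between concentrations, where the block is given only as an alternative. The steps were tested on simulated data with known changes, and counts of unchanged data came from 100 simulations with independent probesets. Other splits of the arrays, all 10 for 3 against 3 and 100 drawn otherwise, were counted. So were 100 assignments of the 9 experiments to the concentrations, the real one included.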

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

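The values without single arrays were chosen after the result was seen.

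Genes of the cell cycle, 30 that the paper's text and tables do not name, were higher at 0.1 than at 0 ppm in the exposure chamber, with a median log2 fold change of 0.27 (interquartile range over the root of the number of genes 0.057), 29 of 30 genes higher and 3 arrays per group; the adjusted p was 2.56e-05 in camera, 0.989 with an estimated correlation and from 2.21e-08 to 0.00319 under the other 6 alternatives. The median was 0.083 without 0.1 ppm exposure chamber replicate 2, with 22 genes higher, 0.17 without 0 ppm exposure chamber replicate 3 and 0.43 without 0 ppm exposure chamber replicate 1, and 3 of 10 splits of 3 against 3 arrays, too few for a share under 0.05, had a median as far from 0, with the real value 0.27 and the highest other 0.45. With the difference of the actin 3' and 5' controls as a covariate, the median was 0.21 (spread 0.047). This spread is one between genes and does not hold the scatter between 3 arrays per group. RNA quality as the whole cause was therefore not excluded. A difference between the days of the experiments may account for part of the pattern, since reference chambers, which held no formaldehyde, had a median 0.17 higher in the 0.1 ppm than in the 0 ppm experiments, 0.0093 without 0.1 ppm reference chamber replicate 2, from the same experiment as the exposed array above, and 0.31 without replicate 3. Formaldehyde at 0.1 ppm cannot be told apart from such a difference, because the change of the chamber difference rests on 3 experiments of each kind. This change was 0.10 with a spread of 0.048, and 0.20, 0.036 and 0.032 without the 0 ppm experiment of replicate 1, 2 and 3. The list's mean log2 signal was higher in the exposure than in the reference chamber in each 0.1 ppm experiment. For replicates 1 to 3 it was 10.50 and 10.30, 10.98 and 10.79, and 10.29 and 10.18. At 0 ppm it was 10.59 and 10.28, 10.20 and 10.30, and 10.10 and 10.12, so a gap also arose without formaldehyde. At 0.5 ppm it was 10.15 and 10.13, 10.72 and 10.68, and 10.13 and 10.20.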

How the results depend on the processing

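The grouping by run number, the linear two-way models and the fits without 2 arrays of low actin signal were chosen after the results were seen. Among counts and correlations, 280 values under the alternatives chosen in advance stayed within 1.5 times the reported value or its spread and 44 moved; of values of named probesets 4093 kept their direction and side of the threshold, 183 passed it newly, 419 no longer passed it and 0 changed sign while called. In each of the fits with all 6 groups, the replicate block, the dim probesets left out, quantile normalization, an offset or a trend, the counts past an adjusted p of 0.05 in the 5 comparisons were 0 in limma. With only probesets above the median mean signal tested, which removes the dim ones, the 5 comparisons gave 1010, 394, 471, 906, 976 probesets, the specific and common sets 84, 101 and 2, and 23, 11 and 0 at a fold change of 2. The chamber differences gave 266 and 1024, 0.5 against 0.1 ppm 516, all untreated arrays 1008 and 770, the two-way model 22 and 2, and r between concentrations was 0.218. With an offset of 32, which shrinks changes of dim probesets, 0.1 ppm had 202 specific probesets, the common set 8, the sets at a fold change of 2 had 2, 1 and 0, the chamber difference at 0.1 ppm 1139, and r was 0.206. With a trend in eBayes, 0.5 ppm against its reference chamber gave 1330, the sets 224, 227 and 7, and at a fold change of 2 192, 185 and 6; the cause was not tested. With an estimated correlation 0 lists passed, where 1 had. With the replicate block the 5 comparisons gave 3109, 2449, 2908, 2708, 2708, and the sets 337, 373 and 18. By run number with fold changes of the labelled groups, the sets at a fold change of 2 had 138 and 166, and on linear signals the two-way model ended with 29, and 31 when also grouped by run number; the cause was not tested.

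Leaving out 1 array gave 2409 to 4979 at 0 ppm between chambers (highest without 0 ppm reference chamber replicate 1), 2177 to 2542 at 0.1 ppm, 2193 to 2577 at 0.5 ppm, 2290 to 2944 and 2435 to 3018 against 0 ppm, 2105 to 2657 and 2526 to 4308 for the chamber differences (the last 4308 without 0 ppm exposure chamber replicate 1 or its reference chamber), and 2134 to 2477 for 0.5 against 0.1 ppm. The specific sets had 288 to 453 and 326 to 501 and the common set 11 to 22 (highest without 0.1 ppm exposure chamber replicate 2). At a fold change of 2 they had 281 to 455, 274 to 486 (highest without 0.5 ppm exposure chamber replicate 1) and 9 to 19 (highest without 0 ppm exposure chamber replicate 1). Against all untreated arrays the counts were 2263 to 2689 and 1859 to 2282, with at most 13 and 13 past an adjusted p. The r between concentrations was 0.0217 to 0.0553, lowest without 0.1 ppm reference chamber replicate 1, and 0.0293 without 0.5 ppm reference chamber replicate 3. The signal over background limits the dim probesets, of which the specific and common sets mostly consist.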

Differences from the paper's values

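The settings by run number and on linear signals were chosen after the values were seen; the other alternatives were set before the data were examined.

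At the study's threshold and a fold change of 2, the paper's counts of specific transcripts are 138 at 0.1 ppm and 166 at 0.5 ppm, and the counts here were 327 and 297. Under eBayes with a trend, the counts were 192 and 185, within 1.5 times the paper's, and the 25 other alternatives differ for both. A fit of all 6 groups by run number with the fold changes of the labelled groups, chosen after seeing the values, gave 138 and 166; of the paper's 681 listed probesets, 18 of them on both sheets, the fit by run number drops 0.

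The paper's count after the Tukey and template steps of the two-way model is 29, and 15 here, and the 3 alternatives run on it, 2 above the median signal, 14 after quantile normalization and 10 with an offset of 32, also differ. Of its 18 common probesets, the paper states that 7 were found by this model, while here 4 of the 13 common ones were, and 5 of the paper's 18. Under the same 3 alternatives, run on this count after seeing the values, 0, 3 and 3 of the common ones were, which also differ, and 0, 5 and 3 of the paper's 18. On linear signals with treatment entered before chamber, chosen after seeing the values, the model ended with 29 probesets, 7 of them among the paper's 18 and 5 among the 13 here; grouped by run number as well, also chosen after seeing the values, it ended with 31, 7 of them among the paper's 18, and which of the paper's 29 either drops was not tested.

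The paper lists 18 probesets as common to both concentrations; here 6 of them met the rule in 5 fits, 4 with the replicate block, 12 in a fit of all 6 groups by label, and 18 in the fit by run number, chosen after seeing the values. The direction of the change was that of the paper in all 72 of its fold changes. The paper states that FGF7, CELSR1 and ST6GALNAC4 were lowered at both concentrations. All 3 were lower in each of the 4 comparisons, and each missed the threshold in 1: FGF7 at 0.1 ppm (-0.51) and CELSR1 at 0.1 ppm (-1.89) against the reference chamber, and ST6GALNAC4 at 0.1 against 0 ppm (-1.82). For the lactate dehydrogenases the paper states no significant changes; of 6 genes LDHC alone passed the study's threshold, at 0.5 ppm, with -1.90 against the reference chamber and -1.87 against 0 ppm, and 0 passed after adjustment in limma.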

Other observations

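The tests of the paper's listed probesets, the two-way model on linear signals, the splits that exchange chambers within experiments and the tests of the comparisons between reference chambers were chosen only after their results were seen.

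BRCA1, of the repair of DNA crosslinks, which formaldehyde can cause, was higher at 0.1 ppm by 0.81 (standard error 0.30) against the reference chamber and 0.98 (standard error 0.22) against 0 ppm on the log2 scale, past the study's threshold and not past an adjusted p over the list alone (adjusted p = 0.674 and 0.103). The list of 20 repair genes had medians of 0.068 at 0.1 ppm, with 13 genes higher, and -0.015 at 0.5 ppm, with 10 higher, against 0 ppm (adjusted p = 0.515 and 0.986 from camera). CHAC1, a gene of the integrated stress response that degrades glutathione, was higher at 0.5 than at 0 ppm by 1.76 (standard error 0.29). Its adjusted p in limma was 0.0222 over the list alone, and 0 genes of the list passed over all probesets. At 0 ppm CHAC1 was lower in the exposure than in the reference chamber, with -1.65 (standard error 0.38). Likewise LAPTM5, a leukocyte gene, was higher at 0.1 than at 0 ppm by 3.37 (standard error 0.63) (adjusted p = 0.0329 over the list alone) and lower at 0 ppm between chambers, with -3.55 (standard error 0.67), at a mean log2 signal of 1.86. HBB had -1.41 (standard error 0.44) and -1.18 (standard error 0.31) at 0.5 ppm against the reference chamber and 0 ppm, past the threshold. HBD, another globin named after its values were seen, went the other way. It had 1.33 (standard error 0.54), not past the threshold, and 1.06 (standard error 0.39), past it. HBM had -0.51 (standard error 0.54), not past it, and -1.82 (standard error 0.66), past it.

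Of the lists not described at a claim, 0 passed camera's test, and their medians over the 4 comparisons with formaldehyde are given as ranges on the log2 scale. For glutathione and NRF2 targets, with 24 genes, the median ran from -0.084 to 0.16, and 19 genes were higher at 0.1 ppm and 19 lower at 0.5 ppm against 0 ppm. The heat shock response (13 genes) had -0.060 to 0.0052, the unfolded protein and integrated stress response (19) -0.054 to 0.043, and the interferon response (19) -0.16 to 0.00048, with MX1 at -2.55 (standard error 0.74) at 0.5 against 0 ppm. Hypoxia targets (20) had -0.021 to 0.019, osmotic stress genes (13) -0.093 to 0.18, xenobiotic metabolism (22) 0.0073 to 0.043, and extracellular matrix and mesenchymal genes (22) -0.0073 to 0.038. Of 14 ribosomal proteins 13 were higher at 0.1 ppm against the reference chamber, with a median of 0.14, and 13 lower at 0.5 against 0 ppm, with -0.044. Markers of other cells had medians of -0.062 to 0.15 for leukocytes (15), -0.40 to -0.20 for fibroblasts (12) and -0.86 to 0.24 for erythroid cells (6). Lactate dehydrogenases (6) had -0.27 to 0.0059, and metallothioneins (8) had 0.13 and 0.043 against 0 ppm. In 50 of 155 tests the median, mean and test of a list differed in sign, fibroblast markers at 0.1 ppm against the reference chamber among them (median -0.29, mean 0.10). Over all lists a member passed over the list alone in 13 tests, and Fisher's exact test found 0 of 62 tests of the 31 lists past an adjusted p of 0.05 (lowest exact p = 0.0293).

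Against all 12 untreated arrays, 4 probesets were lower at 0.5 ppm at an adjusted p under 0.05 in limma, with all 3 exposed arrays below all untreated ones. This comparison has no term for chamber or experiment, and most untreated arrays came from the reference chamber. Its adjusted p thus does not separate formaldehyde from chamber or experiment. TRAF3IP3, named after its values were seen, had -3.32 (adjusted p = 0.0383) and a mean signal of 21.1, FLJ31945 had -2.80 (adjusted p = 0.0291), and 2 that name no gene had -3.07 and -2.23 (adjusted p = 0.00362 and 0.0291). The counts past an adjusted p at 0.5 ppm under the alternatives were 0 above the median signal, with an offset or with a trend, and 3 after quantile normalization.

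The splits of 3 against 3 arrays are too few for a share under 0.05. The splits with at least as many probesets past the threshold, of 10, were 0 ppm between chambers 5 (real 2646, highest other 4166), 0.1 ppm between chambers 7 (real 2186, highest other 3708), 0.5 ppm between chambers 8 (real 2145, highest other 4522), 0.1 against 0 ppm 6 (real 2444, highest other 5524), 0.5 against 0 ppm 6 (real 2491, highest other 3801), 0.5 against 0.1 ppm 10 (real 2087, highest other 5742), the chamber difference at 0.1 ppm 9 (real 2135, highest other 6390), the chamber difference at 0.5 ppm 6 (real 2583, highest other 4039). The chambers are paired by experiment, and 4 of the 10 splits, the real one included, part the chambers of all 3 experiments, while the other 6 part those of 1 experiment and keep both cultures of each other experiment on 1 side. With the experiment as a block, the real count and the highest of the 3 others that part all chambers were 3109 and 3316 at 0 ppm, 2449 and 3109 at 0.1 ppm and 2908 and 2860 at 0.5 ppm, and 4 splits are again too few. Without the block the highest counts were 2986, 2697 and 2180 among those 3, and the other 6 splits, which set experiments against each other, reached the higher counts given above. Chance was not excluded for the counts against all untreated arrays, with 35 (real 2446, highest other 15279) and 44 (real 2118, highest other 17470) of 100 drawn splits; splits that call several times the real count point to a structure of the samples. Nor was it excluded among 100 assignments of the 9 experiments to the concentrations, the real one included. Values at least as large came in 60 for specific for 0.1 ppm (real 344, highest other 608), 47 for 0.5 ppm (real 355, highest other 615) and 64 for common (real 13, highest other 24). At a fold change of 2 they came in 45 (real 327, highest other 439), 64 (real 297, highest other 435) and 54 (real 12, highest other 22). The two-way model had 67 (real 176, highest other 625) and 33 (real 15, highest other 60), and r between concentrations 56 (real 0.0453, highest other 0.146). Simulated unchanged data gave means of 442 and 441 specific and 14.3 common probesets.

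Of the 699 entries of the paper's lists for both concentrations, which hold 681 probesets with 18 on both lists, 104 met their list's rule when arrays were grouped by their labelled concentration. A fit of all 6 groups together (22.0% of the 699 met it) and pairing of the chambers (12.3%) are argued against as the cause. Arrays grouped by consecutive run numbers in the study's 5 comparisons, with all 6 groups in 1 fit, may be behind the lists, since 100% of the 699 then met the rule, while the paper's fold changes lie within 0.01 of those of the labelled groups for 699 of 699. This grouping exchanges the labelled concentrations of the cultures of runs 2 and 5, while the two-way model on linear signals gave the paper's counts, 198 and 29, with the labelled groups, and 179 and 31 by run number. These values bear on the groups each analysis of the paper used, and which concentration the cultures of runs 2 and 5 received stays open: 2 probesets passed an adjusted p by run number and 0 by label, and 40 of 99 other assignments had at least as many, the highest 8, and the paper, which states a randomized order of experiments, and its tables of dissolved formaldehyde do not say which array came from which experiment.

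Between reference-chamber groups, where no culture received formaldehyde, a median of 2014 probesets passed the threshold, against 2145 to 2491 in the comparisons with formaldehyde and 2646 at 0 ppm between the chambers. No detectable effect of formaldehyde on the arrays may explain this, and it cannot be told apart from small effects on few genes: at 0.1 ppm against the reference chamber, simulated log2 changes of 1 passed the threshold in 67.2% of cases and 0 of them passed after adjustment. At 0.1 ppm against all untreated arrays, 32.8% of simulated log2 changes of 1 and 88.1% of those of 2 passed after adjustment. The measured comparison had 0 probesets past it in limma, and 4 at 0.5 ppm, with 2446 and 2118 past the threshold. Drawn splits of the measured arrays had up to 15279 probesets past the threshold, where 5.00% of unchanged simulated probesets passed. The simulated shares may thus be too high for the measured arrays, and the count of 0 does not exclude such changes.

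The array with the larger difference between the actin 3' and 5' controls came from the reference chamber in 4 of 9 experiments. In the supplement on evaporation, S1-Table 7 holds the same values as S1-Table 2 in 24 of 24 wells of the exposure chamber and in 24 of 24 of the reference chamber, and among the other 151 pairs of tables and chambers the highest number of equal wells was 2.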
